# Advancing the genetic engineering toolbox by combining *AsCas12a* knock-in mice with ultra-compact screening

**DOI:** 10.1038/s41467-025-56282-2

**Published:** 2025-01-30

**Authors:** Wei Jin, Yexuan Deng, John E. La Marca, Emily J. Lelliott, Sarah T. Diepstraten, Christina König, Lin Tai, Valentina Snetkova, Kristel M. Dorighi, Luke Hoberecht, Millicent G. Hedditch, Lauren Whelan, Geraldine Healey, Dan Fayle, Kieran Lau, Margaret A. Potts, Moore Z. Chen, Angus P. R. Johnston, Yang Liao, Wei Shi, Andrew J. Kueh, Benjamin Haley, Jean-Philippe Fortin, Marco J. Herold

**Keywords:** CRISPR-Cas9 genome editing, Genetic engineering, Cancer models

## Abstract

Cas12a is a next-generation gene editing tool that enables multiplexed gene targeting. Here, we present a mouse model that constitutively expresses enhanced *Acidaminococcus sp. Cas12a* (*enAsCas12a*) linked to an mCherry fluorescent reporter. We demonstrate efficient single and multiplexed gene editing in vitro, using primary and transformed cells from *enAsCas12a* mice. We further demonstrate successful in vivo gene editing, using normal and cancer-prone *enAsCas12a* stem cells to reconstitute the haematopoietic system of wild-type mice. We also present compact, genome-wide Cas12a knockout libraries, with four crRNAs per gene encoded across one (Scherzo) or two (Menuetto) vectors, and demonstrate the utility of these libraries across methodologies: in vitro enrichment and drop-out screening in lymphoma cells and immortalised fibroblasts, respectively, and in vivo screens to identify lymphoma-driving events. Finally, we demonstrate CRISPR multiplexing via simultaneous gene knockout (via Cas12a) and activation (via dCas9-SAM) using primary T cells and fibroblasts. Our *enAsCas12a* mouse and accompanying crRNA libraries enhance genome engineering capabilities and complement current CRISPR technologies.

## Abstract (web summary)

Cas12a represents the next generation of gene editing. Here, the authors present the generation and validation of a Cas12a transgenic mouse model. Additionally, the authors create whole-genome Cas12a knockout libraries, and demonstrate their utility across multiple in vitro and in vivo screens.

## Introduction

CRISPR-Cas9, the first developed CRISPR-Cas-based gene editing variant, has found near unparalleled utility in biological and medical research. A particular strength of using CRISPR-Cas9 is the ability to undertake rapid, targeted genetic screens to identify, for example, genes involved in tumourigenesis or clinical drug resistance^1,2^. Cas12a (Cpf1) is an RNA-guided endonuclease that distinguishes itself from Cas9 by its short CRISPR RNAs (crRNAs), intrinsic RNase activity, and different protospacer adjacent motif (PAM) requirements^3^. RNase activity is necessary for Cas12a to extract mature crRNAs from precursor transcripts (pre-crRNA arrays) by recognition of direct repeat (DR) hairpins upstream (5’) of the crRNA targeting sequence. Concatenating multiple guide RNAs within a single pre-crRNA array is therefore possible, and enables combinatorial targeting of one or multiple genes from a compact, easily-clonable, RNA Pol-III expression cassette^4,5^. The gene editing effectiveness of Cas12a has been improved by the engineering of enhanced *Acidaminococcus sp*.-derived *Cas12a* (*enAsCas12a*)^6^, but this was previously only applicable in mammalian cells in vitro. To extend the applications of Cas12a-mediated gene editing, we have generated an *enAsCas12a* knock-in mouse and demonstrated its efficacy when targeting genes, individually or simultaneously, in vitro in primary cells and cell lines, and in vivo via haematopoietic reconstitution. We have furthermore developed two murine-specific, ultra-compact pre-crRNA libraries, enabling highly effective genome-scale CRISPR-Cas12a knockout screens in cells derived from this model in vitro as well as in vivo.

## Results

### Generation and characterisation of the *enAsCas12a* mouse

To introduce Cas12a in vivo, we obtained the E174R/S542R/K548R-substitution variant (enhanced) of *Acidaminococcus sp. Cas12a* (*enAsCas12a*; derived from an unclassified *Acidaminococcus* strain (BV3L6))^6^, which has previously been utilised in functional genomic screening^7,8^. The *enAsCas12a* open reading frame was further modified to contain additional nuclear localisation sequences, which can improve enzyme functionality^9^. The *enAsCas12a* cDNA was then cloned into the Cre-recombinase-inducible expression cassette of a previously described mouse *Rosa26*-targeting construct^10^, further modified to include an *IRES-mCherry* marker (instead of *IRES-GFP*). *enAsCas12a* knock-in (*enAsCas12a*^*KI*^) mice were then generated by pronuclear microinjection of this construct into *C57BL/6* one-cell stage embryos. We confirmed *enAsCas12a* insertion by long-range PCR (Supplementary Fig. 1A). Once generated, homozygous *enAsCas12a*^*KI/KI*^ mice were crossed with *CMV-Cre* mice to remove the *loxP*-flanked *neo/stop* cassette (Fig. 1A) and allow constitutive, whole-body *enAsCas12a* expression, as evidenced by measurement of peripheral blood mCherry expression (Supplementary Fig. 1B). This was further demonstrated by mCherry expression in haematopoietic cells/tissues via flow cytometry; almost 100% of peripheral blood cells were mCherry + , and ~80% of haematopoietic organ cells (thymus, bone marrow, spleen, and lymph nodes) had detectable marker fluorescence (Supplementary Fig. 1C). Aware that these mice may be used with *enAsCas12a* in a heterozygous state, we examined whether there was any difference in transgene expression (via mCherry reporter signal) between the haematopoietic organs derived from *enAsCas12a*^*KI/+*^ and *enAsCas12a*^*KI/KI*^ mice. Indeed, we observed ~2-3× greater mCherry fluorescence in the homozygous *enAsCas12a*^*KI/KI*^ tissues compared to the heterozygous *enAsCas12a*^*KI/+*^ tissues (Supplementary Figs. 1D, E). As expected, this difference in *enAsCas12a* expression was also present at the transcriptional level when assessed by qRT-PCR. While *enAsCas12a* expression in homozygous *enAsCas12a*^*KI/KI*^ tissues was largely similar (Supplementary Fig. 1F), comparisons between wild-type (WT), *enAsCas12a*^*KI/+*^, and *enAsCas12a*^*KI/KI*^ tissues clearly showed increased expression *enAsCas12a* in *enAsCas12a*^*KI/KI*^ tissues (Supplementary Fig. 1G).

**Fig. 1:**
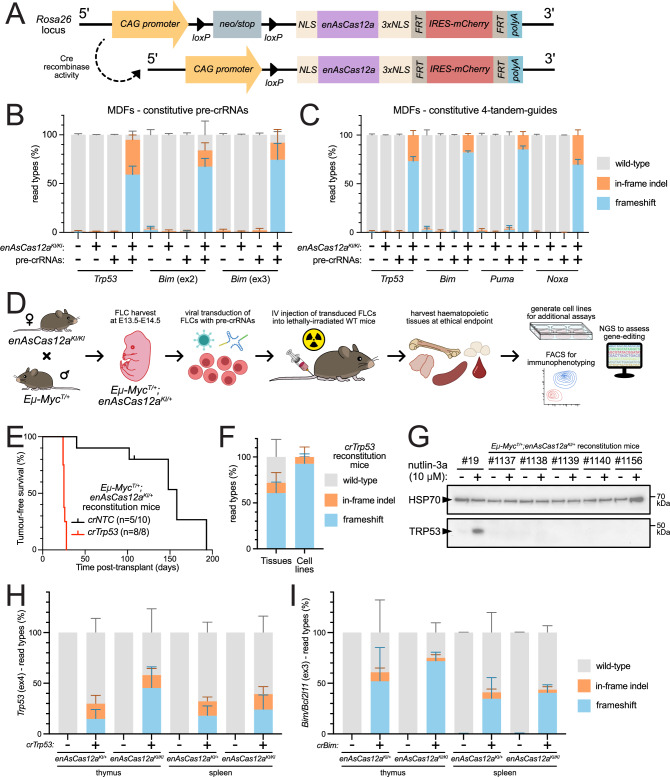
Generation and validation in vitro and in vivo of the *enAsCas12a* knock-in transgenic mouse. **A** Diagram of the *Rosa26*-targeting construct for the genomic insertion of *enAsCas12a*, and the removal of the *neo/stop* cassette to enable constitutive expression. **B** NGS results showing the efficacy of constitutively expressed pre-crRNAs in MDFs (*n* = 3 each (WT and *enAsCas12a*^*KI/KI*^ MDF lines)). Cells were sequenced to assess gene editing at the target gene of the transduced pre-crRNAs. **C** NGS results showing the efficacy of the 4-tandem-guide construct (*n* = 3 each (WT and *enAsCas12a*^*KI/KI*^ MDF lines)). Cells were sequenced to assess gene editing at each of the target genes of the transduced 4-tandem-guide pre-crRNA array. **D** Schematic of the general process for haematopoietic reconstitution of WT mice with *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cells. **E** Combined survival curve of mice from two independent experiments that underwent haematopoietic reconstitution after transplantation with *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ FLCs, transduced with either *crTrp53* (*n* = 8) or *crNTC* (*n* = 10, with 5 mice having developed lymphoma). **F** NGS results for *Trp53* editing from the tumourous tissue and concomitant lymphoma cell lines from mice (*n* = 7) reconstituted with the *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^*;crTrp53* FLCs, demonstrating knockout efficacy. **G** Western blot validating TRP53 loss in independent *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^;*crTrp53* cell lines (*n* = 5) derived from the splenic tissue of the reconstituted mice. Positive control cell line #19 was derived from a double-transgenic *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ lymphoma-burdened mouse with a spontaneous *Trp53* mutation. TRP53 stabilisation was induced via 24 h treatment with nutlin-3a (in the presence of QVD-O-Ph). HSP70 expression was used as a loading control. **H**, **I** NGS results showing the efficacy of in vivo gene editing of *Trp53* (**H**) and *Bim/Bcl2l11* (**I**) in the thymus and spleen of animals reconstituted with heterozygous *enAsCas12a*^*KI/+*^ and homozygous *enAsCas12a*^*KI/KI*^ haematopoietic cells transduced with *crNTC*, *crTrp53*, or *crBim* (ex3) (*n* = 4 each). In all graphs, the mean is plotted, and error bars represent SD. Statistical analyses of NGS data can be found in Supplementary Data 4. Source data are provided as a Source Data file. Abbreviations: CAG cytomegalovirus enhancer, promoter of the chicken beta-actin gene, and splice acceptor of the rabbit beta-globin gene, NLS nuclear localisation signal, IRES = internal ribosome entry site, crRNA CRISPR RNA, MDF murine dermal fibroblast, FLCs foetal liver cells, WT wild-type, NTC non-targeting control.

Lastly, to assess enAsCas12a expression-related toxicity, we analysed haematopoietic compartment cell populations, specifically B, T, and myeloid cell types. No changes were observed compared to WT controls, suggesting constitutive enAsCas12a expression was well-tolerated (Supplementary Figs. 2A–D). Furthermore, no health issues were observed in transgenic mice aged up to 250 days. Together, these data suggest our *enAsCas12a* mouse model is healthy and shows consistent whole-body expression of the *enAsCas12a* transgene, with higher and more broadly detectable signal in homozygous animals.

### Validation of the *enAsCas12a* gene editing efficacy in vitro

As an initial evaluation of enAsCas12a activity, we isolated murine dermal fibroblasts (MDFs) from *enAsCas12a*^*KI/KI*^ mice, and immortalised them via transduction with SV40 large T antigen to enable long term culture. Additional transductions were then performed with individual pre-crRNAs targeting *Trp53* or *Bim/Bcl2l11* (ex3) (written as *crTrp53* and *crBim*, respectively, and hereafter in this style for these and other genes), as well as a multiplexed combination of these pre-crRNAs separated by unique 5’ DRs and contained in a single expression vector (*crTrp53/crBim*) (Table S1). These genes (and many of the others used below) were chosen as they are well understood members of the intrinsic apoptotic pathway, an area of active research in our labs, and we have extensive experience editing these targets via CRISPR-Cas9. Three days post-transduction, next generation sequencing (NGS) revealed strong editing of *Trp53* and *Bim* individually, and similarly strong editing efficiency of both genes when targeted simultaneously (Supplementary Fig. 3A). Simultaneous targeting of *Cd9* and *Cd81* (two non-essential genes in murine cells) using a *crCd9/crCd81* array (Table S1) also returned strong editing efficiency (Supplementary Fig. 3A). We next wanted to assess editing efficiency in non-immortalised primary MDFs, and so isolated them from *enAsCas12a*^*KI/KI*^ or WT mice and transduced them with *crTrp53* or *crBim* (ex2 or ex3) (Table S1). Target disruption efficiency in transduced *enAsCas12a*^*KI/KI*^ primary MDFs was almost 100% for each locus (Fig. 1B). TRP53 loss was also confirmed via western blotting, with no protein observed even 6 h after treatment with nutlin-3a (MDM2 inhibitor, which indirectly leads to TRP53 stabilisation/activation^11^) (Supplementary Fig. 3B).

We then extended our investigations of multiplexed gene editing using enAsCas12a. A 4-tandem-guide construct was designed for simultaneous targeting of *Trp53*, *Bim/Bcl2l11*, *Puma/Bbc3*, and *Noxa/Pmaip1* from a single pre-crRNA expression cassette, with the guides separated by unique 5’ DRs (Table S1). Following lentiviral delivery of this construct in WT and *enAsCas12a*^*KI/KI*^ primary MDFs, we observed 100% editing efficiency for each targeted gene in the latter (Fig. 1C). To expand our assessment of enAsCas12a activity to other cell types and biological contexts, homozygous *enAsCas12a*^*KI/KI*^ female mice were crossed with *Eμ-Myc*^*T/+*^ males (a well-characterised model for B cell lymphoma^12,13^), followed by generation of *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ lymphoma cell lines from the progeny that developed MYC-driven lymphoma. Using lentiviral delivery, we transduced three independent *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^-derived cell lines with our constitutively expressed pre-crRNAs and obtained ~50% gene editing efficiency for both *Trp53* and *Bim/Bcl2l11* when individually targeted (Supplementary Fig. 3C). Multiplex targeting was more variable, resulting in ~15% gene editing efficiency for *Trp53*, ~10% for *Bim/Bcl2l11*, and less for both *Puma/Bbc3* and *Noxa/Pmaip1* (Supplementary Fig. 3D). These data suggest that the lower enAsCas12a expression we observed in heterozygotes may correlate with reduced editing efficiency, but there may also be cell-specific differences in enAsCas12a expression and/or activity between primary and transformed cell types.

Previous studies have evaluated the specificity of enAsCas12a in human cell lines^6,7^. To validate specificity of our enAsCas12a model, we assessed editing at potential off-target sites for individual crRNAs in both our *enAsCas12a*^*KI/KI*^ MDF and *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ B lymphoma cell lines. For *crTrp53*, editing was observed at a single position outside of the intended target site (Supplementary Fig. 3E). This site, on chromosome 17, lies within the *transformation related protein 53, pseudogene* (*Trp53-ps*) locus, which shares near-complete sequence congruence with the expressed *Trp53* gene^14,15^. For *crBim* (ex2), several off-targets were predicted. Assessment of the top five revealed background editing of < 10% for all sites (Supplementary Fig. 3F). There were no predicted or observed off-targets for *crBim* (ex3). For the 4-tandem-guide gene targets, in both MDFs and lymphoma cells, *Trp53* and *Bim* (ex2) off-target effects were essentially identical to those observed for their individualised crRNAs (Supplementary Figs. 3G, H), which is logical considering they use the same pre-crRNA sequences. The additional pre-crRNAs included in the 4-tandem vector (targeting *Puma* and *Noxa*) were each predicted to have two off-target sites, and negligible editing was observed for each across all tested conditions (Supplementary Figs. 3I, J).

Collectively, these data demonstrate our *enAsCas12a* model is capable of efficient gene editing in vitro using constitutively expressed pre-crRNA vectors, in both individual and multiplexed configurations, and with minimal off-target effects. However, cell-type and zygosity may impact editing efficacy.

### Validation of *enAsCas12a* gene editing efficacy in vivo

Having established the efficiency of our enAsCas12a system in vitro in both primary and transformed cell lines, our next aim was to evaluate in vivo functionality. To do so, we performed haematopoietic reconstitutions; transducing *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ foetal liver cells (FLCs; these are pre-leukaemic cells that will develop into a monoclonal B cell lymphoma after transplantation^16^) with constitutive *crNTC* (non-targeting control pre-crRNA) or *crTrp53* constructs (GFP + ) ex vivo, then transplanting the transduced FLCs into lethally-irradiated WT (*C57BL/6*) recipient mice (Fig. 1D). Previous studies have established *Trp53* as the dominant tumour suppressor in this context^17–21^. Across two independent experiments, all mice transplanted with *crTrp53*-transduced FLCs developed lymphoma by 28 days post-transplantation (consistent with the latency observed for mice reconstituted with *Eμ-Myc*^*T/+*^ FLCs where *Trp53* is knocked out using CRISPR-Cas9^16,20^) (Fig. 1E). FACS analyses of the haematopoietic tissues revealed the tumours from both *crNTC* and *crTrp53* mice were composed primarily of immature pro-/pre-B cells (B220^+^IgM^-^IgD^-^) (Supplementary Figs. 4A, B). In cell lines derived from the spleens of these mice, successful enAsCas12a-mediated *Trp53* knockout was confirmed by NGS and western blotting (Figs. 1F, G).

To examine whether differences in zygosity also impacted in vivo use of *enAsCas12a*, we performed haematopoietic reconstitutions of recipient WT mice with FLCs either heterozygous or homozygous for *enAsCas12a*, which had been transduced with either *crNTC*, *crTrp53*, or *crBim*. Six weeks post-transplantation, thymic and splenic tissues were harvested from these mice and sequenced to assess the editing of the targeted genes. At harvest, reconstitution efficiency was slightly better in the thymus, with higher levels of donor cells (Supplementary Fig. 4C), while the proportions of cells observed to possess the pre-crRNA expression vector (GFP + ) were largely equal between both genotypes and tissues (Supplementary Fig. 4D). The differences in editing efficiency of *Trp53* (Fig. 1H) and *Bim/Bcl2l11* (Fig. 1I) between the heterozygotes/homozygotes were more prominent in the thymic tissue, but there was overall a noticeable improvement in editing efficiency in the *enAsCas12a*^*KI/KI*^ tissues. Collectively, these findings demonstrate that our enAsCas12a system is effective for in vivo experimentation.

### Creation and functional assessment of the Menuetto and Scherzo libraries for whole-genome knockout screening in vitro and in vivo

Two genome-scale pre-crRNA expression libraries compatible with Cas12a have been described for use in human cells: Humagne^7^, a library where there are 4 unique pre-crRNAs per gene across 2 constructs (dual); and Inzolia^8^, a library which has 4 unique pre-crRNAs per gene and per construct (quad). However, as there are no publicly disclosed equivalents for use in murine systems, we developed two compact, genome-wide, murine-specific pre-crRNA libraries: Menuetto (dual) and Scherzo (quad) (Supplementary Fig. 5). 

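The count tables of the screens list 43814 Menuetto constructs, of which 500 are NTCs and 43314 target 21694 genes. Among these genes, 21620 have 2 constructs and 74 have 1. The Scherzo tables list 22782 constructs: 500 NTCs and 22282 arrays targeting 21668 genes, of which 21054 have 1 array and 614 have 2. Genes were counted by the symbols in the construct names.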

The Menuetto library contains ~44,000 constructs with pre-crRNAs targeting 21,743 genes, along with 500 NTCs, while the Scherzo library contains ~23,000 constructs with pre-crRNAs targeting 21,721 genes plus 500 NTCs (Supplementary Data 1).

To demonstrate the utility of the Menuetto and Scherzo libraries, we performed genetic screens using one of our aforementioned *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cell lines (#20). 

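For each library, pre-crRNAs were sequenced from 6 input samples and from 6 samples each of cells treated with DMSO, nutlin-3a or S63845, with 6 separate transductions behind each group. The authors assigned the reads to the constructs of the library with MAGeCK and deposited the number of reads per construct and sample, with no normalisation applied. In the Menuetto screen, total counts per sample ranged from 2061501 to 2588157 (median 2427594) in the input samples, from 1620678 to 1802415 (median 1728313) with DMSO, from 1670661 to 2032273 (median 1966539.5) with nutlin-3a and from 1772572 to 2020637 (median 1943589.5) with S63845. The Scherzo ranges were, in the same order, 2582961 to 2933833 (median 2734057), 1582612 to 1844590 (median 1800849.5), 1721943 to 2057464 (median 1912518) and 2124493 to 2466965 (median 2383919.5). An input sample thus held on average 47.1 to 59.1 counts per Menuetto construct and 113 to 129 per Scherzo array. Here, counts were scaled to each sample's total (as CPM) and fitted with limma-voom with sample quality weights and robust shrinkage, all 4 groups in 1 fit per library, and each treated group was compared with the input samples. Constructs with at least 1 count were kept, which left 43793 Menuetto constructs and 22769 Scherzo arrays. Following the paper's methods, the constructs of each Menuetto gene were tested together with fry at a false discovery rate of 20%, giving 21693 genes, while each Scherzo array was tested by itself at 5%. Where every library of a group had 3 counts or fewer on a gene, the fold change against that group is given as a lower bound. The reads come from PCR without molecular identifiers, so intervals and bounds cover counting error only. Most constructs fell after treatment, and log2 fold changes of genes are therefore also given relative to the median of all genes. That relative scale, and which of the genes named by the paper are reported for which comparison, were chosen after exploratory fits had been seen.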

Six replicate transductions were performed for each library before cells were treated with either DMSO, nutlin-3a (2 μM, re-treated 4 times; an MDM2 inhibitor which begets indirect TRP53 activation^11^), or S63845 (400 nM, re-treated 2 times; an inhibitor of the pro-survival BCL-2 family protein MCL-1^22^) (Fig. 2A). Drug concentrations close to the IC_50_ values were chosen, as determined via preliminary viability assays (Supplementary Fig. 6A, B). Once the cells recovered from the multiple treatments, DNA was isolated and NGS was performed to identify enriched pre-crRNAs. Analyses of both the Menuetto (Fig. 2B) and Scherzo (Supplementary Fig. 6C) library screens revealed similar results: strong enrichment of *Trp53*-targeting pre-crRNAs when comparing nutlin-3a-treated cells to the input samples, and strong enrichment of *Bax*-targeting pre-crRNAs when comparing S63845-treated cells to the input samples. This is in line with expectations, as we have previously identified and validated *Trp53* and *Bax* as resistance factors to nutlin-3a- and S63845-mediated killing, respectively, after conducting whole-genome genetic screens using CRISPR-Cas9 in *Eμ-Myc* cells^1,2,23^. By contrast, the DMSO-treated samples showed no standout guide enrichment for either library (complete analyses of both screens can be found in Supplementary Data 2). Furthermore, examination of pre-crRNA loss in the DMSO vs input samples showed strong depletion of pre-crRNAs targeting essential genes for both the Menuetto and Scherzo library screens (Supplementary Figs. 6D, E). 

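In the Menuetto screen, the constructs targeting Trp53 together had 61.4 ± 27.5 CPM (mean ± SD, n = 6) in the input samples and 6997 ± 2939 (n = 6) in the nutlin-3a-treated samples. The log2 fold change was 6.58 (SE 1.41; adjusted p = 9.18e-05, limma fry, 2-sided), the highest of 21693 genes, with an increase in 6 of 6 replicates. Constructs targeting Bax had 163 ± 55.1 CPM in the input samples and 87694 ± 57891 in the S63845-treated samples (n = 6 each), a log2 fold change of 8.75 (SE 0.48; adjusted p = 1.37e-12, limma fry; 6 of 6 replicates higher). The Trp53 array of the Scherzo screen went from 26.0 ± 7.75 to 7868 ± 6817 CPM with nutlin-3a, a log2 fold change of 7.82 (SE 1.30; adjusted p = 1.79e-05, limma moderated test; 6 of 6 higher), and the Bax array from 145 ± 66.5 to 87157 ± 51454 with S63845, a log2 fold change of 9.00 (SE 0.55; adjusted p = 5.94e-10; 6 of 6 higher). Across the 14 other ways of fitting the data, the adjusted p of the Scherzo Trp53 array ranged from 1.93e-26 to 0.16, and the highest of these came from comparing nutlin-3a with DMSO instead of input. For Trp53 in the Menuetto screen the same alternatives gave adjusted p from 2.08e-15 to 0.00292.

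**Figure D1:**
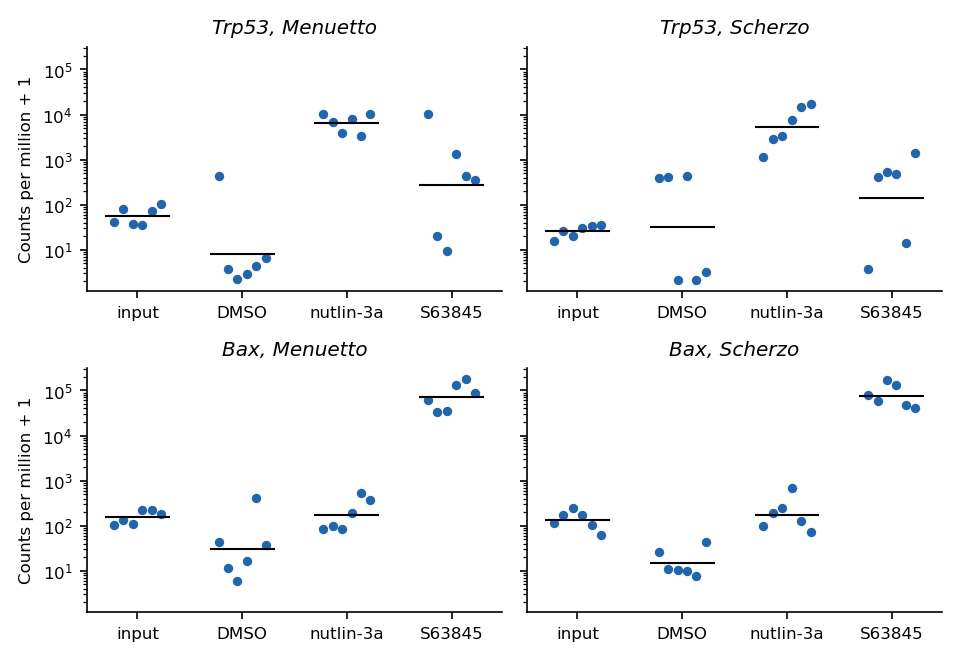
CPM plus 1, on a log scale, of constructs targeting Trp53 and Bax in the input, DMSO, nutlin-3a and S63845 samples of the Menuetto and Scherzo screens. Each point is 1 replicate and the line marks the mean of the logged values of its group.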

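Most other genes fell in the same comparisons. The median log2 fold change of all genes was -4.83 with nutlin-3a and -5.40 with S63845 in the Menuetto screen, and -5.34 and -6.05 in the Scherzo screen, so that relative to the median gene Trp53 rose by 11.40 and 13.16 and Bax by 14.15 and 15.05. At the limits used, 1 Menuetto gene (Trp53) was enriched and 21366 were depleted with nutlin-3a, and 3 (Bax, Kmt2d and Bcl2l11) were enriched and 21622 depleted with S63845. Among Scherzo arrays, 4 were enriched and 18974 depleted with nutlin-3a, and 6 and 19164 with S63845. Besides Trp53 and a non-targeting array, the 4 were 9130409I23Rik and Gm11559, which are named here after their values were seen. These numbers depend on how the samples are scaled: with TMM factors, 161 genes rose and 1439 fell with nutlin-3a in the Menuetto screen, and 190 arrays rose and 213 fell in the Scherzo screen, where S63845 gave 215 and 250. DESeq2 gave 6289 genes up and 3558 down for nutlin-3a and 5202 up and 5726 down for S63845 in the Menuetto screen. The paper reasons that Trp53 and Bax are the resistance factors it had found for these drugs in its Cas9 screens, and concludes that both libraries are effective.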

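With DMSO, 0 of the 21693 Menuetto genes were enriched, and 0 had a positive log2 fold change at an unadjusted p below 0.05 (limma fry, n = 6 per group). The highest log2 fold change of a gene was 1.09, for Ddit4 (adjusted p = 0.678). In the Scherzo screen, 2 of 22769 arrays were enriched (limma moderated test): Ntn4 with a log2 fold change of 2.12 (adjusted p = 0.0258; 5 of 6 replicates higher) and the non-targeting array NTC_quad52_a with 1.17 (adjusted p = 0.015; 5 of 6 higher). Without replicate 2, the latter had an adjusted p of 0.0717, within a range of 5.36e-22 to 0.253 over its 13 alternatives. Ntn4 was not called under several alternatives, among them those without replicate 2, 3, 4, 5 or 6 (each left out in turn), the fit of the 2 compared groups and scaling to the NTCs. Neither array was called with scaling to the NTCs or in a fit with the replicate as a block. The scaling was again decisive, since TMM factors gave 205 enriched and 1921 depleted Menuetto genes and 58 enriched and 19 depleted Scherzo arrays. No construct held more than 0.238% of the counts of a Menuetto DMSO sample or more than 0.451% of a Scherzo one, and the 10 most abundant constructs of the 6 samples were 60 different ones in the Menuetto screen. Ddit4 and Ntn4 were singled out after their values had been seen.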

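Genes of 4 essential families, fixed by symbol beforehand, stand in for the essential gene list of the paper, which was not used here: ribosomal proteins, the proteasome, transcription and replication, and splicing, folding and translation. In the Menuetto DMSO samples, 76 of 76, 29 of 29, 22 of 22 and 30 of 30 of these genes were depleted, but so were 1406 of 1415 olfactory and vomeronasal receptor genes and 474 of 500 NTCs. Of the Scherzo arrays, the families had 71 of 84, 28 of 29, 20 of 22 and 28 of 31 arrays depleted, against 1055 of 1421 receptor arrays and 392 of 500 NTCs. Loss was deeper in the families when constructs still present were counted, a measure added after the fold changes had been seen. In the Menuetto screen, 95.0 ± 1.89% of the family constructs had at least 10 counts in an input sample and 0.958 ± 0.535% in a DMSO sample (mean ± SD, n = 6), whereas NTCs went from 99.0 ± 0.681% to 10.6 ± 1.78% and receptors from 91.1 ± 2.05% to 5.73 ± 0.942%. Scherzo families went from 95.3 ± 2.51% to 1.81 ± 0.66%, NTCs from 99.8 ± 0.32% to 17.2 ± 2.05% and receptors from 92.2 ± 1.86% to 6.47 ± 0.391%. The change in this share of the families minus that of the NTCs was -5.67 ± 1.66 points in the Menuetto and -10.9 ± 2.73 points in the Scherzo screen (p = 0.03125 each, exact sign-flip permutation test, 2-sided, the smallest p that 6 replicates can give).

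**Figure D2:**
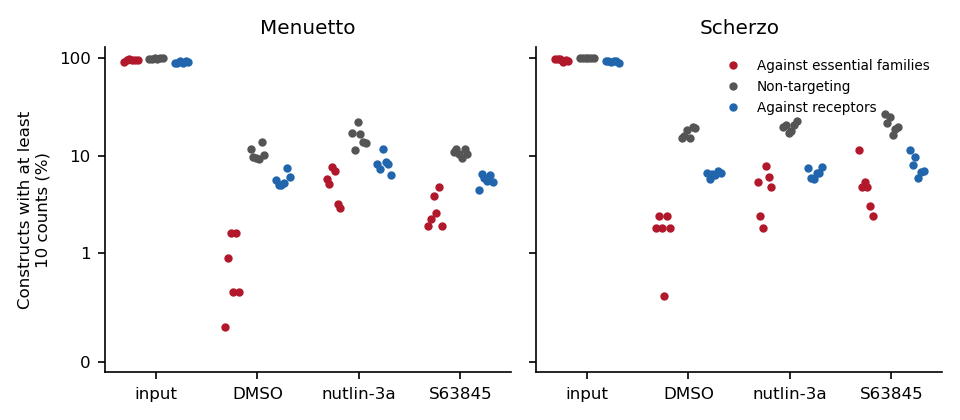
Percentage of constructs with at least 10 counts, on a log scale, in each input, DMSO, nutlin-3a and S63845 sample of the Menuetto and Scherzo lymphoma screens. Each point is 1 replicate; colours separate constructs of the essential families, NTCs and olfactory and vomeronasal receptors.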

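The measure set beforehand gave the opposite sign. The median log2 change of the 313 Menuetto family constructs from input to DMSO, taken per replicate on CPM plus 1, was 0.19 ± 0.03 above that of the NTCs (mean ± SD, n = 6; p = 0.03125, exact sign-flip permutation test, the smallest possible), and that of the 166 Scherzo arrays 0.28 ± 0.09 above (n = 6; p = 0.03125 by the same permutation test). Most constructs of either kind have fewer than 10 counts left in a DMSO sample, so the fall that can be measured is bounded by the abundance at the start. With 0.1 instead of 1 added to the CPM, the difference was -0.45 and -1.12, and against receptors in place of NTCs it was -0.49 and -0.67.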

We note some predictable drop-outs occur even in the DMSO samples, including pre-crRNAs targeting eukaryotic translation elongation factor 2 (*Eef2*), an essential gene in protein synthesis^24^, and *Mcl-1*, the pro-survival BCL-2 family member upon which *Eμ-Myc* lymphoma cells are known to be most reliant^25^. 

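Eef2 constructs had 96.0 ± 19.9 CPM in the Menuetto input samples (mean ± SD, n = 6) and 0 or 1 counts in each DMSO sample, at least 54.8-fold lower (adjusted p = 7.89e-18, limma fry; 6 of 6 replicates lower). Mcl1 constructs had 48.8 ± 19.5 and again 0 or 1 counts, at least 27.9-fold lower (adjusted p = 1.55e-11; 6 of 6). With the Scherzo library, Eef2 was at least 26.5-fold lower (adjusted p = 5.27e-06) and Mcl1 at least 19.0-fold lower (adjusted p = 1.10e-08), each in 6 of 6 replicates. Such losses were common: 50.3% of Menuetto genes and 61.1% of Scherzo arrays had 3 counts or fewer in every DMSO sample. Of the genes past the limit that fell in every replicate, those with the lowest log2 fold change were Trmt112 (at least 59.3-fold lower), Fut7 (62.1) and Jmy (57.3) in the Menuetto screen, and Cacng4 (53.6), Lars2 (43.8) and Ebi3 (70.6) in the Scherzo screen.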

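The gene ontology sets of the paper were not used here, and 17 pro-apoptotic genes listed beforehand were examined in their place. Among the enriched Menuetto genes, the list held 1 of 1 with nutlin-3a (Trp53) and 2 of 3 with S63845 (Bax and Bcl2l11), and among the enriched Scherzo gene arrays 1 of 3 with nutlin-3a (Trp53) and 1 of 5 with S63845 (Bax). The list includes Trp53, Bax, Bbc3 and Bcl2l11, which the paper names as hits of these screens, so this overlap is not independent evidence for the pathway. Of the other 13 genes, 0 were enriched in each of the 4 comparisons in the reported fits (p = 1, Fisher's exact test, 1-sided). That test could not decide, since without the 4 genes only 0 and 1 Menuetto genes and 2 and 4 Scherzo arrays were enriched with nutlin-3a and S63845. The median log2 fold change of these 13 genes was set against 10000 random lists of the same size. It was higher than that of 85.6% and 80.3% of them in the Menuetto screen with nutlin-3a and S63845. In the Scherzo screen it was higher than that of 99.6% and 46.8%. For the whole list the percentages were 92.9%, 96.8%, 100% and 78.0%. The test without the 4 genes was chosen after seeing the data. With TMM factors, Bax, Bcl2l11 and Trp53 were enriched in all 4 comparisons. DESeq2 called some of the other 13 genes enriched in each comparison, among them Bik, Bok and Pmaip1 with nutlin-3a in both screens. It called 2837 to 6289 genes or gene arrays enriched per comparison. The depleted sets in DMSO were not analysed here beyond the essential families.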

In agreement with these data, gene set enrichment analysis (GSEA) of these screens indicated that the most strongly enriched gene sets in both the nutlin-3a and S63845 screens are those encompassing various facets of the intrinsic apoptotic pathway (Supplementary Figs. 6F–I), while the most highly depleted gene sets in DMSO vs input samples represent a diverse variety of fundamental cellular processes (Supplementary Figs. 6J, K). 

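Fitted on total counts, drop-out could hardly be ranked in this design, since 21637 of 21693 Menuetto genes and 19089 of 22769 Scherzo arrays were depleted with DMSO. Under TMM factors, 23 of 76 ribosomal protein genes, 9 of 29 proteasome genes, 6 of 22 transcription and replication genes and 7 of 30 splicing, folding and translation genes were depleted in the Menuetto screen; adjusted over each list alone, the counts were 30, 11, 7 and 10. Of the 1415 receptor genes, 70 were depleted and 29 enriched in that fit. In the Scherzo screen it depleted 1 of the 29 proteasome arrays and 0 of the other family arrays, with 2 ribosomal arrays depleted when adjusted over their list alone.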

We note that the relatively low rate of drop-out hit detection is due to the screen design, which is intended to drive the identification of enriched, drug resistance-promoting gene knockouts. However, drop-out detection is certainly possible in the context of a different screen design (see below). We observed overall higher statistical robustness when screening with the Menuetto (dual) library and, since this format conforms with current standards for large-scale screening efforts like the Cancer Dependency Map Project^26^, we selected the Menuetto library for extended validation.

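The SE of the Bax log2 fold change with S63845 was 0.481 (2 constructs) in the Menuetto and 0.552 (1 array) in the Scherzo screen, and that of Trp53 with nutlin-3a 1.415 and 1.298. Within a gene, the Menuetto constructs gave log2 fold changes of 6.00 and 7.15 for Trp53 and of 8.56 and 8.94 for Bax, but of -3.01 and 2.89 for Bbc3 with nutlin-3a and of -2.87 and 5.44 for Bcl2l11 with S63845. Replicates resembled each other less in the Menuetto screen: Spearman's rho over all constructs between the 15 pairs of input samples had a median of 0.489, against 0.662 in the Scherzo screen, and between DMSO samples 0.213 against 0.377. The libraries were not compared at like depth, since input samples averaged 47.1 to 59.1 counts per Menuetto construct and 113 to 129 per Scherzo array. The rho values therefore do not rank the libraries. The limits also differ between the libraries, at 20% and 5%. The difference in robustness was not tested.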

**Fig. 2:**
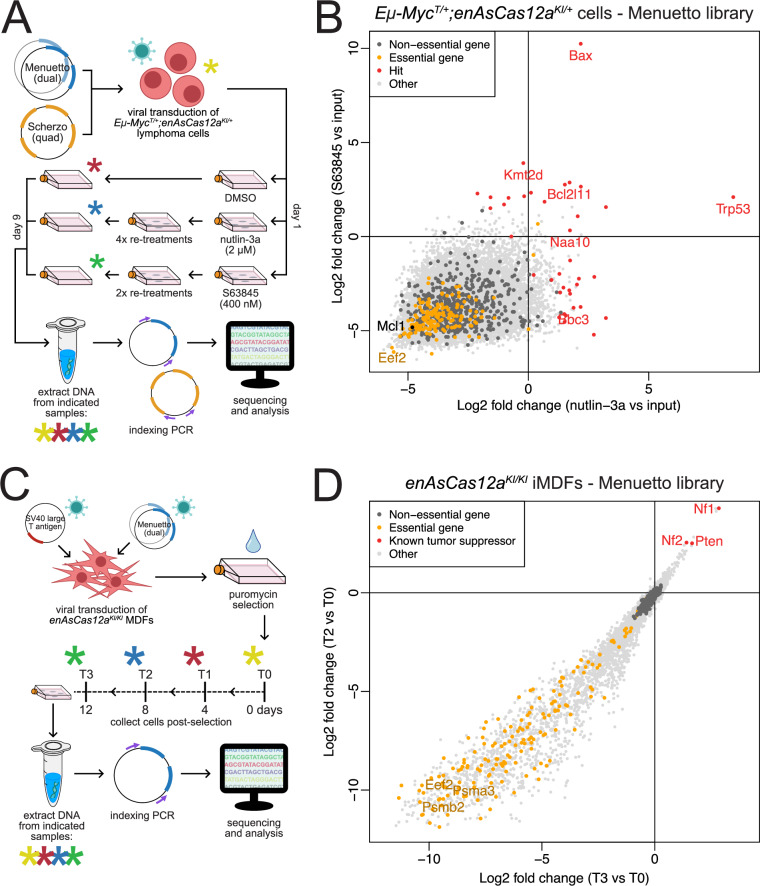
Applications of Cas12a ultra-compact, genome-wide, multiplexed murine-specific pre-crRNA libraries in vitro. **A** Diagram of the design of the whole-genome screens in *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cells using the Menuetto (dual) and Scherzo (quad) pre-crRNA libraries. *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ lymphoma cells were virally transduced (6 replicates) with each pre-crRNA library. After recovering, cells were treated (day 1) with either DMSO, nutlin-3a (2 μM), or S63845 (400 nM). On day 9, after multiple re-treatments (at the same concentrations), the cells were harvested for DNA. Indexing PCR was performed and then samples underwent NGS. **B** 4-way plot comparing the different arms of the screen samples for the Menuetto library. The *y*-axis compares S63845-treated samples with the input samples, and the *x*-axis compares the nutlin-3a-treated samples to the input samples. Significantly enriched hit genes are indicated in red, essential genes are indicated in orange, non-essential genes are indicated in dark grey, and other genes (genes not classified as either essential or non-essential) are indicated in light grey. A 4-way plot for the Scherzo library screen can be found in Supplementary Fig. 6C. Complete *Eμ-Myc* lymphoma-based screen analyses can be found in Supplementary Data 2. **C** Diagram of the design of the whole-genome drop-out screen in *enAsCas12a*^*KI/KI*^ iMDFs using the Menuetto pre-crRNA library. *enAsCas12a*^*KI/KI*^ MDFs were first immortalised (iMDFs) by viral transduction of SV40 large T antigen, and then iMDFs were virally transduced (3 replicates) with the Menuetto pre-crRNA library to achieve ~300x library coverage. Cells then underwent puromycin selection, before plating them for the screen. Cells were harvested on days 0, 4, 8, and 12 for DNA extraction. Indexing PCR and NGS were then performed. **D** 4-way plot comparing different arms of the iMDF drop-out screen using the Menuetto library. The *y*-axis displays the log2 fold change values for different genes at T2 vs T0, while the *x*-axis displays the log2 fold change values for different genes at T3 vs T0. Essential genes (indicated in orange) and are prominently lost over time. Significantly enriched tumour-suppressor genes are marked in red. Non-essential genes are indicated in dark grey, and other genes are indicated in light grey. Complete iMDF-based drop-out screen analyses can be found in Supplementary Data 3. Abbreviations: MDF murine dermal fibroblast, iMDF immortalised murine dermal fibroblast.

We next examined the performance of our enAsCas12a model and the Menuetto library for dedicated CRISPR drop-out screening. CRISPR drop-out screening is incredibly useful for identifying perturbation events that influence baseline growth characteristics. However, performing drop-out screens at the whole-genome level is both technically challenging and resource intensive, particularly in primary cell contexts. This is due, at least in part, to the large number of cells required to maintain sufficient coverage ( > 200x) of each guide, which is necessary to infer statistically significant changes in guide presence. The compact size of our Cas12a libraries make them ideal for performing such screens. To demonstrate this utility, we performed a whole-genome drop-out screen in immortalised *enAsCas12a*^*KI/KI*^ MDFs (iMDFs). As described above, MDFs were first immortalised by transduction with SV40 large T antigen and then transduced with the Menuetto library at MOI < 0.5 and library coverage of ~300x, before selecting for transduced cells with puromycin. 

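Constructs were sequenced from 3 transductions of iMDFs at each of 4 times, T0 to T3, and the authors deposited the number of reads per Menuetto construct and sample, again without normalisation. Total counts ranged from 67369534 to 78394120 (median 71078413) at T0, from 62216868 to 74103832 (median 71081868) at T1, from 103009821 to 130399583 (median 119931708) at T2 and from 116203300 to 131815488 (median 121604408) at T3. The average was 1538 to 1789 counts per construct at T0, and at least 10 counts were found on 43779 to 43791 of the 43814 constructs at T0 and on 42573 to 42612 at T3. The paper states that the data were handled as in the lymphoma screens, and the same model was fitted here to the 12 samples and 43808 constructs, with each later time compared with T0 and 21694 genes tested by fry at 20%. Scaling to total counts left the median gene at 0.04, 0.03 and -0.05 at T1, T2 and T3, whereas scaling to the NTCs moved it to -0.17, -0.27 and -0.43. Numbers of enriched genes depend on that choice.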

The iMDFs were then cultured under normal growth conditions and DNA collected from aliquots every 4 days to assess pre-crRNA diversity (Fig. 2C). Analyses revealed significant depletion of pre-crRNAs targeting murine homologues of known essential human genes over time (Figs. 2D, Supplementary Fig. S7A, B), such as *Eef2* (as we saw in the lymphoma screens), as well as *Psmb2* (β4) and *Psma3* (α7), members of the 20S proteasome complex^27^. 

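Eef2 constructs fell from 81.2 ± 1.66 CPM at T0 to 2.67 ± 0.784 at T1, 0.448 ± 0.187 at T2 and 0.764 ± 0.688 at T3 (mean ± SD, n = 3). The log2 fold changes from T0 were -5.24, -9.39 and -9.01 (adjusted p = 1.44e-05, 0.000115 and 0.00138, limma fry; 3 of 3 replicates lower each time). Psmb2 started at 13.6 ± 0.993 CPM and had log2 fold changes of -7.80 and -9.22 at T1 and T2 (adjusted p = 3.80e-05 and 0.000352; 3 of 3 lower); at T3 it had 0 counts in every sample, at least 557-fold lower. Psma3 started at 15.3 ± 0.49 and changed by -8.37, -7.66 and -9.71 (adjusted p = 0.000129, 0.000953 and 0.0119; 3 of 3 lower). Among genes that fell in every replicate, the lowest fitted log2 fold changes at T1 were those of Farsa, Pola1 and Dut (at least 577-, 360- and 457-fold lower). At T2 they were those of Usp39, Cct7 and Rpn1 (1323-, 1247- and 1314-fold) and at T3 those of Ddx18, Wbp11 and Cdk7 (1818-, 1215- and 1648-fold). Lower bounds do not show which genes fell furthest. In all, 2447, 3339 and 3732 of 21694 genes were depleted and 1527, 2410 and 1658 enriched at T1, T2 and T3. Scaling to the NTCs gave 7679, 10743 and 12168 depleted and 119, 250 and 267 enriched genes; TMM factors gave 3130 enriched and 3226 depleted at T3. A block for the transduction gave 733 enriched genes at T1 and 2630 at T3. Fits that left out 1 transduction gave 963 to 1011 enriched genes at T1. The paper presents these changes as evidence that its compact library can be used for drop-out screens.

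**Figure D3:**
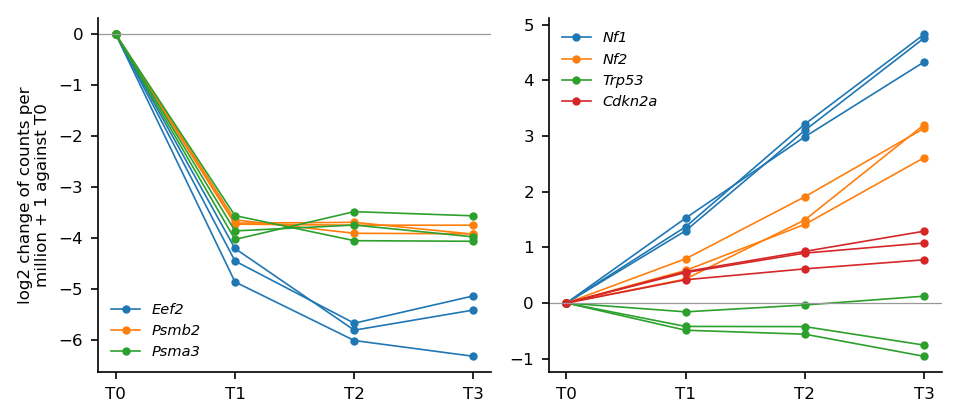
Log2 change from T0 of CPM plus 1 at T1, T2 and T3 of the iMDF screen, for constructs targeting Eef2, Psmb2 and Psma3 and for those targeting Nf1, Nf2, Trp53 and Cdkn2a. Each point is 1 replicate compared with the T0 sample of the same transduction.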

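Nf1 constructs rose from 41.2 ± 3.63 CPM at T0 to 110 ± 0.901, 363 ± 53.4 and 1071 ± 264 at T1, T2 and T3 (mean ± SD, n = 3), with log2 fold changes of 1.40, 3.11 and 4.64 (adjusted p = 0.000778, 3.82e-05 and 2.45e-05, limma fry; 3 of 3 replicates higher each time). At T2 and T3 no gene had a higher value. Nf2 rose from 51.2 ± 2.97 to 421 ± 106 CPM at T3, with log2 fold changes of 0.65, 1.68 and 2.89 (adjusted p = 0.0651, 0.000353 and 0.000147; 3 of 3 higher). With the transduction as a block, Nf2 at T1 had a log2 fold change of 0.66 and did not pass the 20% limit (adjusted p = 0.4, limma fry), and without replicate 2 it had 0.73 and an adjusted p of 0.277, within a range of 0.0327 to 0.4 over 10 alternatives. Of 16 tumour suppressor genes listed beforehand, 6, 7 and 8 were enriched and 1, 3 and 3 depleted at T1, T2 and T3, and 7, 8 and 8 against 2, 3 and 3 when adjusted over the list alone. The list of 17 pro-apoptotic genes had 3 enriched at each time and 1, 2 and 3 depleted.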

Separately, pre-crRNAs targeting recognised tumour suppressors (e.g. neurofibromin 1 and 2 (*Nf1* and *Nf2*)) were enriched^28^. *Trp53* was not anticipated, nor was it observed, to be a hit in these assays, as this target is neutralised by the SV40 large T antigen^29^. Additionally, we observed a high concordance in effect sizes between each pre-crRNA per gene-specific pair (Pearson correlation *p* = 0.85). 

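Trp53 constructs went from 48.9 ± 1.24 CPM at T0 to 38.1 ± 3.91, 38.8 ± 6.78 and 35.3 ± 14.5 at T1, T2 and T3 (mean ± SD, n = 3). The log2 fold changes were -0.35, -0.31 and -0.56, which passed the 20% limit as small decreases (adjusted p = 0.0451, 0.131 and 0.0655, limma fry; 3, 3 and 2 of 3 replicates lower). With the transduction as a block, the log2 fold change at T1 was -0.33 and no longer passed it (adjusted p = 0.296, limma fry). Without replicate 1 the 3 values were -0.32, -0.27 and -0.43, with adjusted p of 0.366, 0.476 and 0.433, and without replicate 2 -0.31, -0.22 and -0.38, with 0.385, 0.568 and 0.526. Over 10 alternatives the adjusted p ranged from 0.00321 to 0.862 at T1, from 0.00554 to 0.568 at T2 and from 0.00507 to 0.526 at T3. The paper reasons that SV40 large T antigen already neutralises TRP53 in these cells.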

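Across 21614 genes with both constructs measured, Pearson's r between the log2 fold changes of the 2 constructs was 0.826 at T1, 0.835 at T2 and 0.841 at T3. Restricted to the 3964, 5731 and 5376 genes past the limit, r was 0.822, 0.832 and 0.842. Ranks were less alike, with Spearman's rho of 0.353, 0.408 and 0.404. Computed within each transduction, r was 0.740 ± 0.002, 0.755 ± 0.003 and 0.689 ± 0.007 (mean ± SD, n = 3). No p-value is given because genes are not independent replicates. Leaving out 1 of the transductions moved r most, to 0.793 at T1, 0.806 at T2 and 0.814 at T3 at the lowest.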

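Loss in the essential families stands in for the gene sets of the paper, which were not used here. At T1, T2 and T3, 72, 74 and 73 of 76 ribosomal protein genes were depleted, with a median log2 fold change of -4.02 at T1 and -6.44 at T2; adjusted over the list alone, 74 were depleted each time. All 29 proteasome genes were depleted at each time (median -5.01, -7.12 and -8.29), as were 22, 22 and 21 of 22 transcription and replication genes (-3.43, -5.89 and -8.15) and 30 of 30 splicing, folding and translation genes (-4.37, -6.72 and -8.09). Olfactory and vomeronasal receptor genes had 23, 40 and 52 of 1415 depleted and 153, 239 and 136 enriched. Scaled to the NTCs, 237, 399 and 562 receptor genes were depleted and 13, 16 and 15 enriched.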

GSEAs served to highlight the depletion of pre-crRNAs targeting a host of core cellular processes (Supplementary Figs. 7C–E).

Finally, we sought to examine the effectiveness of the Menuetto library in vivo. Therefore, we again performed haematopoietic reconstitutions using pre-leukaemic *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ FLCs transduced with this library (as well as either *crNTC* or *crTrp53* as controls), and monitored the lethally-irradiated transplanted WT (*C57BL/6*) recipient mice for lymphoma development (Fig. 3A). 

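In vivo, Menuetto constructs were sequenced from the lymphomas and from cell lines derived from them, and the authors deposited the number of reads per construct and sample. Total counts ranged from 33467 to 177083 in the tumours (median 88334.5) and from 34935 to 82184 in the 9 cell lines (median 60270). The tumour columns give 16 different samples: a column for 1 mouse occurs again with identical counts and was used once, and because the Source Data of the paper list these counts under another mouse, the animal behind it is not settled. Each construct was expressed as a percentage of all counts of its sample with a Wilson 95% interval, and a construct was counted as present from 10%, a limit chosen here because the paper states none. There is no replicate of a tumour, so no test between tumours was made.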

As expected, *crTrp53* control mice quickly succumbed to lymphoma, while *crNTC* mice developed disease much more slowly (Fig. 3B). Mice transplanted with Menuetto library-transduced *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ FLCs succumbed to lymphoma significantly faster than the *crNTC* mice (Fig. 3B), and immunophenotyping of the tumour cells revealed mostly pre-B cell tumours (Supplementary Fig. 3C). 

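In 2 of the 16 tumours examined, Trp53 was the only gene with a construct at 10% or more of the counts: its construct 1 held 87.87% (Wilson 95% interval 87.69-88.04) in 1 tumour and its construct 2 held 83.92% (83.59-84.24) in the other. Other single genes at this level were Igkj4 (88.58%), Tfap4, Irf4, 4931428L18Rik (60.34%) and, in the tumour whose mouse is not settled, Raly (66.82%), each in 1 tumour. Counting by the most abundant construct instead, Trp53 led 4 tumours and 12 other genes led 1 each. Limits of 5% and 20% left the number of tumours with Trp53 at 8.

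**Figure D4:**
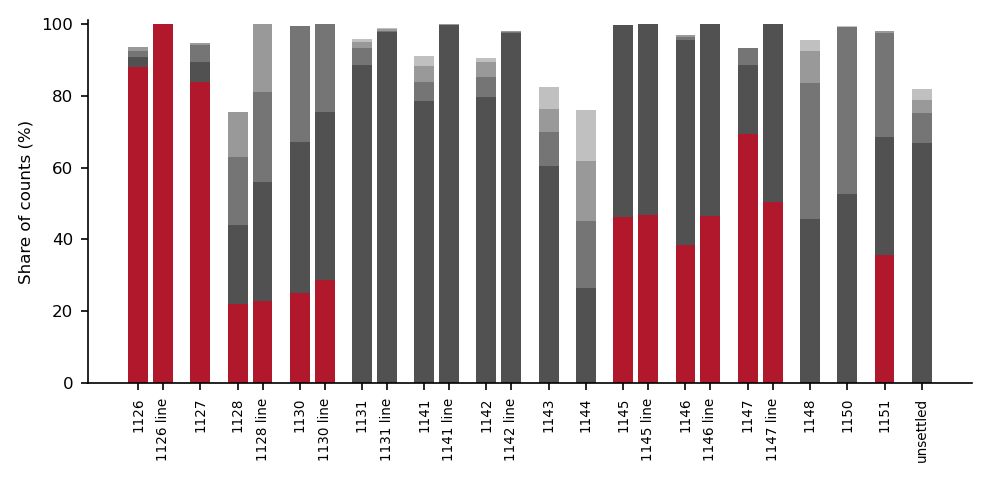
Percentage of counts held by the 4 most abundant constructs in each tumour and each cell line of the in vivo Menuetto screen. Constructs targeting Trp53 are red and all others grey; a bar is 1 sample, labelled by mouse, and the tumour whose mouse is not settled is labelled unsettled.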

Sequencing of the enriched pre-crRNAs in the tumour tissues revealed *Trp53* was the most common individual hit (*n* = 2/17) (Figs. 3D, Supplementary Fig. 8A). 

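Constructs of Trp53 and of other genes were found together at 10% or more in 6 of 16 tumours. They held 21.98% of the counts in tumour 1128, beside Sh2d4b (22.02%), Arsg (19.03%) and Sppl2c (12.34%), and 24.91% in 1130, beside Mpzl2 (42.27%) and Atic (32.19%). In 1145 they held 45.99% beside Mettl8 (53.65%), in 1146 38.43% beside Nacc1 (57.07%), and in another tumour 35.38% beside Scml2 (32.99%) and Tmem74bos (29.04%). In 1147 both Trp53 constructs were present, at 48.06% and 21.15%, with 2310009B15Rik at 19.35%. Taken with the tumours carrying Trp53 by itself, 8 of 16 had a Trp53 construct at this level (50.0%, Wilson 95% interval 28.0-72.0). Bulk counts do not show whether constructs sat in the same cells. The paper proposes that Trp53 deficiency drives these tumours too.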

*Trp53* also appeared in combination with other genes (*n* = 6/17), but it is likely that *Trp53* deficiency is the driver of accelerated tumour growth in those circumstances (Figs. 3D, Figure S8A). Demonstrating consistency across methodologies, we re-identified *Tfap4* as a negative regulator of MYC-driven lymphomagenesis, which we had previously observed following a similar Cas9-based screen^20,30^. In addition, we observed enrichment for pre-crRNAs targeting *Irf4*, *Cdkn2a*, and *Slc23a2*, each of which have recognised loss-of-function variants linking them to B cell and other lymphomas^31–35^. 

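A single construct targeting Tfap4 held 78.52% (Wilson 95% interval 78.16-78.87) of the counts in tumour 1141 and the next most abundant constructs there targeted Cxcl2 (5.18%), Trbv16 (4.46%) and Tbc1d4 (2.79%). In the cell line from this mouse the Tfap4 construct held 99.82% of 47069 counts. Trp53 constructs had 0 counts in that tumour.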

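An Irf4 construct held 79.77% (Wilson 95% interval 79.42-80.12) of the counts in tumour 1142 and 97.56% in its cell line. The other Irf4 construct held 2.99% in tumour 1126, which was led by Trp53. Cdkn2a held 52.74% (52.42-53.07) in another tumour. The tumour with Slc23a2 was not analysed here.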

Western blotting confirmed TRP53 loss/mutation in tissues from each mouse with an enriched *Trp53* pre-crRNA, and no obvious TRP53 disruptions were observed in mice without *Trp53* pre-crRNA(s) (Supplementary Fig. 8B). Furthermore, we were able to generate and sequence cell lines from most of the lymphoma tissues (*n *= 9/17) and found that, in all instances, pre-crRNA distributions remained largely the same (Supplementary Fig. 8C). 

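For each of the 9 mice with both samples, the overlap of cell line and tumour was taken as the sum over constructs of the smaller of their percentages. It averaged 80.3 ± 16.9% (mean ± SD, n = 9), against 7.55% for the 72 pairings of a line with the tumour of another mouse. The probability of so high a mean under random pairing was 2.76e-06 (exact permutation test, 1-sided, 362880 pairings), the smallest it can give. Overlaps were 99.1% for mouse 1145, 91.9% for 1146, 90.1% for 1131, 87.9% for 1126, 81.6% for 1130, 80.6% for 1142, 78.5% for 1141 and 72.2% for 1128. Mouse 1147 was the exception with 40.5%: the construct with 48.06% of its tumour counts had 1 count of 64530 in the line, which was shared by the other Trp53 construct (50.4%) and 2310009B15Rik (49.6%). Considering the 4 most abundant constructs of the tumour alone gave a mean of 80.1%.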

While beyond the scope of this current work, we will further characterise the full complement of hits identified from this screen in future studies.

**Fig. 3:**
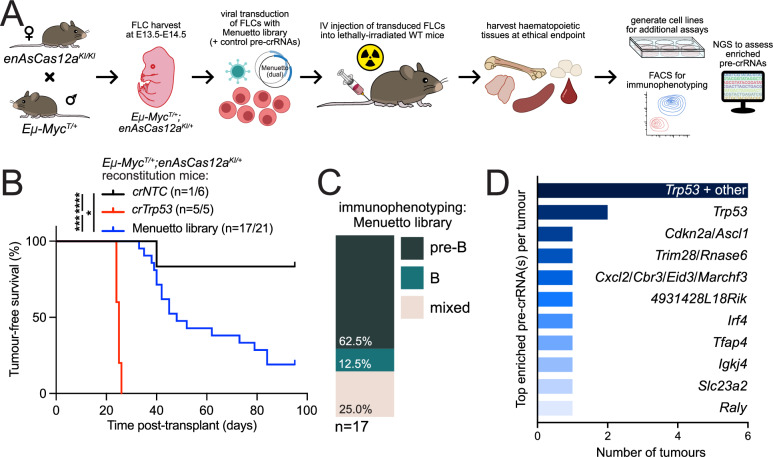
Screening in vivo using the Menuetto library. **A** Diagram of the design of the whole-genome in vivo screen using the Menuetto library and FLCs derived from *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ crosses. **B** Survival curve of mice transplanted with *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ FLCs for in vivo screening with the Menuetto pre-crRNA library. *crNTC* mice remain mostly alive after 95 days, with only one mouse succumbing to pre-B/B cell lymphoma (*n* = 1/6). Two *crNTC* control mice have been excluded from the curve (original cohort *n* = 8) as their death was determined to have a cause other than pre-B/B cell lymphoma (via immunophenotyping). *crTrp53* control mice (n = 5/5) reached ethical endpoint with a median latency of 25 days. Menuetto library mice (n = 17/21) have reached ethical endpoint with a median latency of 48 days. Mantel-Cox log-rank test comparisons: *crNTC* vs Menuetto* p* = 0.0174, *crNTC* vs *crTrp53* *p* = 0.0008, *crTrp53* vs Menuetto *p* < 0.0001. **C** Immunophenotyping results from the tumours of the 17 Menuetto library mice that have so far succumbed to lymphoma. **D** Graph of highly enriched pre-crRNAs in the haematopoietic tissue tumours of the 17 mice obtained so far from the in vivo Menuetto library screen. *Trp53*-targeting pre-crRNAs were the most common, and likely causative even in the instances where multiple, roughly equally represented pre-crRNAs were detected (*Trp53* + other; *n* = 6). Source data are provided as a Source Data file. Abbreviations: crRNA CRISPR RNA, FLCs foetal liver cells, WT wild-type, NTC non-targeting control, NGS next-generation sequencing.

Overall, these screens suggest the Menuetto and Scherzo libraries perform well for compact CRISPR-Cas12a whole-genome screening, capable of being used in a variety of biological contexts – in vitro in both primary and transformed cell lines, and in vivo—and for both positive and negative selection-based screens.

### Combinatorial gene modification: *Cas12a*-mediated gene knockout with *dCas9-SAM*-induced gene expression

Next, we explored the potential for our *enAsCas12a* mouse to be used for inter-Cas multiplexing applications. In addition to facilitating multiplexed gene knockout through pre-crRNA processing, Cas12a can also be multiplexed with orthogonal Cas molecules (such as a dCas9 used for CRISPR activation (CRISPRa)), as its PAM/targeting requirements and guide RNA scaffolds specificities are distinct. To perform such an experiment, we first crossed *enAsCas12a* mice to *OT-I Tg* mice (*OT-I*; in which the T cell receptor is engineered to recognise the immunogen ovalbumin (OVA)^36^), and the resulting progeny were crossed with our previously-described CRISPRa *dCas9-SAM* mice^37^ to generate *enAsCas12a*^*KI/+*^*;dCas9-SAM*^*KI/+*^*;OT-I*^*T/+*^ mice. Splenocytes from these mice were stimulated with OVA peptide and transduced with either a GFP-co-expressing *crTrp53*, a BFP-co-expressing *Cd19*-targeting sgRNA for gene activation (referred to as *sgCd19* hereafter, for this and other genes (Table S2)), or a combination of *crTrp53* and either *sgCd19* or *sgNTC* (also BFP + ) constructs (Supplementary Fig. 9A). Under these conditions, ~6% of cells were successfully transduced with *sgCd19,crTrp53* (~13% for *crTrp53,sgNTC*) (Fig. 4A). For the doubly-transduced samples (GFP + BFP + ), ~55% of *sgCd19,crTrp53* cells expressed CD19, compared to ~1.5% of *sgNTC,crTrp53* cells, demonstrating successful dCas9-SAM-mediated *Cd19* activation (Figs. 4B, Supplementary Fig. 9B). From the CD19+ population of *sgCd19,crTrp53*-transduced cells, we then isolated *crTrp53* + (GFP + ) and *crTrp53*- (GFP-) cells and used NGS to assess the level of *Trp53* gene editing. As expected, we observed no editing of *Trp53* in *sgCd19* + ,*crTrp53*- (GFP-) cells, while *Trp53* was edited with ~50% efficiency in *sgCd19* + ,*crTrp53* + (GFP + ) cells (Figs. 4C, Supplementary Fig. 9C).

**Fig. 4:**
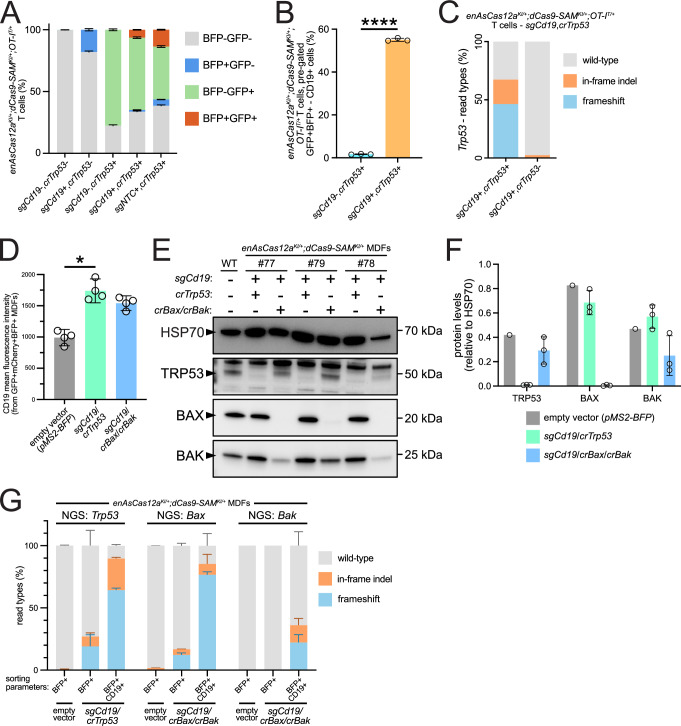
Multiplexing of *enAsCas12a* and *dCas9-SAM* in *OT-I* T cells and MDFs. **A** Quantification of FACS analysis of *enAsCas12a*^*KI/+*^*;dCas9-SAM*^*KI/+*^*;OT-I*^*T/+*^ T cells transduced with an *sgCd19* (BFP-tagged) for dCas9-SAM-mediated gene expression and a *crTrp53* (GFP-tagged) for Cas12a-mediated gene editing (*n* = 3 independent transductions). ~6% of cells from the sample transduced with both constructs were both GFP- and BFP-positive. **B** Quantification of FACS analysis of the T cells transduced with lentiviral vectors expressing *crTrp53* and *sgCd19*, or *crTrp53* and *sgNTC* (*n* = 3 independent transductions each). *sgCd19* was able to induce a statistically significant increase in CD19 expression in the double-transduced cells (Student’s t-test (two-tailed), t = 125.2, df = 4, *p* < 0.0001). **C** NGS data measuring *Trp53* gene editing from the CD19+ populations of T cells transduced with *sgCd19*/*crTrp53*, sorted depending on their GFP status (*n* = 1). **D** Quantification of CD19 mean fluorescence intensity (MFI) in multiplexed *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs, transduced with a single vector co-expressing *sgCd19* and either *crTrp53* or *crBax/crBak* (*n* = 3 independent transductions). Cells were gated on mCherry, GFP, and BFP expression. Significant upregulation of CD19 was observed in MDFs transduced with the *pMS2-BFP U6_sgCd19 H1_crTrp53* vector (Kruskal-Wallis test with multiple comparisons to the empty vector control, *p* = 0.0225). **E** Western blots demonstrating TRP53, BAX, and BAK loss in the multiplexed *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs (*n* = 3) or those transduced with the empty vector (*n* = 1). **F** Quantification of the western blots shown in (**E**). Clear loss of both TRP53 and BAX was observed in all samples, but BAK loss was less efficient. **G** NGS results from *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs (*n* = 3 per transduction), transduced with the *pMS2-BFP* empty vector, or with *pMS2-BFP* containing either *sgCd19/Trp53* or *sgCd19/crBax/crBak*. Cells were sorted based on BFP/CD19 status prior to DNA extraction. Target gene editing was higher in cells that were BFP + CD19+ than in those that were BFP + CD19-. In each graph, the means are plotted, and the error bars represent SD. *p* < 0.05 = *, *p* < 0.0001 = ****. Statistical analyses of NGS data can be found in Supplementary Data 4. Source data are provided as a Source Data file. Abbreviations: MDF murine dermal fibroblast.

The success of this *enAsCas12a*/*dCas9-SAM* multiplexing led us to question whether the technique could be performed using a single transduction. To test this, we cloned *crTrp53*, or an array containing both *crBax* and *crBak*, into the same vector as *sgCd19*. Then, we transduced these vectors into *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs (or the empty vector as a control) and examined gene activation efficacy by flow cytometry 8 days post-transduction. FACS analysis first demonstrated our live transduced *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs were triple-fluorescent (mCherry co-expression from *enAsCas12a*, GFP co-expression from *dCas9-SAM*, and BFP co-expression from the crRNA/sgRNA vector) (Supplementary Fig. 10A). In those triple-fluorescent cells, we observed consistent CD19 induction relative to those MDFs transduced with the empty vector (Figs. 4D, Supplementary Fig. 10B). We then examined the efficacy of our gene-knockout via western blotting. For each of the *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs transduced with the *sgCd19/crTrp53* vector, we observed clear loss of TRP53 expression (Fig. 4E, F). Similarly, for *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs transduced with the *sgCd19/crBax/crBak* vector, we observed clear loss of BAX, and partial loss of BAK (Fig. 4E, F). To extend the practical potential of this result, we transduced a second set of *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs (n = 3 per transduction) with the same *sgCd19/crTrp53* or *sgCd19/crBax/crBak* vector (or empty vector), sorted cells based on BFP + CD19- or BFP + CD19+ status, and then performed NGS. While CD19+ cell proportions were not large (Supplementary Fig. 10C), we found that cells isolated based on both BFP + CD19+ status had markedly higher gene editing for *Trp53*, *Bax*, and *Bak*, compared to those isolated based on BFP + CD19- status (Fig. 4G), demonstrating the potential for complex, multi-direction gene editing through the combined use of orthogonal CRISPR mouse model systems.

## Discussion

In this study, we present a murine model featuring constitutive expression of an enhanced *Acidaminococcus*-derived Cas12a (enAsCas12a). We confirmed that sustained enAsCas12a expression is well-tolerated across tissues, particularly in the haematopoietic system, as shown by functional assays and linked expression of an mCherry reporter. Efficacy of enAsCas12a was evaluated using constitutively expressed pre-crRNAs, tested in vitro in both murine dermal fibroblasts (MDFs) and *Eμ-Myc* pre-B/B lymphoma cell lines, and in vivo using mice reconstituted with *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ foetal liver cells. Differences in gene perturbation efficacy correlated with *enAsCas12a* zygosity, though additional cell-type differences (potentially associated with CAG promoter activity) cannot be discounted.

To increase the discovery potential of our *enAsCas12a* mouse, we developed two genome-scale murine-specific Cas12a libraries: the Menuetto library (using dual guide vectors) and Scherzo library (using quad guide vectors), each offering unique benefits over traditional Cas9 sgRNA libraries. The Menuetto library demonstrated robust hit detection and statistical power, likely due to the use of multiple constructs per gene, whereas the Scherzo library’s extremely compact design is ideal for applications reliant on limited cell numbers. 

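Beyond Trp53 and Bax, the pro-apoptotic genes Bbc3 (Puma) and Bcl2l11 (Bim) rose in mean abundance but varied between replicates. With nutlin-3a in the Menuetto screen, Bbc3 went from 56.6 ± 13.4 to 868 ± 684 CPM (mean ± SD, n = 6; log2 fold change -0.06, adjusted p = 0.911, limma fry; 5 of 6 replicates higher) and Bcl2l11 from 45.3 ± 17.9 to 654 ± 783 (log2 fold change -0.10, adjusted p = 0.895; 4 of 6 higher). Relative to the median gene they rose by 4.77 and 4.72. With S63845, Bcl2l11 reached 1588 ± 1437 CPM, a log2 fold change of 1.29 (adjusted p = 0.181, limma fry; 6 of 6 higher). This passed the 20% limit, although its unadjusted p was not below 0.05. Without replicates 1, 5 or 6 its adjusted p was 0.235, 0.514 and 0.38, and over 14 alternatives it ranged from 7.14e-09 to 0.652. Bbc3 was depleted with S63845 (log2 fold change -5.35, adjusted p = 0.00153; 5 of 6 lower), though only 0.05 above the median gene. Scherzo log2 fold changes with nutlin-3a were 1.10 for Bbc3 (adjusted p = 0.569, limma moderated test; 4 of 6 higher) and 2.04 for Bcl2l11 (adjusted p = 0.21; 4 of 6 higher), neither past 5%. With edgeR, Bbc3, Bcl2l11 and Trp53 were enriched with nutlin-3a in the Menuetto screen, where adjusted p over 14 alternatives ran from 1.93e-05 to 1.00 for Bbc3 and from 5.16e-07 to 1.00 for Bcl2l11.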

Our screens confirmed the efficacy of both libraries: an in vitro survey for factors that suppress lymphoma survival identified expected apoptosis pathway hits (*Trp53*, *Bax*, *Puma*, *Bim*), which have recognised roles in S63845- or nutlin-3a-mediated apoptosis in MYC-driven lymphomas^1,23,38,39^. In addition, this screen uncovered targets with predicted but less-well characterised links to lymphomas: *Naa10* has been reported as necessary for TRP53-mediated apoptosis and was a hit in a similar Cas9-based screen performed by our group^2,40^, while *Kmt2d* has been reported to have tumour suppressive roles in acute myeloid leukaemia^41^ and lung squamous cell carcinoma^42^. 

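Naa10 constructs went from 31.9 ± 5.42 to 443 ± 803 CPM with nutlin-3a in the Menuetto screen (mean ± SD, n = 6; log2 fold change -0.27, adjusted p = 0.819, limma fry; 4 of 6 replicates higher; 4.56 above the median gene). The Scherzo array for Naa10 went from 46.9 ± 16.6 to 1267 ± 2104, a log2 fold change of 2.51 (adjusted p = 0.0647, limma moderated test; 4 of 6 higher). Leaving out replicate 5 or 6 brought its adjusted p to 0.0426 and 0.0201, within a range of 2.95e-09 to 0.213 over 14 alternatives. Kmt2d constructs went from 65.9 ± 11.7 to 4203 ± 6791 CPM with S63845, a log2 fold change of 2.45 (adjusted p = 0.049, limma fry, 4 of 6 higher) in the Menuetto screen, and had adjusted p of 0.261 without replicate 1 and 0.207 without replicate 2 (range 2.56e-10 to 0.261 over 14 alternatives). Nearly all genes passed as depleted in this comparison, so the value of 0.049 lies close to the unadjusted p of limma fry. The Scherzo array changed by 2.32 (adjusted p = 0.0984; 4 of 6 higher), and by 9.25 relative to the median array with an adjusted p of 0.0392 when replicate 4 was left out.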

We aim to pursue intriguing hits from this screen in future studies. A separate, higher resolution in vitro screen using immortalised *enAsCas12a*^*KI/KI*^ MDFs showed systematic depletion of pre-crRNAs targeting essential genes, along with enrichment of tumour suppressor targets. 

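Besides Nf1 and Nf2, tumour suppressors enriched at T3 of the iMDF screen included Taok1 (log2 fold change 1.84), Keap1 (1.78), Lats2 (1.16), Cdkn2a (1.03; adjusted p = 0.00214, limma fry) and Tsc2 (0.50). Smad4 and Stk11 fell by 2.11 and 1.71 at the same time (adjusted p = 0.0401 and 0.00299). Scaled to the NTCs, 7 of the 16 listed genes were enriched and 4 depleted.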

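No gene other than Trp53 led more than 1 tumour of the in vivo screen. NTC constructs together held at most 0.365% of the counts of a tumour, and Trp53 constructs held 0.0098% or less in each of the 8 tumours in which they did not reach 10%.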

Lastly, an in vivo screen aimed at uncovering suppressors of MYC-driven lymphomagenesis uncovered genes with established links to cancer formation (e.g. *Trp53*, *Cdkn2a*, *Irf4*), as well as newer targets, like *Tfap4*, which we recently identified in a similar context through Cas9-based screening^20^. As anticipated due to the design of the in vivo screen, we were not able to observe guide depletion for either oncogenes or essential targets. However, the *enAsCas12a* mouse and libraries would be compatible with syngeneic tumour models that could enable studies focused on these classes of targets.

Many phenotypes arise from interactions between multiple genes or pathways, which can only be uncovered by simultaneous, orthogonal gene editing^43,44^. To explore multiplexed genetic engineering applications, we crossed our *enAsCas12a* and previously validated *dCas9-SAM* mice^37^, enabling coincident gene knockout and activation. This configuration uses distinct fluorescent markers – mCherry for Cas12a, GFP for dCas9, and our pre-crRNA/sgRNA expression vectors include a constitutively expressed BFP marker. With this tri-colour approach, FACS can be used to easily enrich for strongly Cas- and guide RNA-positive cells, which will have the highest frequencies of edited alleles. Additionally, the *enAsCas12a* model could be crossed with transgenic mice expressing other CRISPR effectors, including those that enable CRISPR interference^45–47^ or CRISPR base-editing^48^, offering a flexible platform for diverse gene editing applications.

The native ability of Cas12a to process pre-crRNA arrays from a single promoter helps to streamline vector cloning and subsequent multiplexed editing^8,49,50^. To this end, we tested constitutively expressed versions of individual pre-crRNAs and a 4-tandem-guide construct (targeting *Trp53*, *Bim*, *Puma*, and *Noxa* in parallel) in vitro, using primary *enAsCas12a*^*KI/KI*^ MDFs and *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ lymphoma cells. Similar and high levels of gene editing efficacy were observed in the primary MDFs when comparing the individual and 4-tandem-guide configurations, although the lymphoma cells transduced with the 4-tandem-guide construct saw a marked drop in gene editing efficiency, particularly for those pre-crRNAs distal to their promoter. Previous studies have also reported variable efficiencies in either pre-crRNA cleavage or concomitant gene editing when using multiplexed Cas12a pre-crRNAs, and in various species, ranging from bacteria and yeast to human cells^5,51–53^. However, it is notable that we did not observe a reduction in gene editing efficiency using the 4-tandem-guide constructs in homozygous *enAsCas12a*^*KI/KI*^ MDFs, but did see lower *Bak* (positioned 3’ of *crBax* in the *crBax/crBak* array) gene editing in heterozygous *enAsCas12a*^*KI/+*^*;dCas9*^*KI/+*^ MDFs. This is consistent with previous observations for Cas9, where targeting activity correlated with nuclease (Cas) expression^54^, something we have demonstrated can vary based on *enAsCas12a* transgene zygosity.

In summary, our murine *enAsCas12a* system and complementary libraries, Menuetto and Scherzo, provide a powerful platform for genome-wide screens and multiplexed editing of primary systems in vitro and in vivo. By advancing the capabilities of Cas12a-based screens, we aim to enable more comprehensive exploration of genetic interactions and complex biological pathways.

## Methods

### Ethics statement

Care and husbandry of experimental mice was performed according to the guidelines established by both The Walter and Eliza Hall Institute Animal Ethics Committee and the Austin Health Animal Ethics Committee. All ethical endpoint considerations were made by highly trained technicians based on well-established behavioural and physical indicators of lymphoma.

### Animal strains, husbandry, and general procedures

Transgenic *Eμ-Myc*, *enAsCas12a*^*KI*^, *dCas9-SAM*^*KI/+*^, and *enAsCas12a*^*KI/+*^*;dCas9-SAM*^*KI/+*^ mice were maintained on a *C57BL/6-WEHI-Ly5.2* background. *Eμ-Myc* transgenic mice have been described previously^12,13^. *C57BL/6-WEHI-Ly5.1* mice were used as wild-type (WT) control mice and as haematopoietic reconstitution recipients and, alongside the *C57BL/6-OT-I Tg* mice^36^ (RRID:IMSR, JAX:003831), were obtained from The Walter and Eliza Hall Institute breeding facility (Melbourne, Australia). Where necessary, all instances of peripheral blood collection were performed by retro-orbital or cardiac bleeding, and analysed via Advia (Siemens). For all phenotypic assessments, all mice used were between 6-12 weeks old, and age- and sex-matched for each experiment, but sex was otherwise not considered. For all haematopoietic reconstitutions, recipient mice were 7-8 weeks old at time of irradiation and transplantation, and were exclusively male, ensuring that FLCs from both male and female embryos were able to be used.

### *enAsCas12a* transgene creation and transgenic mouse generation

The *pCAG-enAsCas12a(E174R/S542R/K548R)-NLS(nuc)-3xHA (AAS848)* vector^6^ was modified to possess an additional 3× nuclear localisation signals (NLS; *3 × SV40 NLS*) at the C-terminus of the *enAsCas12a* sequence. This modified *enAsCas12a* sequence (and an upstream spacer sequence) was then cloned into the AscI site of a modified *Rosa26*-targeting CTV vector (obtained from Klaus Rajewsky^10^; modified to remove the *pGK-dTA* sequence and replace the *GFP* with *mCherry*). Inducible *enAsCas12a*^*KI*^ mice were generated by pronuclear injection of this *enAsCas12a Rosa26*-targeting vector (7 ng/μL), *Cas9*-targeting sgRNA (10 ng/uL; 5’-CTCCAGTCTTTCTAGAAGAT-3’), and Cas9 protein (50 ng/μL) into *C57BL/6J-WEHI* embryos^55^. Once generated, heterozygous *enAsCas12a*^*KI/+*^ mice were crossed to *CMV-Cre* deleter mice^56^ to remove the *loxP*-flanked *neo/stop* cassette, resulting in the generation of heterozygous mice constitutively expressing *enAsCas12a*, which were bred to produce a homozygous *enAsCas12a*^*KI/KI*^ colony.

### Flow cytometry analyses

To perform FACS on haematopoietic cells/tissues (e.g. peripheral blood samples, bone marrow, thymi, spleens, and lymph nodes), cells were harvested from the mice and processed into single cell suspensions (where necessary). Red blood cells were removed (where necessary – e.g. peripheral blood, spleen) by addition of red cell lysis buffer (made in-house: ammonium chloride (156 mM), sodium bicarbonate (11.9 mM), EDTA (0.097 mM)) before the cells were washed twice with 1 × PBS (Gibco #14190144), centrifuged (526 × *g*), and then resuspended in FACS buffer (1 × PBS, EDTA (5 μM) (Sigma-Aldrich #E8008), 5% FBS (Sigma-Aldrich #12007 C)). To perform FACS on adherent cells (e.g. MDFs), cells were first detached from their plates using cell scrapers (Corning, #3010), placed into FACS buffer, filtered, washed and centrifuged (526 × *g*) using 1 × PBS, before resuspension in FACS buffer. To perform FACS on suspension cells, cells were first filtered, washed and centrifuged (526 × *g*) using 1 × PBS, before resuspension in FACS buffer. As needed, cells were counted using a TC20 Automated Cell Counter (BioRad). Once prepared, single-cell suspensions resuspended in a cocktail of FACS buffer with anti-FCR (made in house; 1:10) and the fluorochrome-conjugated antibodies against proteins of interest. Antibodies used in this study are B220 (RA3-6B2-BV605; 1:200; BioLegend #103244), TCRβ (H57-597-PE-Cy7; 1:400; BioLegend #109222), Mac1 (M1/70-APC-Cy7; 1:400; BD Biosciences #557657), Gr1 (RB68C5-Alexa Fluor 700; 1:400; made in house), IgM (5-1-FITC or 5-1-PE; 1:400; made in house), IgD (11-26 c.2a-BV510; 1:400; BD Biosciences #563110), CD4 (GK1.5-PerCP-Cy5.5; 1:800; BioLegend #100434), CD8 (53.6.7-Alexa Fluor 647; 1:400; made in house), CD19 (ID3-A700; 1:400; made in house), Ly5.1 (A20.1-PE; 1:400; made in-house), and Ly5.2 (S450-Alexa Fluor 700; 1:400; made in-house). Cells were incubated in the antibody cocktail, on ice, for at least 25 m, then washed twice by centrifugation (526 × *g*) with 1 × PBS, and resuspended in FACS buffer for analysis. At the manufacturer-recommended step, and where necessary, viability assessment was performed by staining cells with Zombie UV (BioLegend #423107; diluted 1:1000 in FACS buffer) or ViaDye Red (Cytek #R7-60008; diluted 1:500 in FACS buffer) to mark and exclude dead cells. All flow cytometry samples were analysed using an Aurora (Cytek), FACSymphony A3 (BD Biosciences), or LSR II (BD Biosciences).

### Small-scale pre-crRNA and sgRNA design and cloning

The Cas12a individual pre-crRNAs and 4-tandem-guide array targeting *Trp53*, *Bim/Bcl2l11*, *Bbc3/Puma*, and *Pmaip1/Noxa* were designed using Benchling (sequences given in Table S1). Additional pre-crRNA sequences were pulled from the Menuetto library (full library information given in File S1). All DNA sequences were ordered from either Integrated DNA Technologies (IDT) or Sigma-Aldrich. Individual pre-crRNAs were synthesised with the same DR (5’-TAATTTCTACTCTTGTAGAT-3’) at the 5’ end, which is the sequence recognised by Cas12a, as well as with 4 bp overhangs at the 5’ end for the complementary (5’-TCCC-3’) sequence and reverse complementary (5’-AAAC-3’) sequences. Individual and arrayed pre-crRNAs were cloned into the constitutive lentiviral vector FUGW (Addgene #14883), which had been modified to include a BsmBI restriction site for guide insertion.

For experiments with *enAsCas12a*^*KI/+*^*;dCas9-SAM*^*KI/+*^*;OT-I*^*T/+*^ T cells, *sgNTC* and *sgCd19* were cloned into the BsmBI restriction sites of the WEHI-9.2 vector, after excision of the stuffer sequence (Supplementary Fig. 9D).

The *dCas9-SAM*-compatible *Cd19*-targeting sgRNA vector was generated by first modifying the lenti sgRNA(MS2)_puro optimised backbone (pMS2; Addgene #73797) to remove the puromycin selection sequence and instead incorporate a BFP marker. The *sgCd19* sequence (Table S2) was then cloned into the BsmBI site of the modified *pMS2-BFP* vector, under control of the U6 promoter. The sequences encoding the H1 promoter and *crTrp53* or *crBax/crBak* array were cloned into the BamHI site of the modified *pMS2-BFP U6_sgCd19* vector.

The *sgMyc* sequence was extracted from the LV06 plasmid (Sigma-Aldrich) via PCR (forward primer: 5’-CTATCATATGCTTACCGTAACTTGAAAG-3’, reverse primer: 5’-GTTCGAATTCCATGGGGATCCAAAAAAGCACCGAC-3’) and overnight restriction digest with NdeI and EcoRI. The *pMS2-BFP U6_sgCd19 H1_crTrp53* and *pMS2-BFP U6_sgCd19 H1_crBax/crBak* vectors were also digested with NdeI and EcoRI to remove the *sgCd19* sequence, which was then replaced with the *sgMyc* sequence.

### Cell culture

Primary MDFs were isolated from adult mouse tails. The tail skin (dermis and epidermis) was incubated, with agitation, at 4 °C for 24 h in 1.5 mL DMEM (Gibco #11995065) with dispase II (2.1 U/mL; Merck #D4693). The dermis was then removed from the epidermis and digested with collagenase IV (0.0408 mg/mL; Merck #C5138) at 37 °C for 1 h in 1.5 mL DMEM with 10% foetal bovine serum (FBS; Sigma-Aldrich #12007 C). Single cell suspensions were generated by passing digested dermis through a 100 μm sieve/cell strainer (Falcon #3506) into 3 mL of DMEM with 10% FBS before plating into 6-well tissue culture plates (Falcon #352360). MDFs were maintained in culture using DMEM with 10% FBS, passaged using 1 × trypsin (Lonza #BE02-007E) to dislodge them from the plates, and were cultured for no longer than 3 weeks (not including immortalised MDFs discussed below).

*Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cell lines were derived from spleens of double-transgenic *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ mice after they developed lymphoma (e.g. mice #19, #20, and #23 were euthanised/harvested at the ages of 95, 131, and 105 days old, respectively). *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cell lines were maintained in cell culture using FMA media^37^, and were cultured for no longer than 3 months.

During their transduction process, FLCs were maintained in foetal liver media: α-MEM with GlutaMax (Gibco #32561037), 10% FBS, HEPES (10 mM; Gibco #15630-080), additional GlutaMax (1x; Gibco #35050-061) sodium pyruvate (1 mM; Gibco #11360-070), and β-mercaptoethanol (50 µM; Sigma-Aldrich #M3148), supplemented with mSCF (0.1 µg/mL; Peprotech #250-03), IL-6 (0.01 µg/mL; made in house), TPO (0.05 µg/mL; Peprotech #315-14), and FLT-3 (0.01 µg/mL; made in house).

HEK293T cells (ATCC #CRL216; RRID: CVCL_0063) were used for virus production and were maintained in cell culture using DMEM with 10% FBS.

*enAsCas12a*^*KI/+*^*;dCas9-SAM*^*KI/+*^*;OT-I*^*T/+*^ splenocytes were plated at ~1 × 10^6^ cells/mL, and cultured in T cell media (RPMI-1640 (Gibco #11875093) containing 10% FBS (Bovogen #SFBS), sodium pyruvate (Gibco #11360070), non-essential amino acids (Gibco #11140050), HEPES (Gibco #15630130), Glutamax (Gibco #35050061), penicillin/streptomycin (Gibco #15140122)), and activated via stimulation with recombinant human IL-2 (100 U/mL; NIH) and SIINFEKL (10 ng/mL; Auspep). After transduction (see below), expanded *enAsCas12a*^*KI/+*^;*dCas9-SAM*^*KI/+*^*;OT-I*^*T/+*^ T cells were washed and maintained in T cell media at 0.5-1 × 10^6^ cells/mL, supplemented with 100 U/mL IL-2.

All cell lines were cultured at 37 °C in 10% CO_2_ and routinely determined to be negative for Mycoplasma infection using a MycoALert detection kit (Lonza #LT07-118).

### Virus production and cell transduction

For transduction of MDF (50,000 cells per transduction) and *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ (100,000 cells per transduction) cell lines, plasmid DNA (10 μg) was packaged using pMDL (5 μg), RSV-Rev (2.5 μg), and VSV-G (3 μg), using an established calcium phosphate precipitation method^57^. Lentiviral supernatant, with the addition of polybrene (8 µg/mL), was added onto MDFs and centrifuged at 1200 × *g* for 45 m at 32°C. *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cells being transduced with Menuetto/Scherzo library DNA were centrifuged at 1100 × *g* for 2 h at 32°C.

For transduction of FLCs during haematopoietic reconstitutions, plasmid DNA (10 μg) was packaged using pMDL (5 μg), RSV-Rev (2.5 μg), and ENV (5 μg). Lentiviral supernatant was first applied to retronectin (32 µg/mL in 1 × PBS)-coated tissue culture plates (Thermo Fisher Scientific #150200) by centrifugation (2862 × *g*), before the FLCs were applied to the plate, as previously described^20^. Additional foetal liver media was provided, and FLCs were incubated in these virus plates overnight.

For *enAsCas12a*^*KI/+*^*;dCas9-SAM*^*KI/+*^*;OT-I*^*T/+*^ T cells, virus production was performed as described above, but with 60 μg DNA used in the transduction ( ~ 100 × 10^6^ splenocytes). Non-treated 6-well plates were coated with retronectin (48 μg/well) overnight at 4^o^C, washed with 1 × PBS and blocked with 2% BSA for 30 m, before the addition of filtered viral supernatant. For multiplexing, each virus was generated independently before supernatants were combined (1:1). Virus was bound to retronectin-coated plates by centrifugation (2862 × *g*, 2 h, 32^o^C), and the supernatant removed. Activated *enAsCas12a*^*KI/+*^*;dCas9-SAM*^*KI/+*^*;OT-I*^*T/+*^ T cells were then plated onto the virus-coated plates at ~8 × 10^6^ cells/well, before being transduced via incubation for 72 h at 37^o^C.

### Cell sorting

After 2–4 days of recovery post-transduction, MDFs and *Eμ-Myc*^*T/+*^;*enAsCas12a*^*KI/+*^ cells were sorted using an Aria III (BD Biosciences) to acquire only cells with *enAsCas12a*-IRES-mCherry and pre-crRNA-GFP expression.

*enAsCas12a*^*KI/+*^*;dCas9-SAM*^*KI/+*^*;OT-I*^*T/+*^ T cells were sorted using an Aria II (BD Biosciences).

Additional general sorting was also undertaken using an Aria III or an Aria Fusion (BD Biosciences).

### Genomic DNA extraction and next generation sequencing (NGS)

Genomic DNA (gDNA) was extracted from cells using a DNeasy Blood & Tissue kit (QIAGEN #69506), or via incubation in DirectPCR Lysis Reagent (Viagen Biotech #102-T) with proteinase K (Sigma-Aldrich #P4850) (lysis buffer to proteinase ratio 250:1, then incubate at 56 °C for ~1–2 h, then inactivate at 80 °C for 20 m). gDNA samples were prepared for NGS similarly to the previous descriptions^16^. In short, primers that flank the target region of the various pre-crRNAs were designed with 5’ overhangs, and then ordered from IDT (full primer sequences in Table S3). To amplify each gene region, an initial PCR was performed using gDNA (100 ng) with 1 × GoTaq Green Master Mix (Promega #M7123), and 0.5 μM of each overhang primer. Cycling conditions were 18 cycles of 95°C for 2 m, 55-60 °C for 30 s, 70 °C for 30 s. To index the samples for sequencing, a second PCR reaction was then performed using the product from the first PCR (1 μL) with 1 × GoTaq Green and 0.5 μM of each primer (indexing sequences in Table S4). The cycling conditions were 24 cycles of 95°C for 2 m, 55-60 °C for 30 s, and 70 °C for 30 s. Indexed PCR products were pooled and purified using 1.0 × Ampure Beads (Beckman Coulter #A63880), and the pooled samples were sequenced using a MiSeq (Illumina). Indels were quantified using the CRISPR indel calculator (http://crisprindelcalc.net).

### Off-target identification and testing

Potential off-targets for our various individual crRNAs were identified using Cas-OFFinder^58^. Overhang primers to assess each potential off-target were ordered from IDT, and are listed in Table S5. Each sample that was assessed via NGS for on-target editing was also assessed for off-target editing. Where available, 5 off-targets were assessed per candidate crRNA. Indexing PCRs, NGS, and bioinformatic analyses were performed as described above.

### Quantitative reverse transcriptase PCR

Tissues from WT (#351, #352, #353), *enAsCas12a*^*KI/+*^ (#10, #11, #12), and *enAsCas12a*^*KI/KI*^ (#180, #181, #182) mice (*n* = 3 per genotype) were dissected, mechanically homogenised, and placed in 500-1000 μL TRIzol (Thermo Fisher Scientific #15596018). RNA was extracted from TRIzol suspensions as per the manufacturer’s instructions. DNA was digested using an ezDNase kit (Invitrogen #11766051) as per the manufacturer’s instructions. cDNA was synthesised using a SuperScript III First Strand Synthesis System (Thermo Fisher Scientific #11904018) as per manufacturer’s instructions. qRT-PCRs were performed using SYBR Green Universal Master Mix (Applied Biosystems #4309155) and run on a QuantStudio 12 K Flex Real-Time PCR System (Applied Biosystems). Primers were ordered from IDT targeting *Gapdh* (forward: 5’-TGGTGAAGGTCGGTGTGAAC-3’, reverse: 5’-CCATGTAGTTGAGGTCAATGAAGG-3’, as published^59^) and *enAsCas12a* (forward: 5’-GAGCTGAACAGCATCGACCT-3’, reverse: 5’-TCCGCTCATACAGGGCATTC-3’). Primers targeting *enAsCas12a* were confirmed to be specific (i.e. did not detect *dCas9*). No-reverse transcriptase controls were included in the qRT-PCRs and confirmed to have no signal with either primer set. Data were analysed using the ΔΔCt method, normalised to the housekeeping control gene (*Gapdh*) for each sample. Due to the number of samples, multiple qRT-PCR runs were required, and samples were then normalised to an identical positive control sample (cDNA from an *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cell line) run separately on each plate. Comparisons shown in Supplementary Fig. 1G are also normalised (separately for each tissue) to the *enAsCas12a* expression level in one of the homozygous *enAsCas12a*^*KI/KI*^ samples (from mouse #182).

### Haematopoietic reconstitution

Female *enAsCas12a*^*KI/KI*^ mice were crossed with male *Eμ-Myc*^*T/+*^ mice, and *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ foetal livers from E13.5-14.5 embryos were harvested. Single cell suspensions of FLCs were generated and frozen in freezing medium (90% FBS and 10% DMSO (Sigma-Aldrich #D4540)). As described above, across multiple experiments, *Eμ-Myc*^*T/+*^;*enAsCas12a*^*KI/+*^ FLCs were transduced via spin infection with *crNTC* or *crTrp53* (Table S1), or with the Menuetto whole-genome pre-crRNA library. The next day, these cells were washed using 1 × PBS, filtered, then transplanted into lethally-irradiated (two irradiations of 5.5 Gy, ~3 h apart) 7-8-week-old male *C57BL/6-WEHI-Ly5.1* recipient mice. Tumour-free survival time was defined as the time from FLC transplantation until a reconstituted mouse reached ethical endpoint post-lymphoma development. At ethical endpoint, peripheral blood was collected and analysed via Advia (Siemens), and tumour-burdened tissues were harvested. Immunophenotyping via flow cytometry was used to assess the presence of pre-B/B lymphoma for each mouse, using antibodies against B220, TCRβ, IgM, and IgD (as described above). Mice that were determined to not have succumbed to pre-B/B lymphoma were excluded from further analyses.

Male and female *enAsCas12a*^*KI/KI*^ mice were crossed together, or female *enAsCas12a*^*KI/KI*^ mice to male *C57BL/6* mice to obtain both *enAsCas12a*^*KI/KI*^ and *enAsCas12a*^*KI/+*^ foetal livers from E13.5-14.5 embryos. As above, these FLCs were transduced with *crNTC*, *crTrp53*, or *crBim* (Table S1), and transplanted into lethally irradiated 7-8-week-old male *C57BL/6-WEHI-Ly5.1* recipient mice. After 6 weeks, these mice were euthanised, and their spleen and thymus harvested and prepared as single-cell suspensions for flow cytometry. A portion of the cells were stained for Ly5.1 and Ly5.2 to assess reconstitution success (as described above), and the remainder was sorted based on mCherry+GFP+ status prior to gDNA extraction (as described above).

### Western blot analyses

To inhibit cell demolition, lymphoma cell lines were (where indicated) treated with the pan-Caspase inhibitor QVD-O-Ph (25 μM; MedChemExpress #HY-12305) for 15 min, and then, to induce TRP53 activation, treated with either DMSO (vehicle control) or nutlin-3a (10 μM; MedChemExpress #HY-10029) for 24 h. MDF samples (where indicated) were treated with nutlin-3a (10 μM) for 6 h with no QVD-O-Ph, but otherwise prepared the same way. Cell pellets (either from cell lines or from single-cell suspensions of haematopoietic tissues) were collected and resuspended in RIPA lysis buffer (NaCl (300 mM), SDS (0.2%), Triton X-100 (2%), sodium deoxycholate (1%), Tris HCl (100 mM, pH 8.0)) with protease inhibitor (Roche #11836145001), then incubated on ice for 30 m. Protein-containing supernatant was then collected after centrifugation at 13000 × *g* for 10 m at 4 °C. To quantify protein content, a BCA assay (Thermo Fisher Scientific #23225) was performed, except for the multiplexing experiments (Fig. 4E) where equal cell numbers were used. Then, 25 μg of protein (or the entire sample for the MDF multiplexing experiment, spread across 2 gels) was loaded into a NuPAGE 4 ~ 12% Bis-Tris 1.5 mm gel (Invitrogen #NP0335) and gel electrophoresis performed. Protein was transferred onto a nitrocellulose membrane (Invitrogen #IB23002) according to the manufacturer’s instructions, and the membrane blocked with 5% skim milk powder dissolved in PBS-T (1 × PBS with 0.1% Tween-20 (Sigma-Aldrich #P1379)) for ~1 h at room temperature, and then incubated in primary antibody against P53 (1:2000; Novocastra #NCL-p53-CM5p), β-ACTIN (1:2000; Sigma #A2228), BAX (1:2000; Sigma Aldrich #B9054), BAK (1:2000; Sigma Aldrich #5897), or HSP70 (1:10,000; gift from Dr R Anderson, ONJCRI) (dissolved in PBS-T) at 4°C overnight, with agitation. The next day, the membrane was washed ~3 times with PBS-T before incubation with HRP-conjugated anti-rabbit (Southern Biotech #4010-05) or anti-mouse (Southern Biotech #1010-05) secondary antibody. The protein bands were visualised by adding Immobilon Forte Western HRP substrate (Millipore #WBLUF0100) on a ChemiDoc XRS+ (BioRad).

### crRNA design for the Menuetto library (dual pre-crRNA library)

For each mouse protein-coding gene found in Ensembl Release 102, we designed 2 pairs of 23mer spacer sequences for the enAsCas12a nuclease based on the enAsCas12a design rules implemented in the crisprVerse^60^. First, we filtered out spacer sequences with at least one of the following characteristics: contains a poly-T stretch, has GC content below 20% or above 80%, or contains a recognition site for the restriction enzymes EcoRI and KpnI used for lentiviral cloning. Spacer sequences were then selected to (1) minimise the number of putative off-targets located in other coding sequences, (2) optimise on-target activity using the enPAM+GB prediction algorithm described in ref. ^7^, and (3) target the canonical isoform as defined by Ensembl. We required a minimal distance of 25 nucleotides between spacer sequences within a pair to avoid competing for nuclease occupancy, and required at least 50 nucleotides between pairs as well. When possible, spacers for a given gene were chosen across different exons to increase the probability of having a functional knockout. Spacers located in known Pfam domains, as well as in the first 85% of the CDS region, were prioritised. Finally, to avoid the unintended deletion of functional non-coding elements, we constrained each pair of spacers to regions that do not overlap known non-coding elements described in Ensembl Release 102 (miRNAs, tRNAs, lncRNAs, rRNAs, snRNAs, and snoRNAs). We also included 500 pairs of NTCs. The final library, named Menuetto, contains a total of 46,242 pairs of spacer sequences (full Menuetto library information can be found in Supplementary Data 1). Pre-crRNAs for the Menuetto library (and Scherzo library, see below) were synthesised and cloned (Cellecta) into a modified pLKO.1 vector (Addgene #10878) with pre-crRNAs under control of the hU6 promoter and BFP under control of the EF-1α promoter (Supplementary Fig. 5).

### crRNA design for the Scherzo library (quad pre-cRNA library)

The design of the 4 spacers per gene for the quad pre-cRNA library, named Scherzo, follows the design of the Menuetto library. The 4 spacers per gene are also constrained to a region that does not overlap known non-coding elements. As a result, there is a small number of genes for which it is not possible to design one quad array that targets all isoforms of a given gene without overlapping non-coding elements. For such cases, we designed an additional quad array to target the remaining isoforms. The final library contains a total of 22,839 quad arrays, including 500 NTC quad arrays (full Scherzo library information can be found in Supplementary Data 1).

### In vitro genome-wide Menuetto and Scherzo pre-crRNA library screening and DNA sequencing using *Eμ-Myc* B lymphoma cells

Virus production and *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cell transduction was performed as described above, with 10 μg library DNA used for each of the six independent transductions undertaken (300,000 cells per transduction) for each library. *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ cells used for screening were not sorted/selected. After recovering from transduction, cell replicates were expanded into T75 flasks (Corning #430641), and treated with either DMSO, nutlin-3a (2 μM, re-treated 4 times; an MDM2 inhibitor, which leads to indirect TRP53 activation), or S63845 (400 nM, re-treated 2 times; an MCL-1 inhibitor). Starting drug concentrations were chosen to be around the IC_50_ value, as determined by viability assays performed on the untransduced parental cell line as previously described^2^ (Supplementary Figs. 6A, B). In short, 30,000 cells were incubated in media with the drug of choice for 24 h, before their viability was assessed by staining with Annexin V-A647 (made in-house, 1:2000) and propidium iodide (1 μg/mL, Sigma-Aldrich #P4170) and measuring live cell proportions via flow cytometry. The first drug treatments occurred ~7 days post-transduction. After recovering from the final treatment, pellets of 4 million cells were collected, washed with 1 × PBS, and the DNA extracted using a DNeasy Blood & Tissue kit (QIAGEN #69506).

Pre-crRNAs were then amplified from 250 ng of DNA using GoTaq Green according to the manufacturer’s instructions, and the following PCR protocol: 3 m at 95°C, [15 s at 95°C, 30 s at 60°C, 30 s at 72°C repeated 35 times], and 7 m at 72°C. The primers used for amplification and indexation of the pre-crRNAs are given in Table S6. For both libraries, the region that is amplified and indexed encompasses the entire pre-crRNA array, and is ~250–350 bp in size (depending on the specific pre-crRNA array and library). PCRs were performed in duplicate for each sample, with each library indexed separately using the same primer combinations. Products were pooled for each library separately, then cleaned up using Ampure XP beads (Beckman Coulter #A63881) and sequenced on a NextSeq 2000 (Illumina) according to the manufacturer’s instructions.

### Statistical analyses for the Menuetto and Scherzo screens in *Eμ-Myc* lymphoma cells

For both the Menuetto and Scherzo screens, reads were mapped to the libraries using MAGeCK v0.5.9^61^ to generate the raw count data. Raw count data were then stored in a standard Bioconductor SummarizedExperiment object^62^ and normalised for sequencing depth. We performed a differential abundance analysis for each pair or quad of pre-crRNAs separately using the popular limma-voom approach^63^. Specifically, we fitted a linear model to the log-CPM values for each pre-crRNA array, using voom-derived observation and quality weights. We performed robust empirical Bayes shrinkage to obtain shrunken variance estimates for each pre-crRNA array, and we used moderated F-tests to compute p-values for each of the two-group comparisons of interest.

For the Menuetto screen, we obtained gene-level statistics by aggregating statistics per gene from each gene-specific pre-crRNA pair. In particular, we used the fry gene-set enrichment analysis method implemented in limma, and considered the two pairs targeting a given gene as a gene set. This allows the detection of genes that are consistently enriched or depleted for the two pre-crRNA pairs. We applied the Benjamini-Hochberg procedure to obtain an FDR-corrected p-value for each gene. Essential/non-essential gene lists were obtained from previously published work^64^. Hits were selected by using an FDR threshold of 20%. Depletion of pre-crRNAs targeting essential genes was measured by comparing log-fold change between the DMSO-treated and pre-treatment input samples.

For the Scherzo screen, the quad array p-values were corrected for multiple comparisons using the Benjamini-Hochberg procedure. Hits were selected by using an FDR threshold of 5%.

To perform gene set enrichment analysis (GSEA) for both the Menuetto and Scherzo screens, a hypergeometric test was used on enriched genes (logFC > 0) in the nutlin-3a treatment groups. Gene ontology (GO) data for murine gene sets was obtained from the MSigDB database^65^. In the same manner, GSEA was also performed for depleted genes in the DMSO group using a logFC threshold of -5.

### In vitro genome-wide Menuetto pre-crRNA library drop-out screening and DNA sequencing using immortalised MDFs

Primary MDFs were first generated from *enAsCas12a*^*KI/KI*^ mice as described above, and then immortalised (iMDFs) via lentiviral transduction of SV40 large T antigen, carried out as described above for the transduction of MDFs with plasmid DNA (and as previously described^66^). These iMDFs were then lentivirally transduced with the Menuetto library (also as described above), in triplicate, with a multiplicity of infection (MOI) < 0.5, aiming to obtain no more than one pre-crRNA per cell, and also aiming for at least 300 × pre-crRNA coverage. Cell numbers were sufficient to maintain 300 × pre-crRNA coverage was across the whole screen process. Library transduced iMDFs were selected for using puromycin (2.5 µg/mL) for 2 days, and timepoint 0 (T0 = 0 d post-puromycin recovery) samples were then collected for DNA. Cells were cultured under normal culturing conditions without additional stress for 12 days, passaged every 2 days, and samples containing enough cells to obtain 300 × pre-crRNA coverage were harvested every 4 days (T1 = 4 d, T2 = 8 d, T3 = 12 d post-puromycin recovery). Genomic DNA was isolated from cell samples using a Puregene Cell Kit (QIAGEN #158767). Pre-crRNAs were amplified from 96 µg DNA of each sample using Ultra II Q5 Master Mix (New England Biolabs #M0544) according to the manufacturer’s instructions and the following PCR protocol: 30 s at 98°C, [22 cycles of 98°C for 10 s, 66°C for 75 s], and 5 m at 66°C. Primers used for pre-crRNA amplification and indexation are given in Table S6, with 3 unique library indexes and 8 reactions per sample. Amplified and indexed PCR products were pooled and purified using 1.0 × Ampure Beads (Beckman Coulter #A63880), and sequenced using a NextSeq 2000 (Illumina) and NextSeq 2000 P4 XLEAP-SBS Reagents (100 cycles) according to the manufacturer’s instructions.

### Statistical analyses for the Menuetto screen in immortalised MDFs

The statistical analyses for the immortalised MDFs are identical to the analysis of the Menuetto screen performed in *Eμ-Myc* lymphoma cells described above. For the GSEA of genes conferring a growth advantage in the screen, we used a logFC threshold of 0.5.

### In vivo genome-wide Menuetto pre-crRNA library screening, DNA sequencing, and bioinformatics

FLCs from *Eμ-Myc*^*T/+*^*;enAsCas12a*^*KI/+*^ mice were transduced with *crNTC*, *crTrp53*, or the Menuetto library (as described above), and then WT recipient mice transplanted with these cells (as described above). At ethical endpoint after lymphoma development, tumour-burdened tissues were collected and processed to extract DNA for NGS (as described above). NGS data was analysed by using MAGeCK v0.5^61^ to map pre-crRNA reads to the Menuetto library. Genes targeted by the top 4 most abundant pre-crRNAs (by read count) were then plotted in Prism 10 (GraphPad).

### Statistics and reproducibility

Statistical analyses (excluding the analysis of the Menuetto/Scherzo screens described above) and data graphing were performed using Prism (v10.1.1, GraphPad). Statistical analyses for NGS data, performed via two-way ANOVA with Šídák’s multiple comparisons test, are presented in Supplementary Data 4, alongside analyses of other stacked bar data. All statistical analyses performed reflect comparisons between distinct samples, rather than repeated measures. Statistical tests used in each experiment are indicated in their respective figure legends, having been confirmed to conform with normality assumptions prior. Data are presented as means ± standard deviation (SD), and statistical significance between groups is assessed by P-values, denoted by asterisks (* = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001, **** = *p* < 0.0001, and ns = no significant difference). No statistical method was used to predetermine sample sizes. The only data excluded from analyses were mice that reached ethical endpoint but were determined to not have been euthanized due to lymphoma, which we have indicated in the relevant figure legends. Animal distribution into experimental groups was randomised, after controlling for age or sex matching. Mice were monitored by experienced animal technicians who were blinded to the nature of the experiment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Library and screening data is available in Supplementary Material. Source data are provided as a Source Data file. Raw sequencing data is available on the NCBI GEO repository GSE285778. We believe all necessary data has been made available, but if any additional data is desired by a reader, it will be made available as quickly as possible upon request to the corresponding author, with no conditions made on access. Source data are provided with this paper.

# Supplementary material for: Advancing the genetic engineering toolbox by combining AsCas12a knock-in mice with ultra-compact screening
**Source:** Nat Commun. 2025 Jan 30;16:974. doi: 10.1038/s41467-025-56282-2

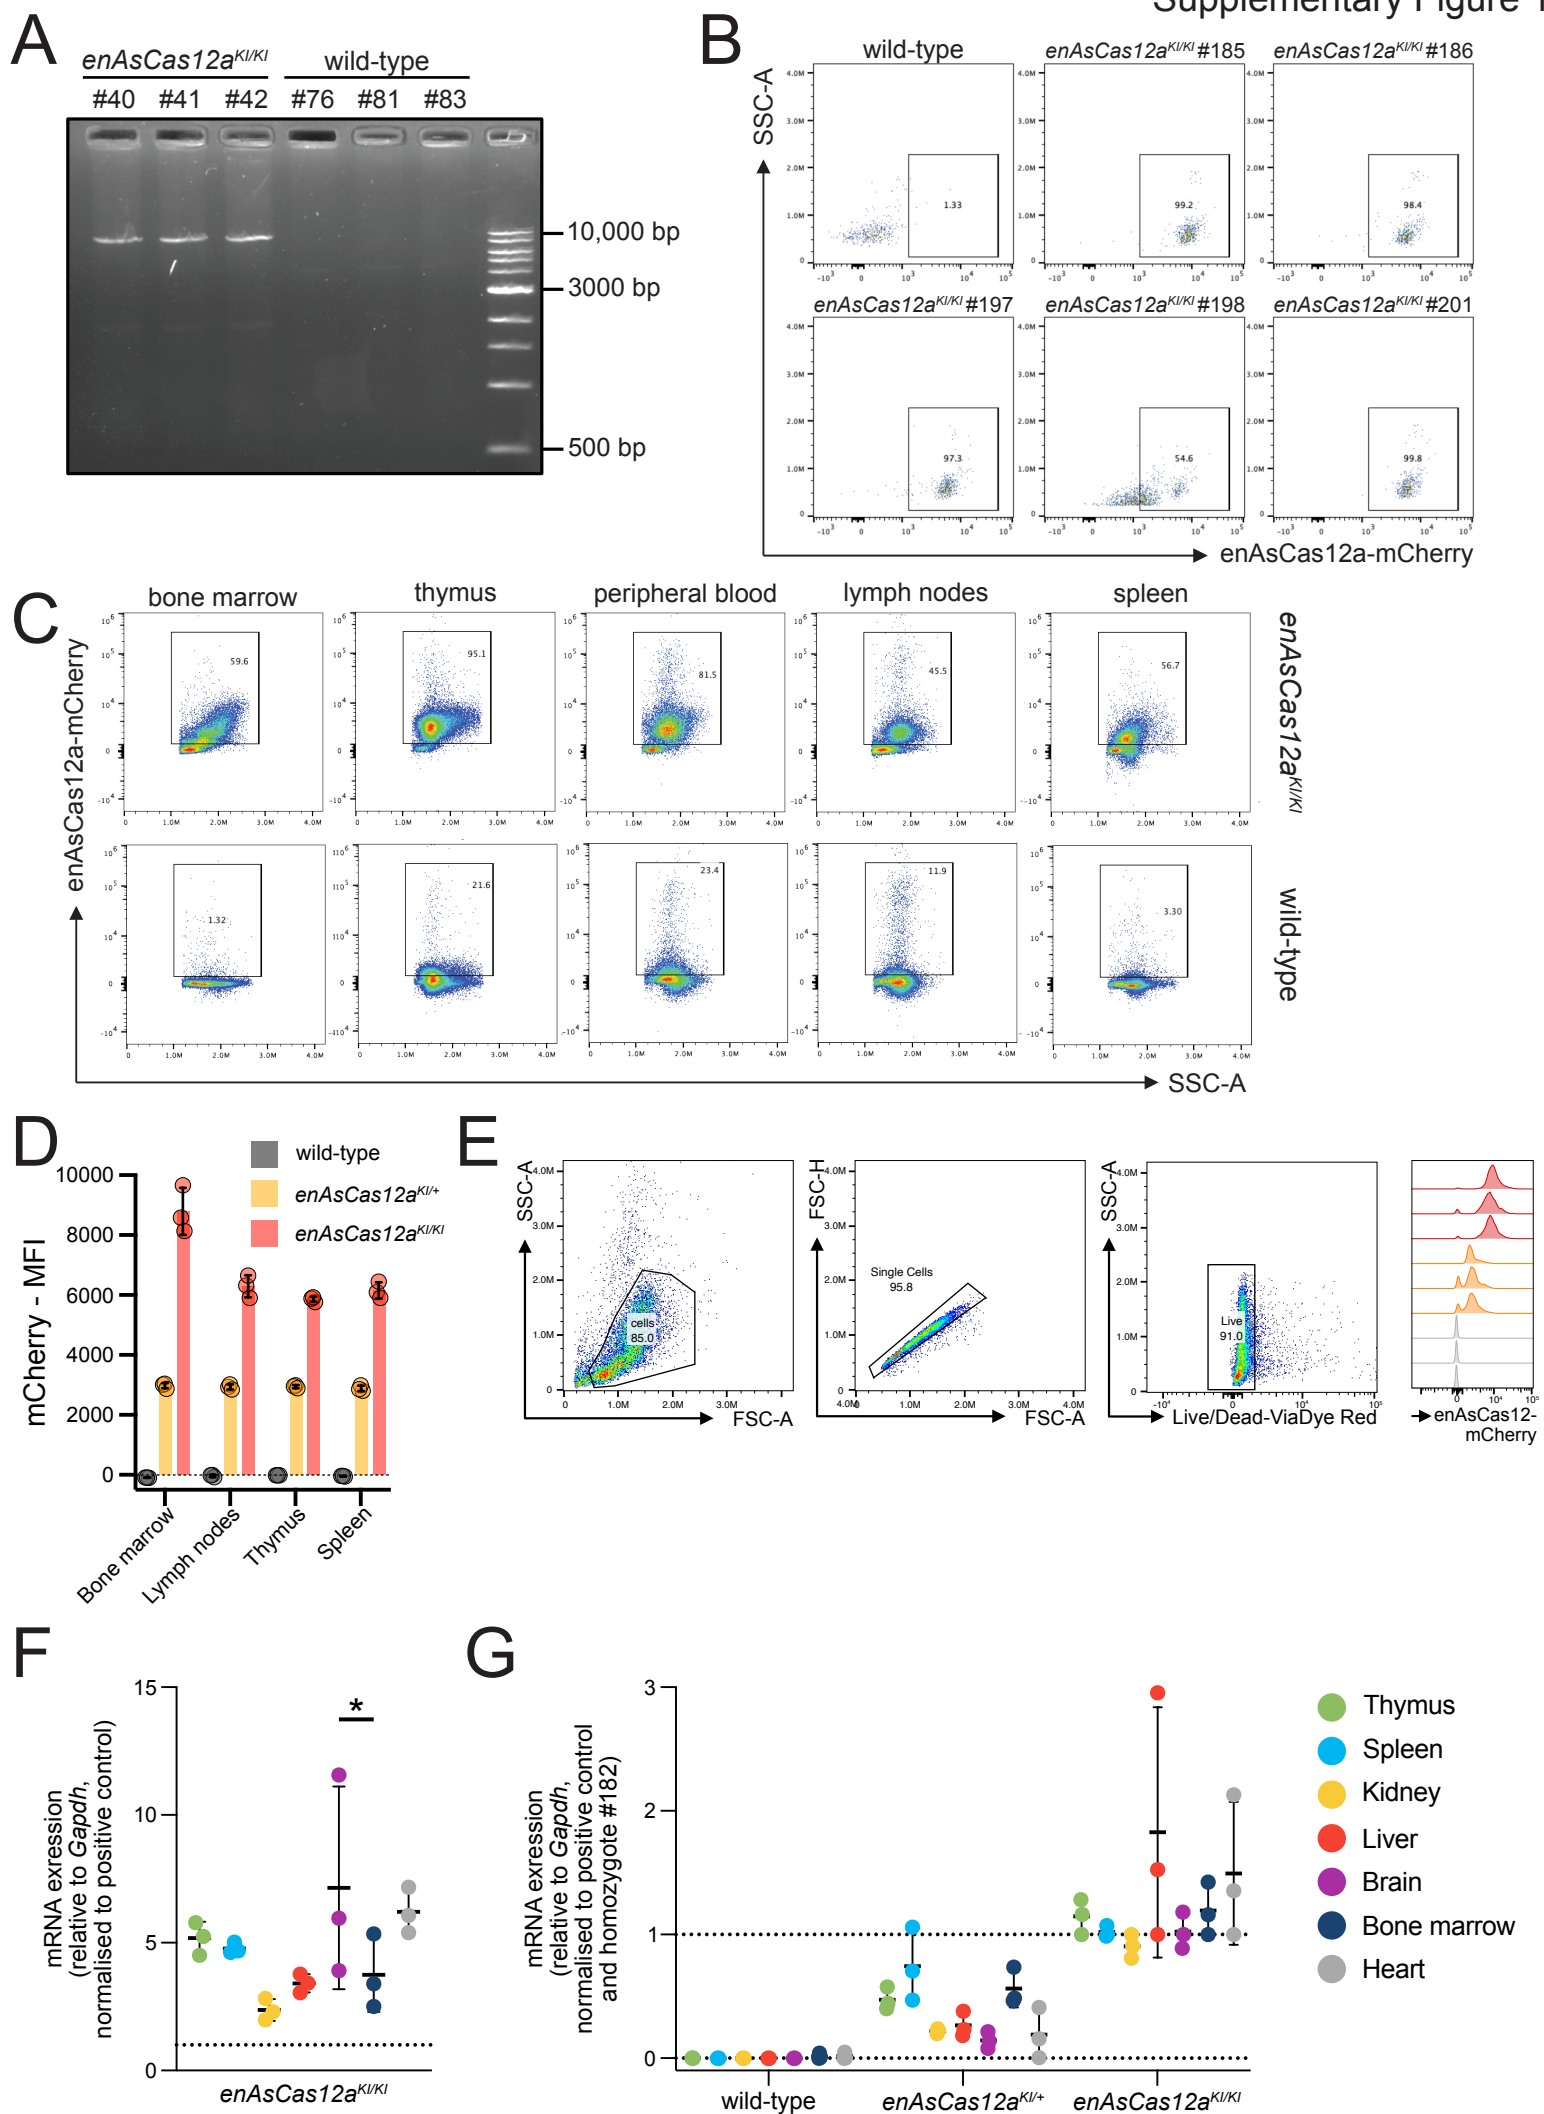

**Supplementary Figure 1. Validation of enAsCas12a presence/expression in the transgenic mouse model.** (A) Long range PCR of *enAsCas12a* construct presence in *enAsCas12a*<sup>KI/KI</sup> transgenic mice. The expected band size is 10,126 bp. Samples from *enAsCas12a*<sup>KI/KI</sup> transgenic mice and WT control mice (*C57BL/6*) are shown (n=3 each). (B) The expression of enAsCas12a-linked mCherry in peripheral blood was detected by FACS. Data from one WT (*C57BL/6*) mouse and 5 *enAsCas12a*<sup>KI/KI</sup> transgenic mice are shown. (C) Haematopoietic organ-specific expression of enAsCas12a-linked mCherry was also detected by FACS. Data from representative WT (*C57BL/6*) and *enAsCas12a*<sup>KI/KI</sup> mice (n=1 each) are shown. (D) Quantification of mCherry mean fluorescence intensity (MFI) of various haematopoietic tissue cells obtained from WT, heterozygous *enAsCas12a*<sup>KI/+</sup>, and homozygous *enAsCas12a*<sup>KI/KI</sup> animals (n=3 each). (E) Representative FACS plots (from bone marrow) demonstrating the gating strategy used to identify mCherry+ cells and assess MFI. (F) qRT-PCR data comparing the expression level of *enAsCas12a* in homozygous animals (n=3) between different tissues. Expression is measured relative to housekeeping gene *Gapdh*, and was also normalised to a positive control sample. Differences in *enAsCas12a* expression between brain and bone marrow were statistically significant (one-way ANOVA with Kruskal-Wallis multiple comparisons test, p=0.0333). All other statistical comparisons were non-significant. (G) qRT-PCR data comparing *enAsCas12a* expression levels between different tissues from WT, *enAsCas12a*<sup>KI/+</sup>, and *enAsCas12a*<sup>KI/KI</sup> animals (n=3 each). Expression is measured relative to housekeeping gene *Gapdh*, and was also normalised first to a positive control sample, and then (separately for each tissue) to the *enAsCas12a* expression level in one of the homozygous *enAsCas12a*<sup>KI/KI</sup> samples. Statistical analyses for G can be found in Supplementary File 4. In each graph, the mean is indicated (black bar), and the error bars represent SD. p<0.05 = \*. Source data are provided as a Source Data file. Abbreviations: MFI = mean fluorescence intensity.

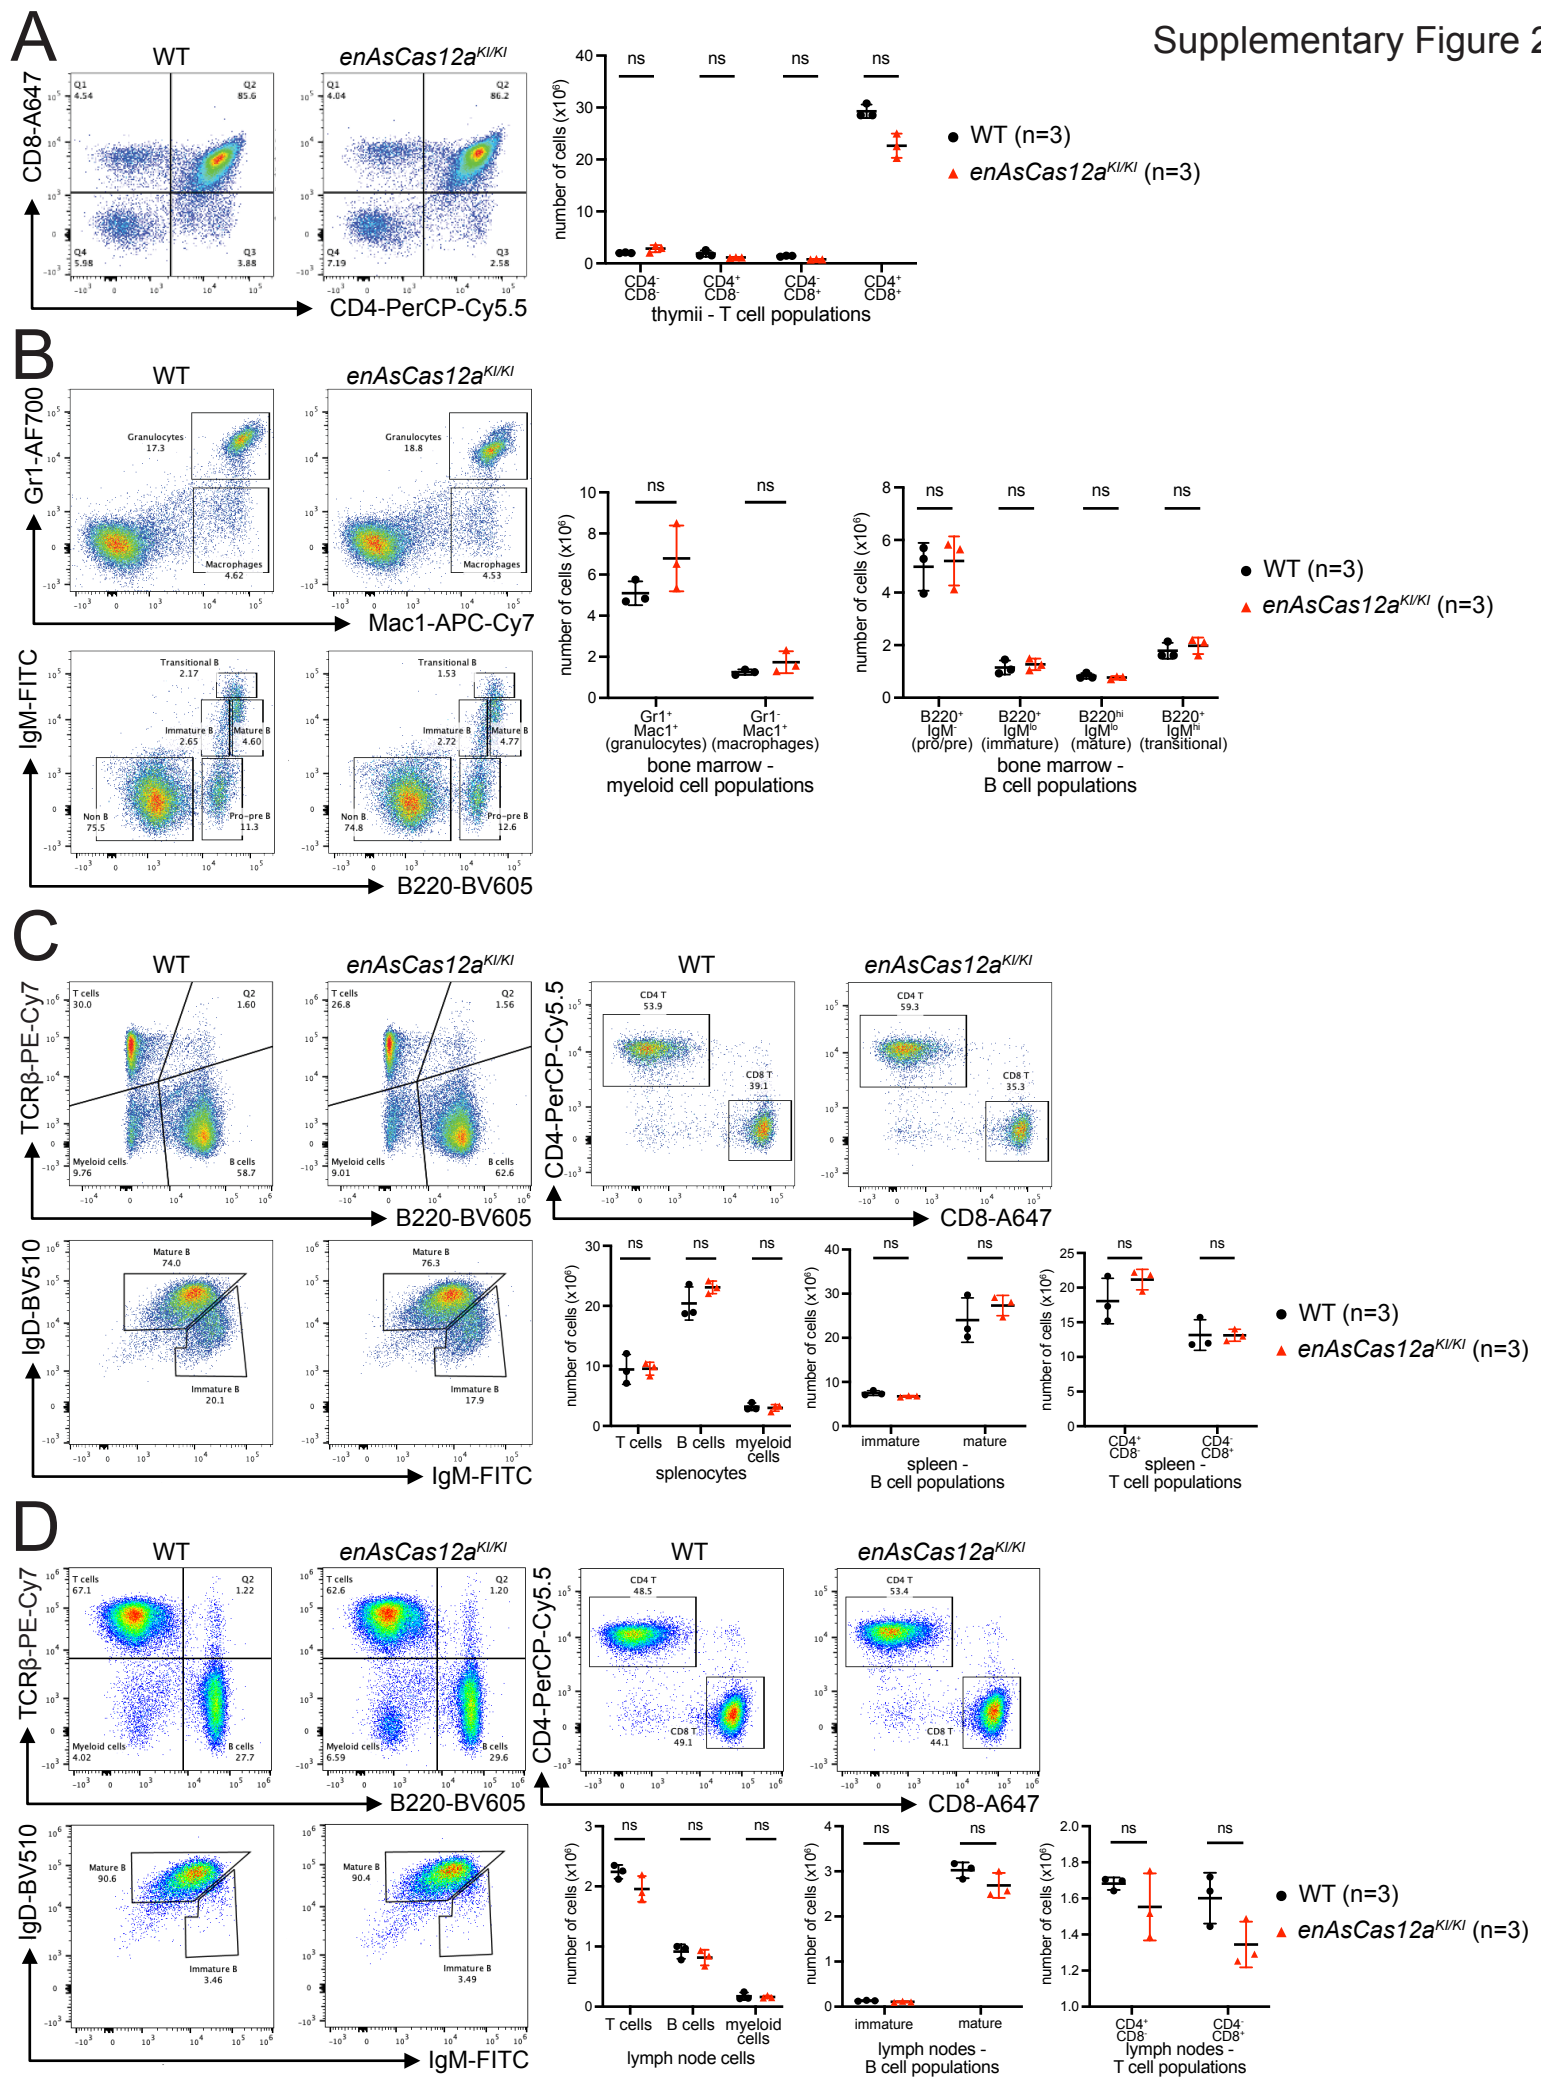

**Supplementary Figure 2. *enAsCas12a*<sup>KI/KI</sup> mice exhibit no defects in their haematopoietic system.** (A) Representative FACS plots for, and quantification of, T cell distribution between the thymi of *enAsCas12a*<sup>KI/KI</sup> mice (n=3) and WT mice (n=3). (B) Representative FACS plots for, and quantifications of, B cell (pro-B/pre-B = B220<sup>+</sup>IgM<sup>-</sup>; immature B = B220<sup>+</sup>IgM<sup>lo</sup>; mature B = B220<sup>hi</sup>IgM<sup>lo</sup>; transitional B = B220<sup>+</sup>IgM<sup>hi</sup>) and myeloid cell (macrophages = Mac1<sup>+</sup>Gr1<sup>-</sup>; granulocytes = Mac1<sup>+</sup>Gr1<sup>+</sup>) distributions in the bone marrow of *enAsCas12a*<sup>KI/KI</sup> mice (n=3) and WT mice (n=3). (C) Representative FACS plots for, and quantifications of, T cell (TCRβ<sup>+</sup>B220<sup>-</sup>; subsets identified by CD4 and CD8) and B cell (TCRβ<sup>+</sup>B220<sup>+</sup>; subsets identified by IgM and IgD) distribution in the spleens of *enAsCas12a*<sup>KI/KI</sup> mice (n=3) and WT mice (n=3). (D) Representative FACS plots for, and quantifications of, T cell and B cell distributions specifically from lymph nodes of *enAsCas12a*<sup>KI/KI</sup> mice (n=3) and WT mice (n=3), each identified/characterised as above. For each of these data sets, statistical analyses were undertaken via multiple Mann-Whitney tests with Holm-Šídák multiple comparisons. In each instance, the adjusted p-value was >0.05, indicated no significant difference (n.s.) was present between the wild-type and *enAsCas12a*<sup>KI/KI</sup> samples. In each graph, the means are plotted, and the error bars represent SD. Source data are provided as a Source Data file. Abbreviations: WT = wild-type.

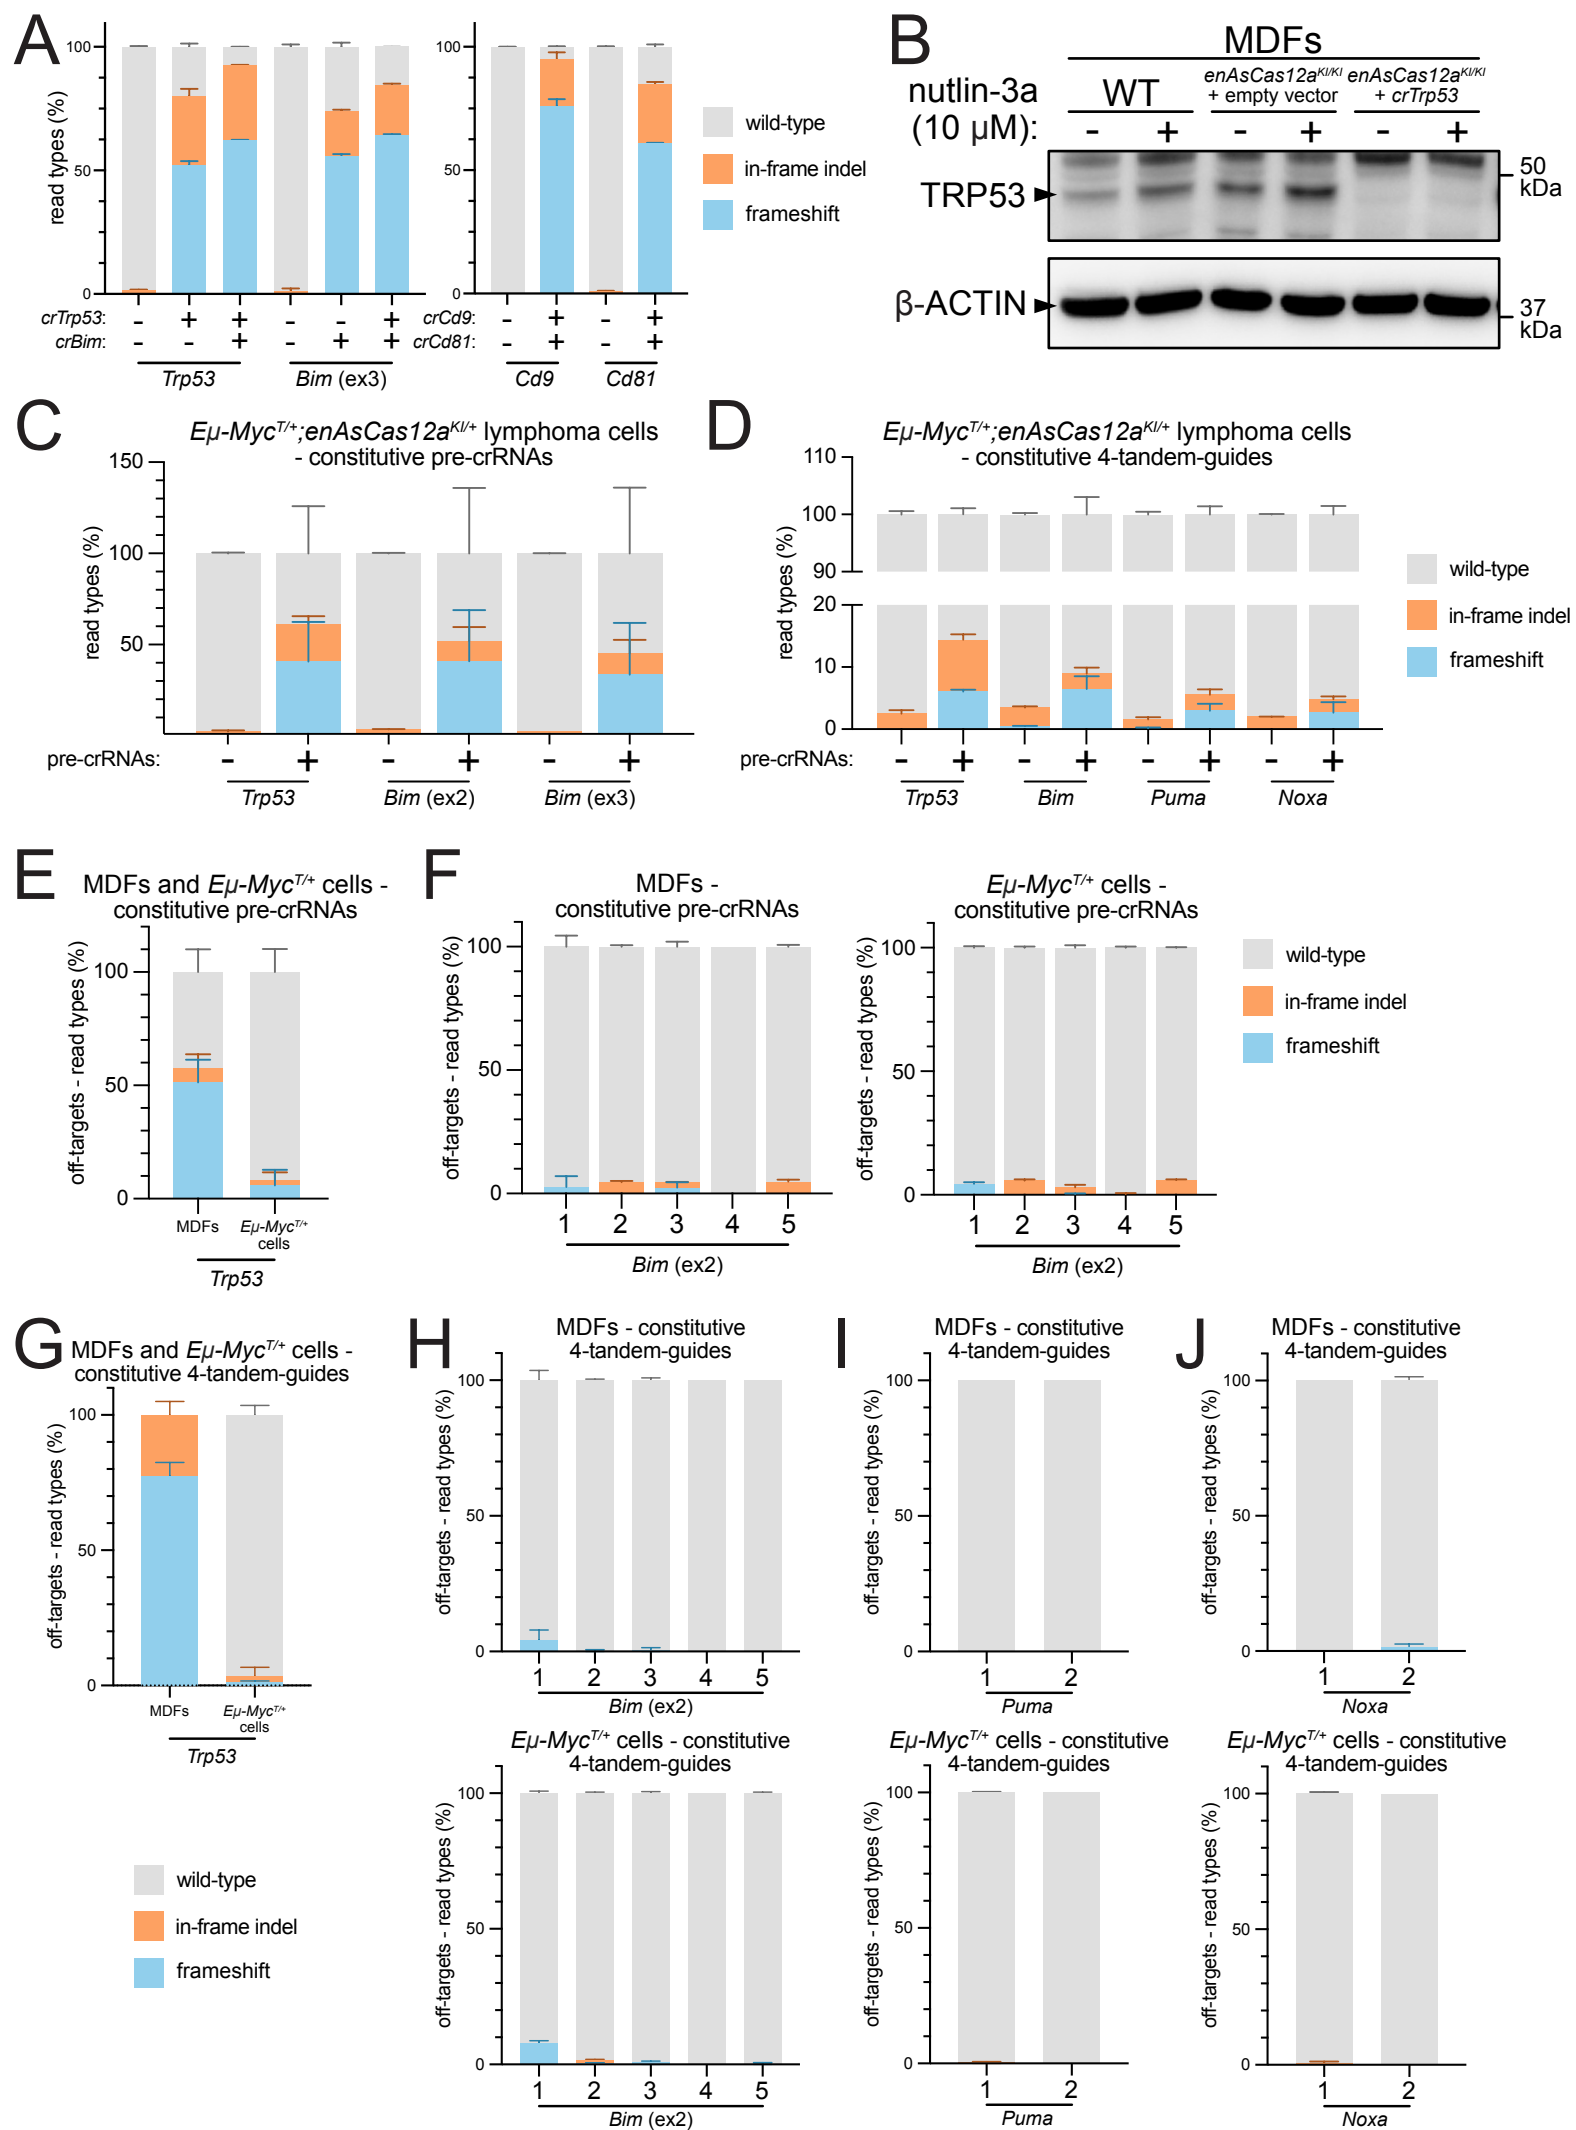

**Supplementary Figure 3. Validation of enAsCas12a efficacy in *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>* cell lines and off-target testing.** (A) NGS results showing *Trp53* and *Bim* editing separately and simultaneously (left panel), and simultaneous editing of *Cd9* and *Cd81* (right panel), in immortalised *enAsCas12a<sup>KI/KI</sup>* MDFs (n=2). (B) Western blotting for TRP53, with β-ACTIN expression used as a loading control. MDFs (n=1 per genotype) were treated for 6 h with nutlin-3a to induce TRP53 stabilisation. No TRP53 expression was observed in *enAsCas12a<sup>KI/KI</sup>* MDFs with *crTrp53* expression, unlike in WT MDFs, or in *enAsCas12a<sup>KI/KI</sup>* MDFs with the empty vector. (C) NGS results showing the efficacy of constitutively expressed pre-crRNAs targeting *Trp53* or *Bim/Bcl2l11* in *Eμ-Myc<sup>T/+</sup>* (n=3) or *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>* (n=2-3) lymphoma cells. (D) NGS results showing the efficacy of the constitutive 4-tandem-guide construct with pre-crRNAs for parallel targeting of *Trp53*, *Bim/Bcl2l11*, *Puma/Bbc3*, and *Noxa/Pmaip1* in *Eμ-Myc<sup>T/+</sup>* (n=3) or *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>* (n=3) lymphoma cells. (E) NGS results from off-target amplicons for *Trp53*. While MDFs and *Eμ-Myc<sup>T/+</sup>* lymphoma cells targeted with *crTrp53* (n=3 each) showed ~50% frameshift mutations in the off-target region, bioinformatic analyses revealed this gene-editing was actually occurring in the well-known *Trp53* pseudogene (*Trp53-ps*) [14, 15]. (F) NGS results from 5 off-target amplicons for *crBim* (ex2) in MDFs and *Eμ-Myc<sup>T/+</sup>* lymphoma cells (n=3 each). Minimal off-target indels were observed for this crRNA in MDFs. (G-J) NGS results from off-target amplicons for the genes targeted by the 4-tandem-guide construct in both *enAsCas12a<sup>KI/KI</sup>* MDFs and *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>* cells (n=3 each). *Trp53* (G) and *Bim* (H) off-target editing was similar to their individual pre-crRNA constructs. *Puma* (I) and *Noxa* (J) off-target editing was negligible. In each graph, the means are plotted, and the error bars represent SD. Statistical analyses of NGS data can be found in Supplementary File 4. Source data are provided as a Source Data file. Abbreviations: crRNA = CRISPR RNA; WT = wild-type; MDF = murine dermal fibroblast.

**A***Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>* reconstitution mouse #207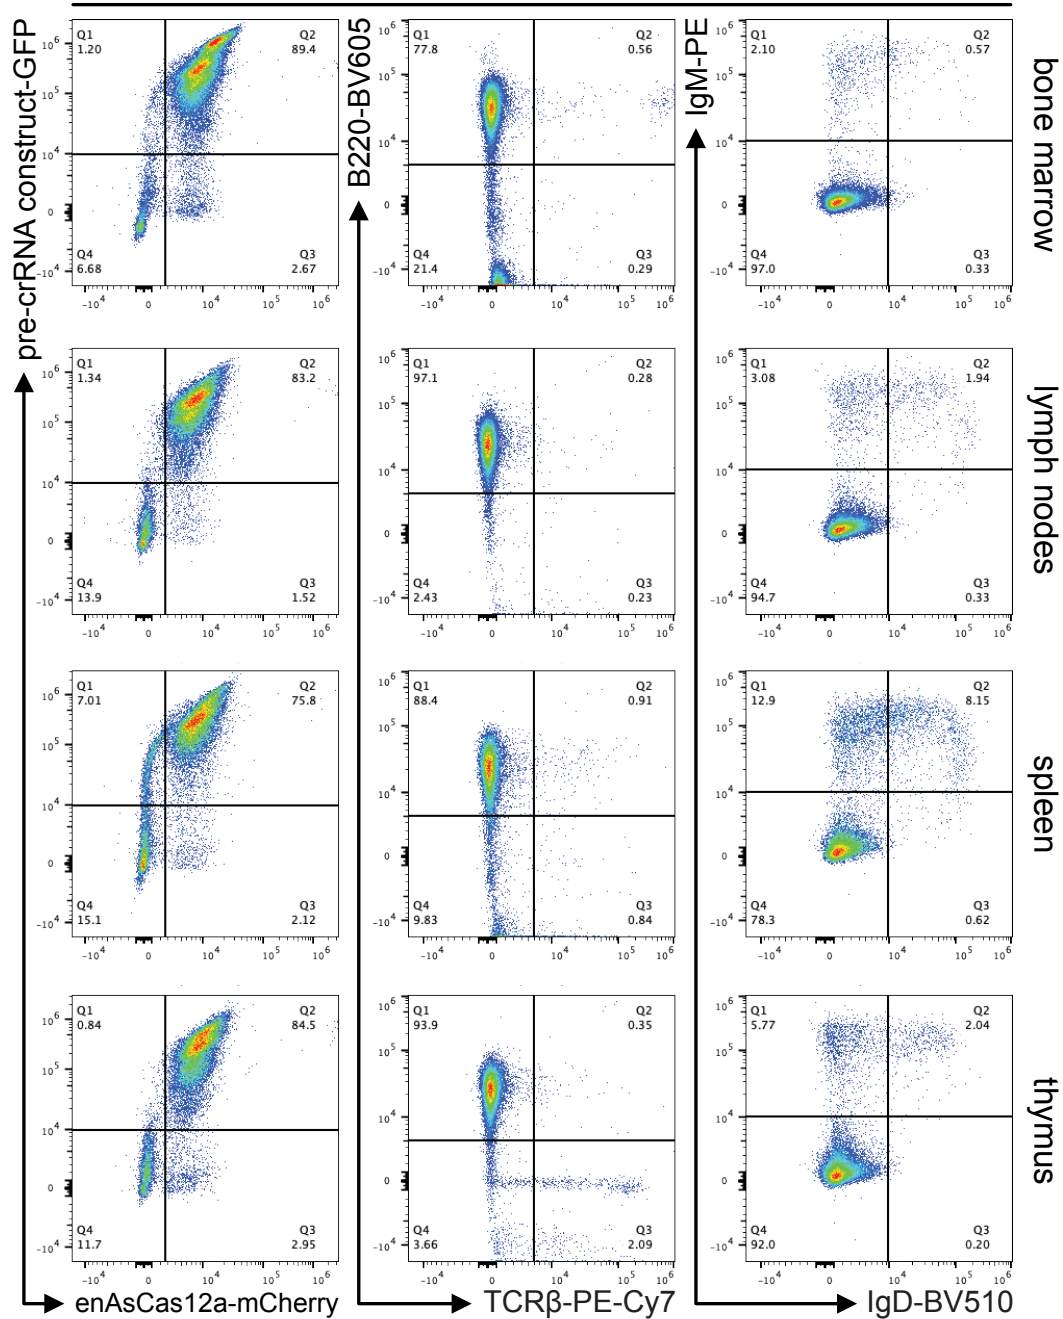**B**

immunophenotyping:

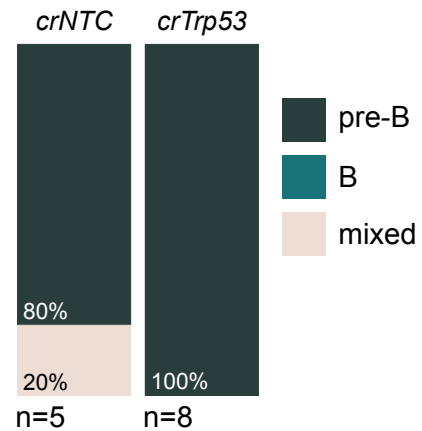**C**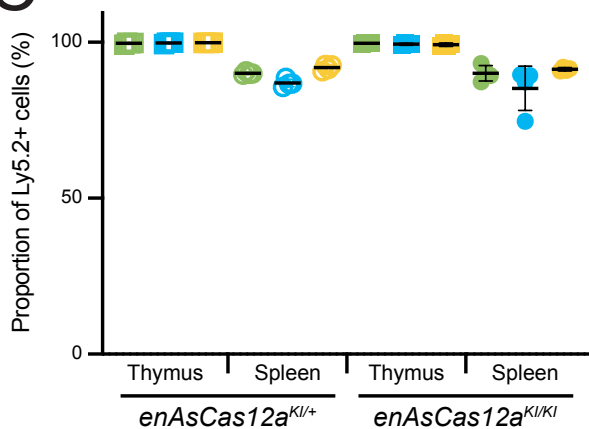**D**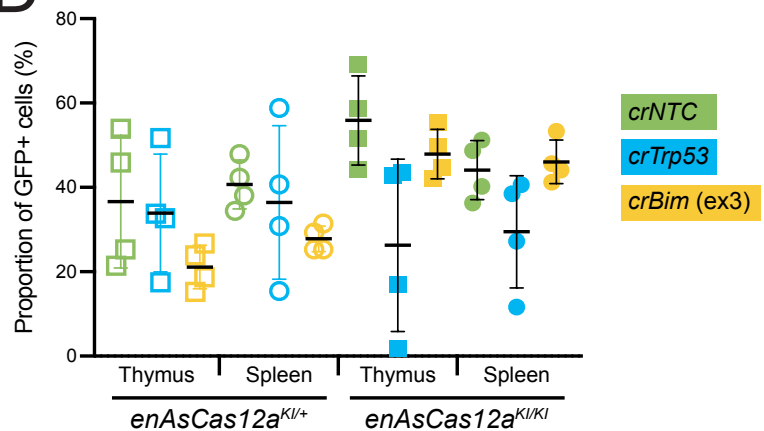

**Supplementary Figure 4. enAsCas12a efficacy testing *in vivo*.** (A) Flow cytometry gating of haematopoietic cells from a representative mouse (experiment performed for n=3 mice total) reconstituted with *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>;crTrp53* FLCs. GFP indicates pre-crRNA presence. (B) Immunophenotyping data from haematopoietic organs derived from mice transplanted with *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>;crNTC* FLCs (n=5) or *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>;crTrp53* FLCs (n=8). Tumours were classified based on B cell antigen status: pre-B (B220<sup>+</sup>IgM<sup>-</sup>IgD<sup>-</sup>), B (B220<sup>+</sup>IgM<sup>+</sup>IgD<sup>-</sup> or B220<sup>+</sup>IgM<sup>+</sup>IgD<sup>+</sup>), or mixed (B220<sup>+</sup>IgM<sup>-</sup> and B220<sup>+</sup>IgM<sup>+</sup>). (C) Plot quantifying the percentage of Ly5.2<sup>+</sup> cells (donor cells) in the spleens and thymi of heterozygous *enAsCas12a<sup>KI/+</sup>* and homozygous *enAsCas12a<sup>KI/KI</sup>* mice (n=4 each). (D) Plot quantifying the percentage mCherry<sup>+</sup> (*enAsCas12a*) cells that are also GFP<sup>+</sup> (pre-crRNA expression vector) in the spleens and thymi of heterozygous *enAsCas12a<sup>KI/+</sup>* and homozygous *enAsCas12a<sup>KI/KI</sup>* mice (n=4 each). In each graph, the means are plotted, and the error bars represent SD. Source data are provided as a Source Data file. Abbreviations: NTC = non-targeting control.

A

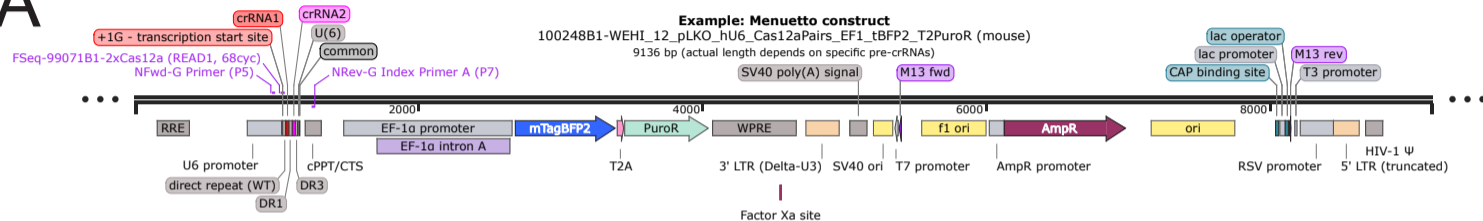

B

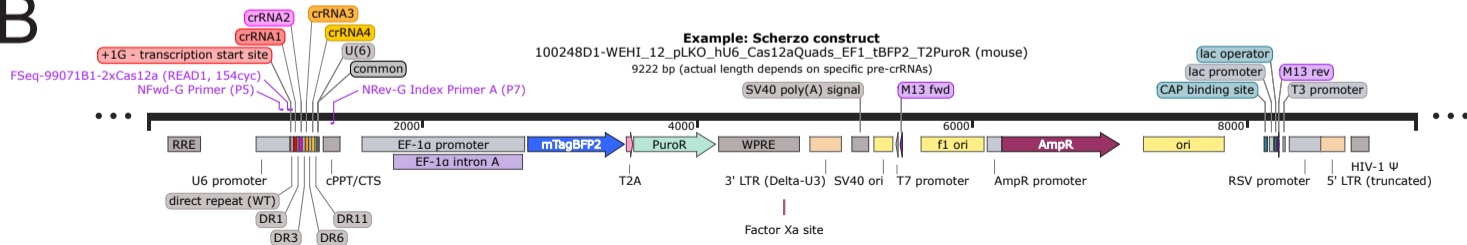

**Supplementary Figure 5. Menuetto and Scherzo library constructs.** (A, B) Linearised vector maps of example constructs from the Menuetto (A) and Scherzo (B) pre-crRNA libraries. Both constructs are essentially identical, apart from the pre-crRNA + direct repeat cassette. Abbreviations: crRNA = CRISPR RNA; DR = direct repeat.

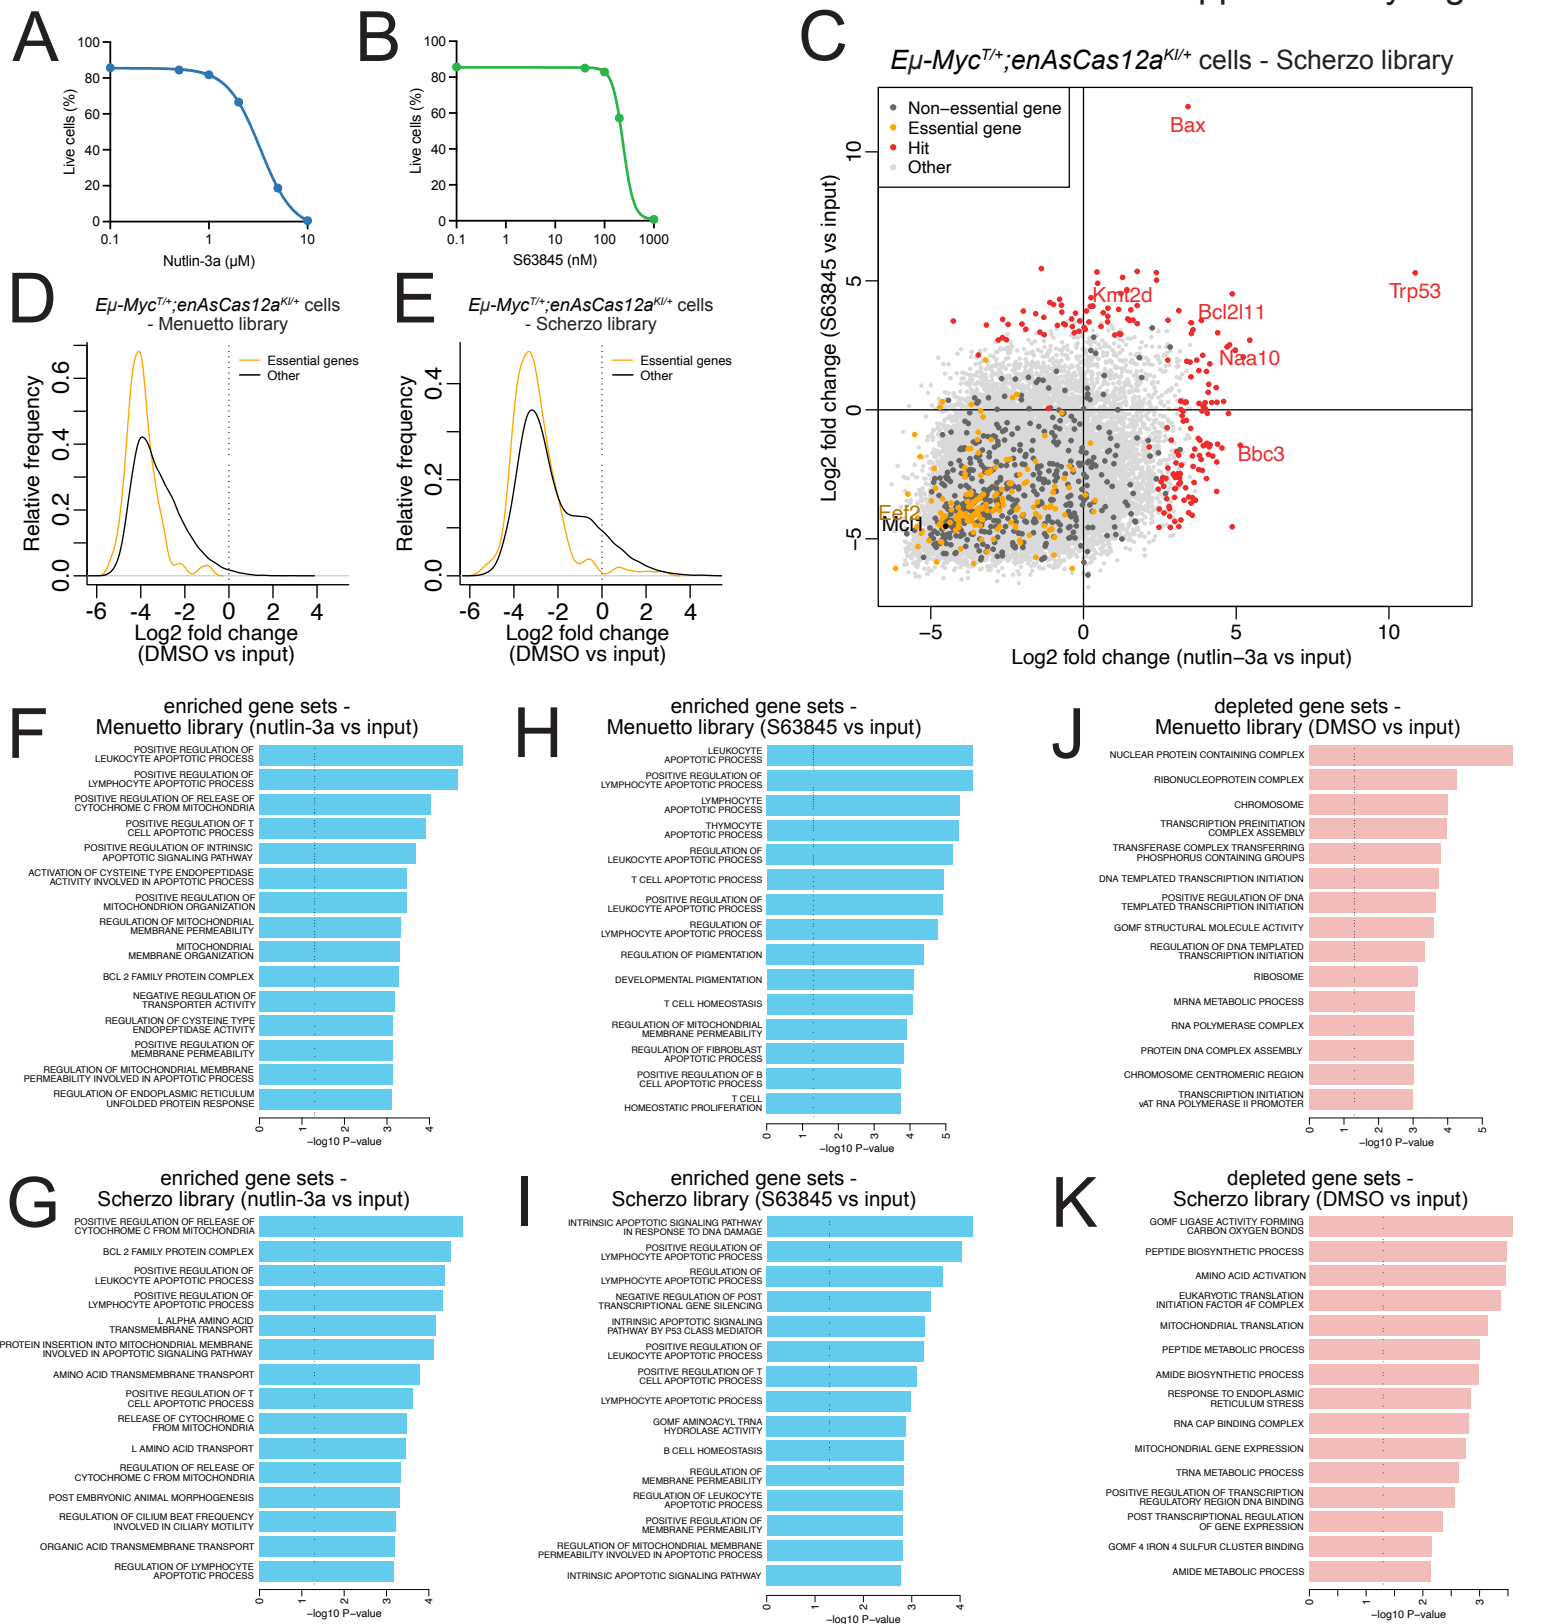

**Supplementary Figure 6. Additional *in vitro* lymphoma Menuetto and Scherzo screening data.** (A, B) Preliminary viability assays used to determine suitable nutlin-3a (A) and S63845 (B) concentrations used in the Menuetto and Scherzo screens in *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>KI/+</sup>* cells. A dose close to the IC<sub>50</sub> value was selected for each screen. Viability assays were performed once, with technical replicates performed in duplicate. (C) 4-way plot comparing the different arms of the screen samples for the Scherzo library. The y-axis compares S63845-treated samples with the input samples, and the x-axis compares the nutlin-3a-treated samples to the input samples. Significantly enriched hit genes are indicated in red, essential genes are indicated in orange, non-essential genes are indicated in dark grey, and other genes are indicated in light grey. Complete *Eμ-Myc* lymphoma-based screen analyses can be found in Supplementary File 2. (D, E) Measurement of pre-crRNA drop-out in the Menuetto (D) and Scherzo (E) library screens, comparing the DMSO-treated and input samples, showing the majority of pre-crRNAs, and particularly those targeting essential genes, are lost over the course of the screens. (F, G) GSEA graphs for strongly enriched pre-crRNA target genes from the Menuetto (F) and Scherzo (G) library screens using nutlin-3a. Genes involved in apoptosis are highly ranked. (H, I) GSEA graphs for strongly enriched pre-crRNA target genes from the Menuetto (H) and Scherzo (I) library screens using S63845. Genes involved in apoptosis are highly ranked. (J, K) GSEA graphs for strongly depleted pre-crRNA target genes from the Menuetto (J) and Scherzo (K) library screens using DMSO. Genes regulating fundamental biological processes are most prominent. Source data are provided as a Source Data file. Abbreviations: DMSO = dimethyl sulfoxide

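The extent of loss can be seen in the number of constructs with at least 10 counts. In the Menuetto screen there were 41099 to 42449 (median 41487.5) such constructs per input sample, 2114 to 3015 (median 2509.5) with DMSO, 3479 to 5955 (median 4255.5) with nutlin-3a and 2233 to 3428 (median 2825.5) with S63845. In the Scherzo screen there were 21699 to 22276 (median 22019.5), 1605 to 1829 (median 1786), 1849 to 2351 (median 2256) and 1939 to 3396 (median 2232). Of the NTCs, which have no target, 94.8% were depleted with DMSO in the Menuetto screen and 78.4% in the Scherzo screen, against 96.1% and 84.0% of targeting constructs.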

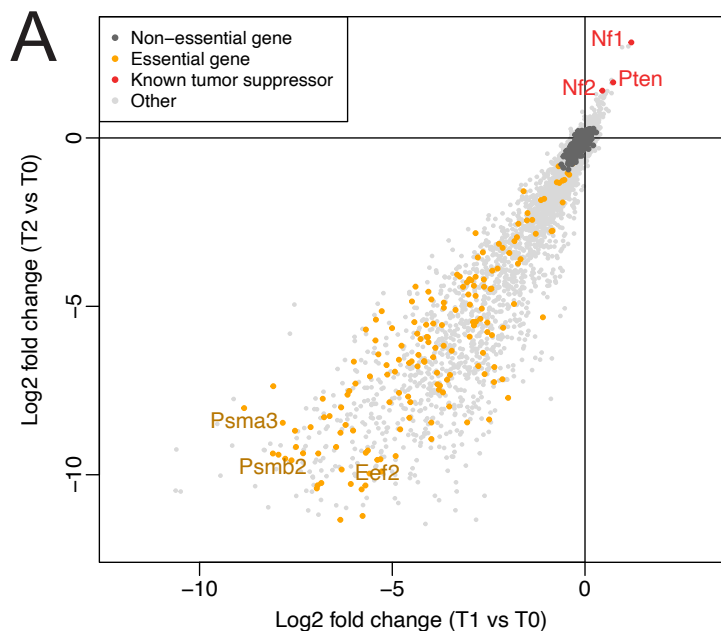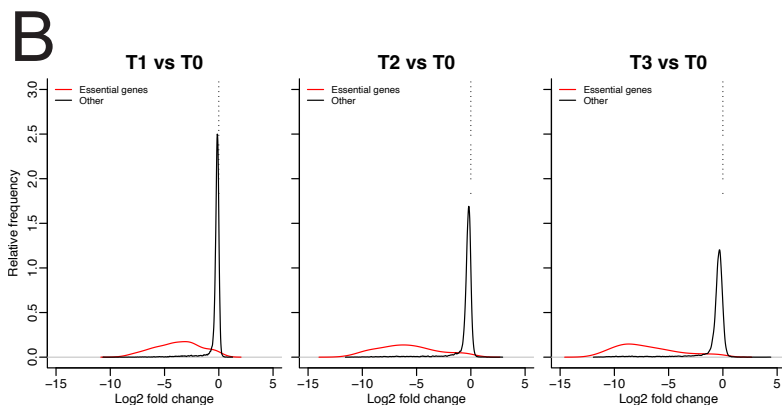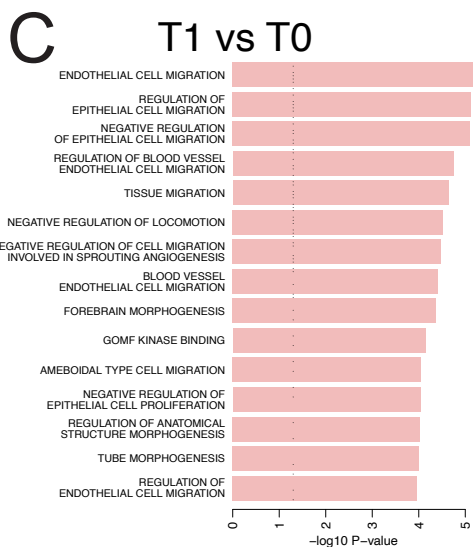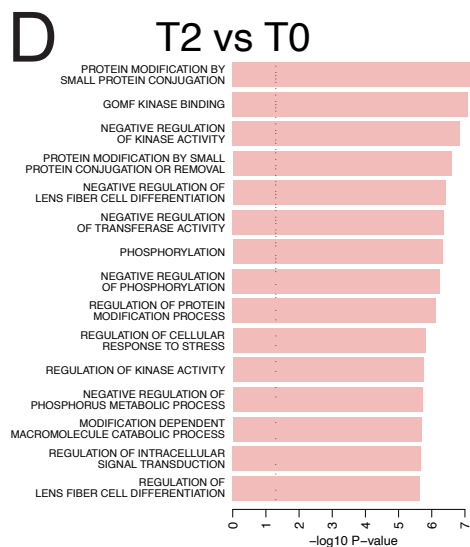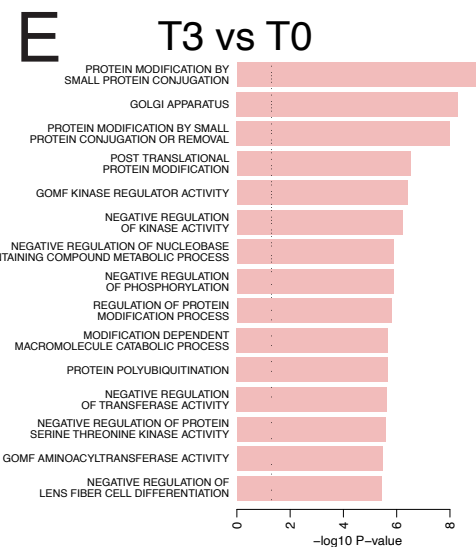

**Supplementary Figure 7. Additional *in vitro* MDF Menuetto screening data.** (A) 4-way plot comparing different arms of the MDF drop-out screen samples using the Menuetto library. The y-axis displays the log2 fold change values for different genes at T2 vs T0, while the x-axis displays the log2 fold change values for different genes at T1 vs T0. Essential genes (indicated in orange) and are prominently lost over time. Significantly enriched tumour-suppressor genes are marked in red. Non-essential genes are indicated in dark grey, and other genes are indicated in light grey. (B) Fold change graphs demonstrating the progressive depletion of pre-crRNAs targeting essential genes (red) from the *enAsCas12a*<sup>KI/KI</sup> MDFs over time, compared to other non-essential genes (black). (C-E) GSEA of Menuetto library MDF screen data at T1 (C), T2 (D), and T3 (E), each relative to T0, displaying the target gene classifications of pre-crRNAs depleted over the course of the experiment. Complete MDF-based drop-out screen analyses can be found in Supplementary File 3.

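Per transduction, the median log2 change of the 313 constructs of the essential families from T0, on CPM plus 1 and relative to the NTCs, was -2.86 ± 0.05 at T1, -3.40 ± 0.07 at T2 and -3.62 ± 0.02 at T3 (mean ± SD, n = 3). The further change was -0.54 from T1 to T2 and -0.22 from T2 to T3, in 3 of 3 transductions each (p = 0.25, exact sign-flip permutation test, 2-sided, the smallest that 3 transductions can give). Adding 0.1 instead of 1 to the CPM moved the medians most, to -3.77, -5.29 and -6.12. The share of these constructs with at least 10 counts was 100%, 83.8 ± 0.922%, 62.7 ± 1.33% and 48.0 ± 2.18% at T0, T1, T2 and T3, while it stayed at 100% for the NTCs.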

A

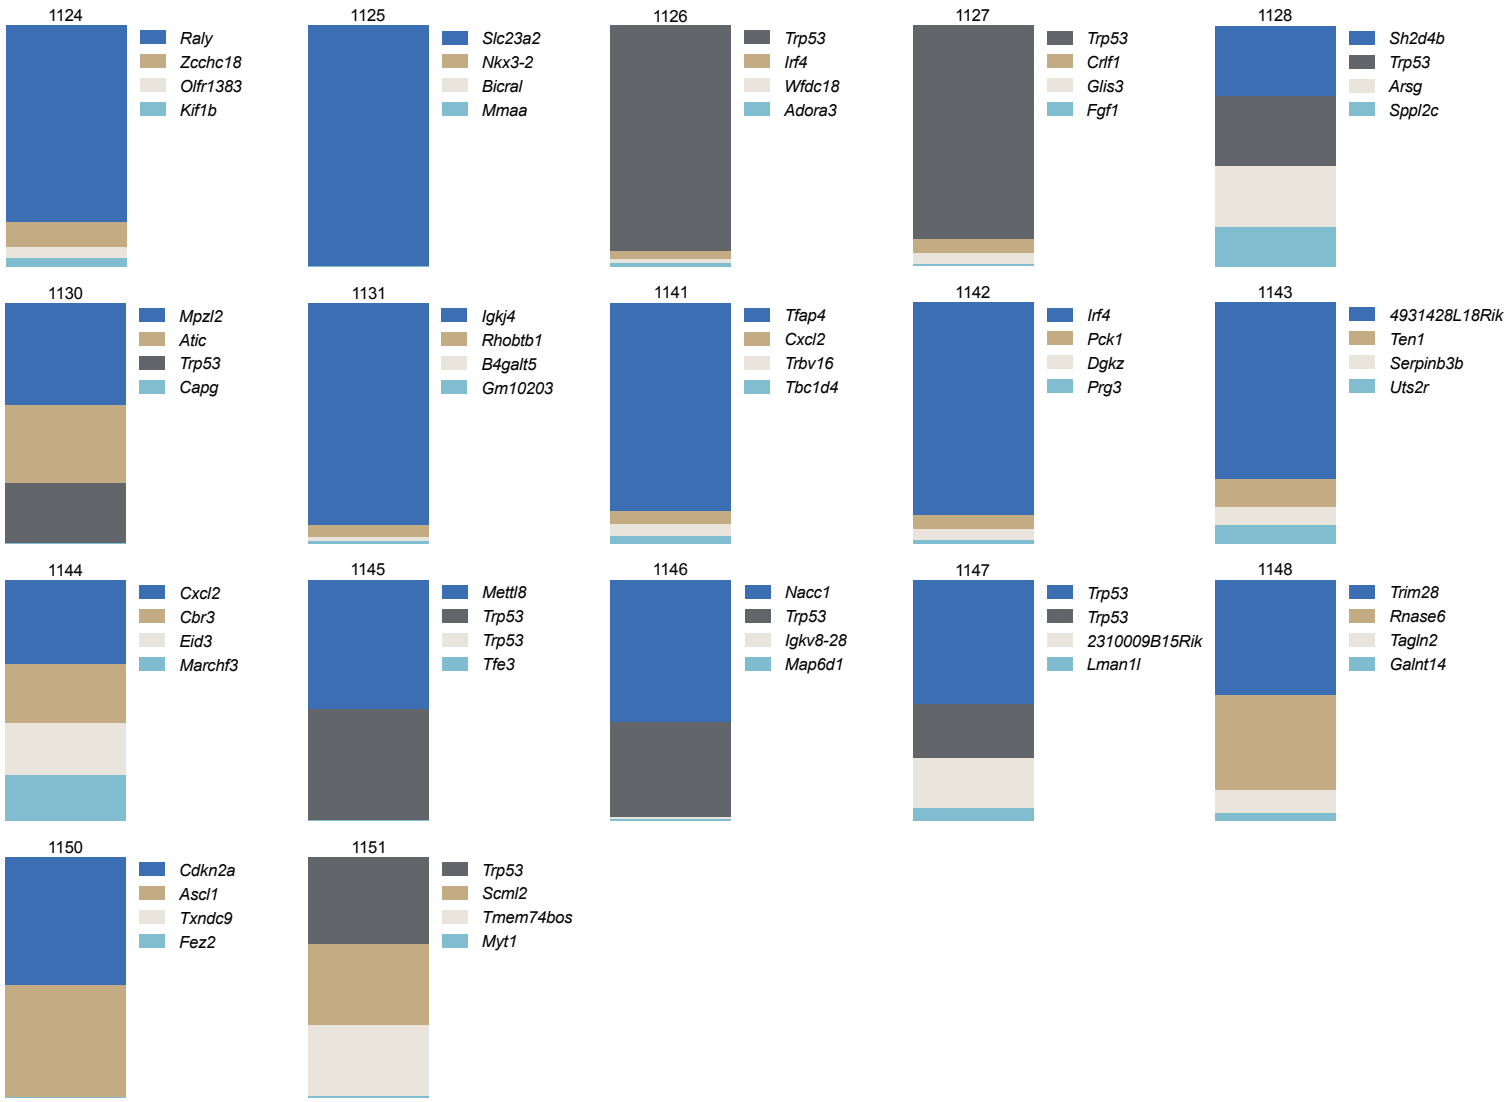

B

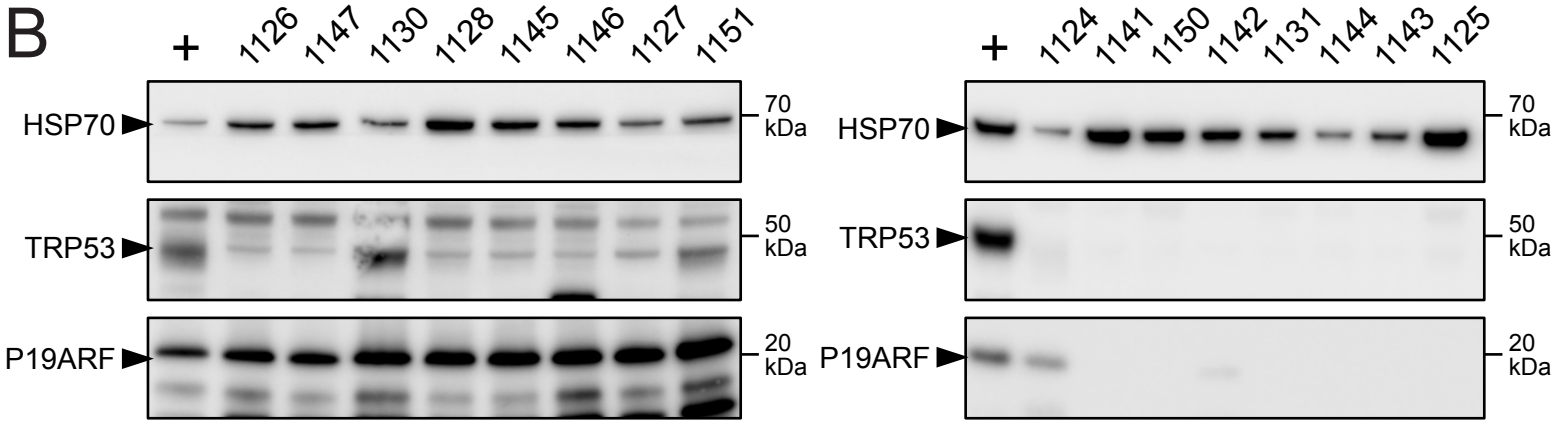

C

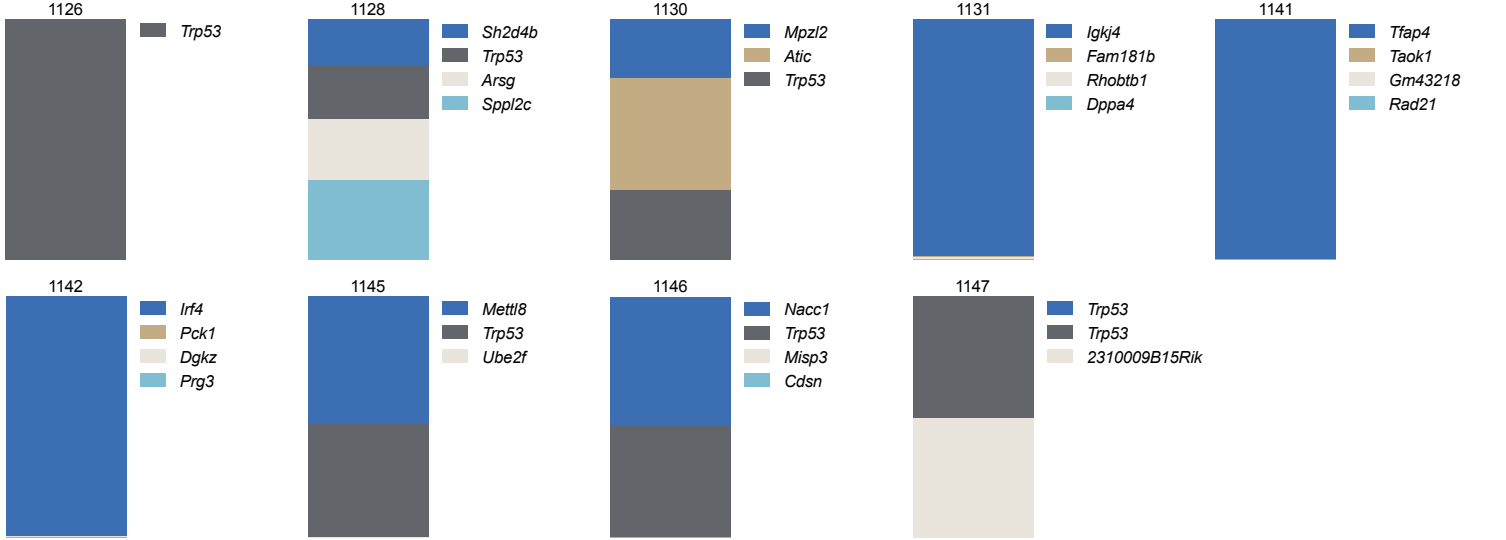

**Supplementary Figure 8. Additional *in vivo* lymphoma Menuetto screening data.** (A)

Graphs showcasing the proportions of the top 4 represented pre-crRNAs in the tumour tissue of Menuetto library screen mice. (B) Western blots demonstrating TRP53 loss/mutation in tissues from each of the mice with enrichment of *Trp53*-targeting pre-crRNA, as evidenced by TRP53 stabilisation and P19ARF expression (left panel). Those mice without *Trp53* pre-crRNA enrichment appeared to have relatively normal TRP53 and P19ARF expression/signal. The left-most lane in each blot is a positive control sample derived from a spontaneously *Trp53*-mutant *Eμ-Myc* lymphoma. (C) Graphs showcasing the proportions of the top 4 represented pre-crRNAs in the cell lines that were able to be derived from the Menuetto screen library mice. Across all sequencing in A and C, read counts range from ~30,000-180,000, with average mapping percentages of ~88%. Source data are provided as a Source Data file.

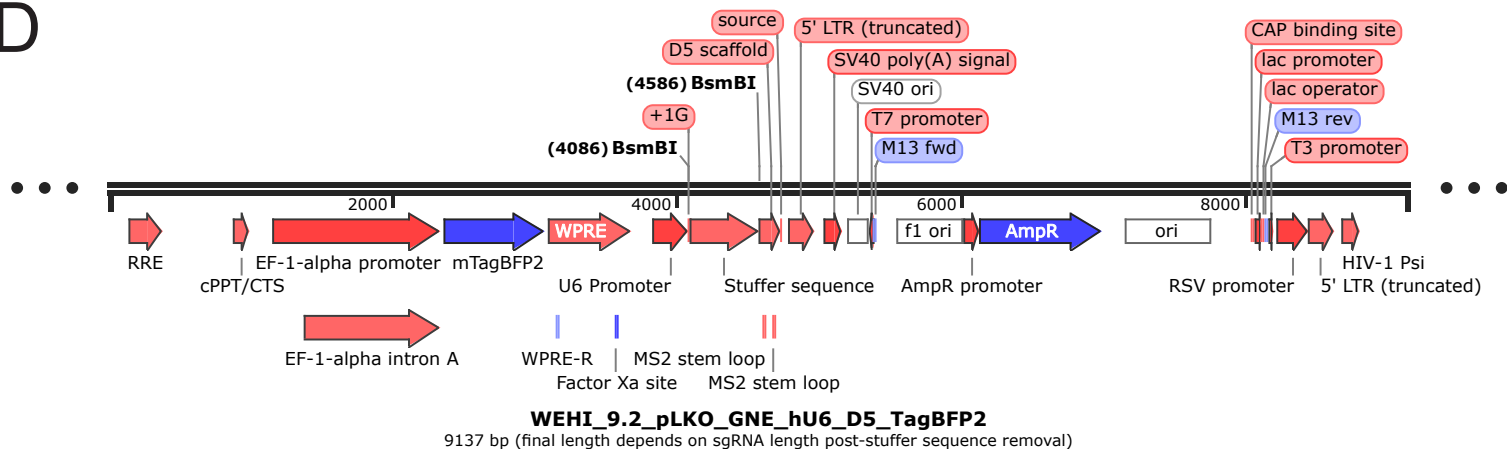

**Supplementary Figure 9. Flow cytometry of multiplexed *enAsCas12a*<sup>KI/+</sup>;*dCas9-SAM*<sup>KI/+</sup>;*OT-I*<sup>T/+</sup> T cells.** (A) Representative FACS plots of *enAsCas12a*<sup>KI/+</sup>;*dCas9-SAM*<sup>KI/+</sup>;*OT-I*<sup>T/+</sup> T cells (n=3 total) transduced with different, separate sgRNA and/or crRNA expression constructs. From left to right: untransduced, *sgCd19* (BFP+), *crTrp53* (GFP+), *sgCd19,crTrp53*, and *sgNTC,crTrp53*. (B) Representative FACS plots of *enAsCas12a*<sup>KI/+</sup>;*dCas9-SAM*<sup>KI/+</sup>;*OT-I*<sup>T/+</sup> T cells (n=3 total) transduced with *crTrp53*, pre-gated on GFP+BFP+ cells. The cells additionally transduced with *sgNTC* show no CD19 expression (left), while those additionally transduced with a *sgCd19* show strong CD19 expression (right). (C) FACS plots of *enAsCas12a*<sup>KI/+</sup>;*dCas9-SAM*<sup>KI/+</sup>;*OT-I*<sup>T/+</sup> T cells (n=1) doubly transduced with *crTrp53* and *sgCd19* constructs. CD19+ cells either GFP+ or GFP- (populations Q2, Q4) were sorted out for NGS to determine *Trp53* editing efficiency. (D) Vector map of the WEHI-9 vector, into which the *sgCd19* and *sgNTC* sequences were cloned. Abbreviations: crRNA = CRISPR RNA.

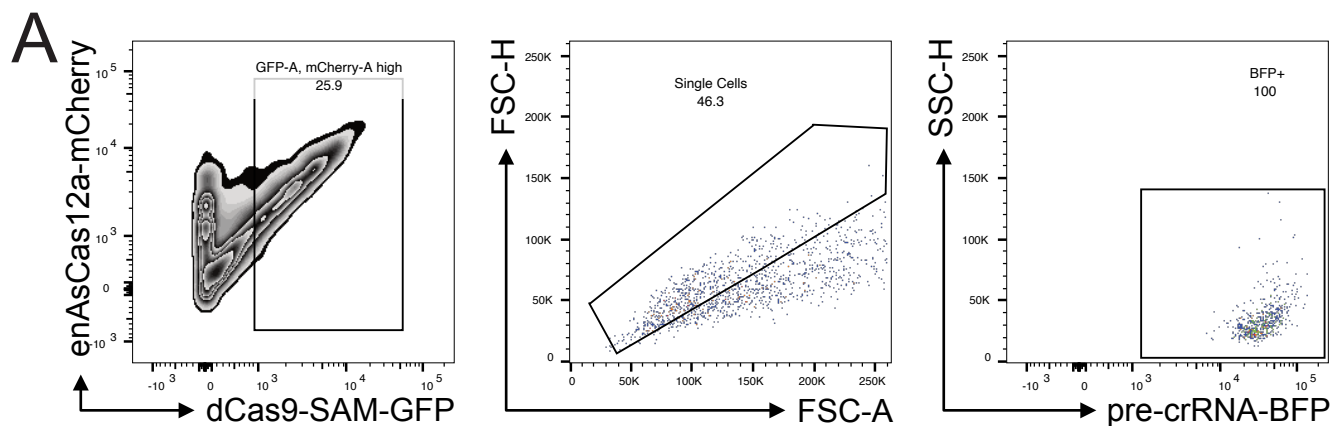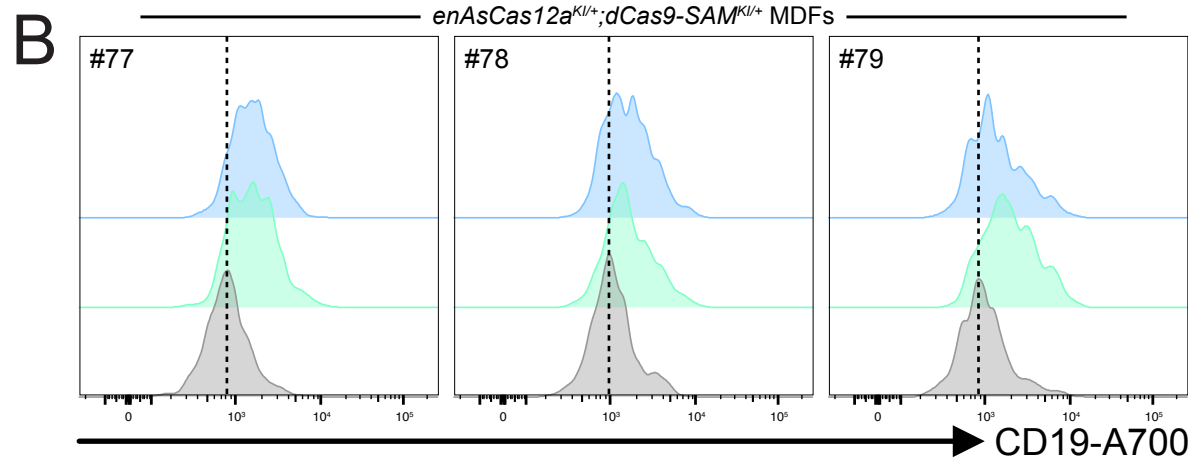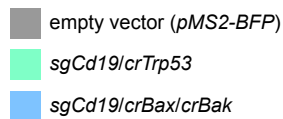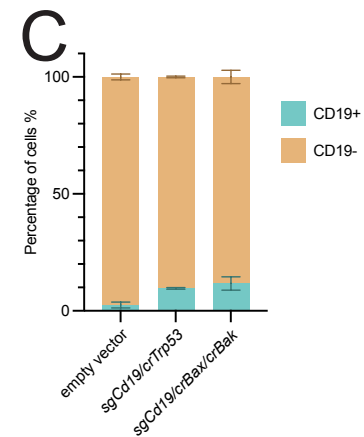

**Supplementary Figure 10. Flow cytometry of multiplexed *enAsCas12a*<sup>KI/+</sup>;*dCas9-SAM*<sup>KI/+</sup> MDFs.** (A) Representative (MDF line #77) gating strategy for the multiplexed *enAsCas12a*<sup>KI/+</sup>;*dCas9*<sup>KI/+</sup> MDFs (n=3). Cells were gated first on those with the strongest levels of mCherry and GFP expression (from *enAsCas12a* and *dCas9-SAM* expression, respectively), and lastly on BFP expression (from the pre-crRNA/sgRNA expression vector). (B) Histograms demonstrating CD19 upregulation in the multiplexed *enAsCas12a*<sup>KI/+</sup>;*dCas9*<sup>KI/+</sup> MDFs, transduced with a single vector co-expressing *sgCd19* and either *crTrp53* or *crBax/crBak* (n=3 independent transductions). Cells were gated on mCherry, GFP, and BFP expression. CD19 expression for the empty vector transduced MDFs are shown in grey, *crTrp53* in cyan, and *crBax/crBak* in blue. (C) Proportions of CD19<sup>+</sup> cells sorted from *enAsCas12a*<sup>KI/+</sup>;*dCas9*<sup>KI/+</sup> MDFs transduced with expression vectors for *sgCd19/crTrp53* or *sgCd19/crBax/crBak* (or empty vector) (n=3 each). In each graph, the means are plotted, and the error bars represent SD. Statistical analyses of C can be found in Supplementary File 4. Source data are provided as a Source Data file. Abbreviations: crRNA = CRISPR RNA.

**Supplementary Table 1. crRNA sequences.** Sequences for each crRNA used in this study. Note that any lowercase letters refer to direct repeat sequences present in pre-crRNA arrays.

| <b>crRNA Target</b>                                                | <b>Sequence (5'-3')</b>                                                                                                                                                               |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>NTC</i>                                                         | GGGCTCCGGCTCCTCAGAGAGCC                                                                                                                                                               |
| <i>Trp53</i>                                                       | AAGGCCCAAGTGAAGCCCTCCGA                                                                                                                                                               |
| <i>Bim/Bcl2l11 – ex2</i>                                           | CTTGCAGAAAAAAGACCAAATG                                                                                                                                                                |
| <i>Bim/Bcl2l11 – ex3</i>                                           | GTTGAACTCGTCTCCGATCCGCC                                                                                                                                                               |
| <i>Trp53/Bim/Puma/Noxa</i><br>-targeting 4-tandem-<br>guides array | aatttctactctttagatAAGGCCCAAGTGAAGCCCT<br>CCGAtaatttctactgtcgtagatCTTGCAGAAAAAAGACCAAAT<br>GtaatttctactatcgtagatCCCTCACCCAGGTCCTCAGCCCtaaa<br>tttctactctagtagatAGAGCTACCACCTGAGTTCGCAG |
| <i>Bax/Bak</i> array                                               | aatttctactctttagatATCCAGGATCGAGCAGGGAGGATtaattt<br>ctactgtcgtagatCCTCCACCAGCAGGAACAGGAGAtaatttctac<br>tttcgtagat                                                                      |
| <i>Trp53/Bim</i> array                                             | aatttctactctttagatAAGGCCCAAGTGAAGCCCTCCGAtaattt<br>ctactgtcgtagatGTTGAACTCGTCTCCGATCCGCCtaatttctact<br>ttcgtagat                                                                      |
| <i>Cd9/Cd81</i> array                                              | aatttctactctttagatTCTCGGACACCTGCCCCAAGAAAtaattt<br>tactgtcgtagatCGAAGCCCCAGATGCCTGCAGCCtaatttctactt<br>tcgtagat                                                                       |

**Supplementary Table 2. sgRNA sequences.** Sequences for each dCas9-SAM-compatible sgRNA used in this study.

| <b>crRNA/sgRNA Target</b> | <b>Sequence (5'-3')</b>  |
|---------------------------|--------------------------|
| <i>NTC</i>                | GAAGGCCGCGTATCGTTGG      |
| <i>Cd19</i>               | TCCCTAAGTGCTGGGTGACAGGGA |
| <i>Myc</i>                | TAGTGGGGAGCCGGGGAAAG     |

**Supplementary Table 3. Overhang primers for NGS.** Primers used to amplify gene regions and determine knockout efficacy via NGS. Note, the capitalised letters represent the gene targeting sequence, while the lowercase letters represent the overhang sequence.

| Target Gene                 | Sequence (5'-3')                                                                                   |
|-----------------------------|----------------------------------------------------------------------------------------------------|
| <i>Trp53</i>                | FWD: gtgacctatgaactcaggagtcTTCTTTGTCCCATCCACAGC<br>REV: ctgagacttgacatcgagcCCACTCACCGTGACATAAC     |
| <i>Bim/Bcl2l11 – ex2</i>    | FWD: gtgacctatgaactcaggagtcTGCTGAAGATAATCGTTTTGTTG<br>REV: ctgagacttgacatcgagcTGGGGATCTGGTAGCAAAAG |
| <i>Bim/Bcl2l11 – ex3</i>    | FWD: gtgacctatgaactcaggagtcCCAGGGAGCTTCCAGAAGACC<br>REV: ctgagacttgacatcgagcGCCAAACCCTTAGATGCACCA  |
| <i>Puma/Bbc3 – ex3</i>      | FWD: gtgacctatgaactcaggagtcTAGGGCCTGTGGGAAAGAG<br>REV: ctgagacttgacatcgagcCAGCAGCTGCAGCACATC       |
| <i>Noxa/Pmaip1 – exon 2</i> | FWD: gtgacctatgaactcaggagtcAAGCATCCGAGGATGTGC<br>REV: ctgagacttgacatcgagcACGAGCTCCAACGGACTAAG      |
| <i>Bax</i>                  | FWD: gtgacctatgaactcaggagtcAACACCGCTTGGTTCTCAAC<br>REV: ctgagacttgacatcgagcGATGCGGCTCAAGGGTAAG     |
| <i>Bak</i>                  | FWD: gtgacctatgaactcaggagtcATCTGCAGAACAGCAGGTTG<br>REV: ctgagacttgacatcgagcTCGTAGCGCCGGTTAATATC    |
| <i>Cd9</i>                  | FWD: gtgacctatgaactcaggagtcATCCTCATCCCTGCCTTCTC<br>REV: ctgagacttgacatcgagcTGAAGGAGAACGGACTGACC    |
| <i>Cd81</i>                 | FWD: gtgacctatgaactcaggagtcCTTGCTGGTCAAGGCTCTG<br>REV: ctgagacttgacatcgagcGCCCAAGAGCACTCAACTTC     |

**Supplementary Table 4. Indexing primers used in NGS of non-screen samples.**

Sequences represent the overhanging index sequences only, and not the entire primer sequence. The remaining sequence for each primer is complementary to the (lowercase) overhang sequences shown in Table S3.

| <b>Index name<br/>(forward)</b> | <b>Index sequence<br/>(5'-3')</b> | <b>Index name<br/>(reverse)</b> | <b>Index sequence<br/>(5'-3')</b> |
|---------------------------------|-----------------------------------|---------------------------------|-----------------------------------|
| Fwd_1                           | TAGATCGC                          | Rev_01                          | TAAGGCGA                          |
| Fwd_3                           | TATCCTCT                          | Rev_02                          | CGTACTAG                          |
| Fwd_4                           | AGAGTAGA                          | Rev_03                          | AGGCAGA                           |
| Fwd_5                           | GTAAGGAG                          | Rev_05                          | AGGCAGAA                          |
| Fwd_6                           | ACTGCATA                          | Rev_6                           | TAGGCATG                          |
| Fwd_7                           | AAGGAGTA                          | Rev_07                          | CTCTCTAC                          |
| Fwd_10                          | GAGCTGAA                          | Rev_08                          | CAGAGAGG                          |
| Fwd_11                          | GCGAGTAA                          | Rev_09                          | GCTACGCT                          |
| Fwd_12                          | TGAAGAGA                          | Rev_10                          | CGAGGCTG                          |
| Fwd_13                          | TGGTGGTA                          | Rev_11                          | AAGAGGCA                          |
| Fwd_14                          | TTCACGCA                          | Rev_12                          | GTAGAGGA                          |
| Fwd_15                          | AGCACCTC                          | Rev_13                          | ATGCCTAA                          |
| Fwd_16                          | CAAGGAGC                          | Rev_14                          | ACGCTCGA                          |
| Fwd_17                          | ATTGGCTC                          | Rev_15                          | AGTCACTA                          |
| Fwd_18                          | CACCTTAC                          | Rev_16                          | ATCCTGTA                          |
| Fwd_19                          | CTAAGGTC                          | Rev_17                          | CGCATACA                          |
| Fwd_20                          | GAACAGGC                          |                                 |                                   |
| Fwd_21                          | CCGTGAGA                          |                                 |                                   |
| Fwd_22                          | CCTCCTGA                          |                                 |                                   |
| Fwd_23                          | CGAACTTA                          |                                 |                                   |
| Fwd_24                          | CGACTGGA                          |                                 |                                   |

**Supplementary Table 5. Overhang primers used in NGS to assess off-target editing.**

For each on-target gene-editing performed with individual crRNAs or the 4-tandem guide array, off-target activity was examined via NGS. Note that no off-targets were identified for *crBim* (ex3), and 5 of the 17 potential off-targets for the *crBim* (ex2) were tested. Further note that the crRNA sequences for each target are given in Table S1, and the NGS indexing primers used are given in Table S3.

| crRNA (sequences in Table S1) | Potential off-target DNA sequence | Forward primer (5'-3')        | Reverse primer (5'-3')       | Chromosome | Chromosome Position |
|-------------------------------|-----------------------------------|-------------------------------|------------------------------|------------|---------------------|
| <i>Trp53</i>                  | TTTGAAGGCCCAAG<br>TGAAGCCCTCCAA   | CAGGCTTATGGAA<br>ACTACTTCCTC  | CCAAGTCTGTTAC<br>TGTACTCTCC  | 17         | 544198<br>29        |
| <i>Bim/Bc l2l11 – ex2 (1)</i> | TTTTCTAGCAGAGA<br>AAAAAACCAAATG   | ACTGAGAGACATA<br>ATCAGCTAGG   | GCCACAGACAGC<br>ATCCTGTGT    | 5          | 394232<br>37        |
| <i>Bim/Bc l2l11 – ex2 (2)</i> | TTTACTTCCAGAAAA<br>AAAGAGTAAAGG   | GGTTTCTCACACA<br>ATACAGCACAC  | TACCCACTCCTTC<br>CCCTAACA    | 15         | 150135<br>28        |
| <i>Bim/Bc l2l11 – ex2 (3)</i> | TTTCTTTGAAAAAAA<br>AAAAACCAAATG   | AGTTGTCACCTCT<br>TGACTCAATC   | TCCCTCTCCACC<br>ATTCACATTC   | 5          | 286503<br>88        |
| <i>Bim/Bc l2l11 – ex2 (4)</i> | TTTGCTTGCAGTAA<br>GAAAGACAAAATC   | ACGAGTCCAAAGG<br>GAAATCTAGC   | ACCTGGTGCCTA<br>TCTTGCTATG   | 2          | 159489<br>954       |
| <i>Bim/Bc l2l11 – ex2 (5)</i> | TTTTCTTCCAGAAAA<br>ACCTACCAAATG   | ATTGTCACATCCA<br>GCTCTTGC     | AAACATAGGGTTA<br>TGGCACAGAC  | 12         | 892366<br>23        |
| <i>Puma/Bbc3 (1)</i>          | TTTCCCCTcCCCAG<br>cTCCcCAGCCCT    | AGCATTCTCTCTC<br>TCCCTTTCTGTC | GATGAAAGGTGT<br>ACCCAAGCTGT  | 17         | 652245<br>59        |
| <i>Puma/Bbc3 (2)</i>          | TTTACCCTTTCCCA<br>GGTCCTCACTCCT   | CACAGGCTGAGAG<br>AAGAGATTCTAG | CAAAGGTTACAG<br>GAGATGGGAGT  | 16         | 642417<br>48        |
| <i>Noxa/Pmaip 1 (1)</i>       | TTTGAGTGCTAGCA<br>CCTGAGTTCCAAG   | AGAATGATAAACA<br>ACACGATGCAGC | CATCAGTGTGCC<br>CTTTTCTTCTCT | 2          | 724562<br>95        |
| <i>Noxa/Pmaip 1 (2)</i>       | TTTGAAAGCTCCCA<br>CCTTAGTTGGCAG   | ATCAGTAACACAC<br>ACACACACTCAC | CTGGAGCATGAG<br>TTTCAACAAGTT | 12         | 675074<br>15        |

**Supplementary Table 6. Indexing primers used in NGS of whole-genome screen samples.** Entire sequences for the forward and reverse primers used are given. Note, the capitalised letters represent the gene targeting sequence, while the lowercase letters represent the overhanging index sequence.

| <b>Forward index IDs and sequences (5'-3')</b> |                                                                                                         |
|------------------------------------------------|---------------------------------------------------------------------------------------------------------|
| 35                                             | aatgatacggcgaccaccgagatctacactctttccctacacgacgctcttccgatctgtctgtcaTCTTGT<br>GGAAAGGACGAGGTACCG          |
| 36                                             | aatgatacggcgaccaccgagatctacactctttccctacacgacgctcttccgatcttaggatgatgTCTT<br>GTGGAAAGGACGAGGTACCG        |
| 117                                            | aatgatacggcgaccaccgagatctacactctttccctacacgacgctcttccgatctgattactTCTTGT<br>GGAAAGGACGAGGTACCG           |
| 118                                            | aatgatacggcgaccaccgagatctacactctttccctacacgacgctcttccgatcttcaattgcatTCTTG<br>TGGAAAGGACGAGGTACCG        |
| 119                                            | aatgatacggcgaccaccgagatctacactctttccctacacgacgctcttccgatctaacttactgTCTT<br>GTGGAAAGGACGAGGTACCG         |
| 120                                            | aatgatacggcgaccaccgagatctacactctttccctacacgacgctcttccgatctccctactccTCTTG<br>TGGAAAGGACGAGGTACCG         |
| <b>Reverse index IDs and sequences (5'-3')</b> |                                                                                                         |
| 47                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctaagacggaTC<br>TACTATTCTTTCCCCTGCACTGT    |
| 48                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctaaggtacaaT<br>CTACTATTCTTTCCCCTGCACTGT   |
| 49                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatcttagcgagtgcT<br>CTACTATTCTTTCCCCTGCACTGT  |
| 50                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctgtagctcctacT<br>CTACTATTCTTTCCCCTGCACTGT |
| 51                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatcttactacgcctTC<br>TACTATTCTTTCCCCTGCACTGT  |
| 52                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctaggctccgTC<br>TACTATTCTTTCCCCTGCACTGT    |
| 59                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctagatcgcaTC<br>TACTATTCTTTCCCCTGCACTGT    |
| 60                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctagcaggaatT<br>CTACTATTCTTTCCCCTGCACTGT   |
| 61                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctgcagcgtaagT<br>CTACTATTCTTTCCCCTGCACTGT  |
| 62                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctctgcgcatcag<br>TCTACTATTCTTTCCCCTGCACTGT |
| 63                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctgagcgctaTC<br>TACTATTCTTTCCCCTGCACTGT    |
| 64                                             | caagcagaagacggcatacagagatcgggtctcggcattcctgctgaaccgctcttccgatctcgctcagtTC<br>TACTATTCTTTCCCCTGCACTGT    |

Supplementary Figure 1A

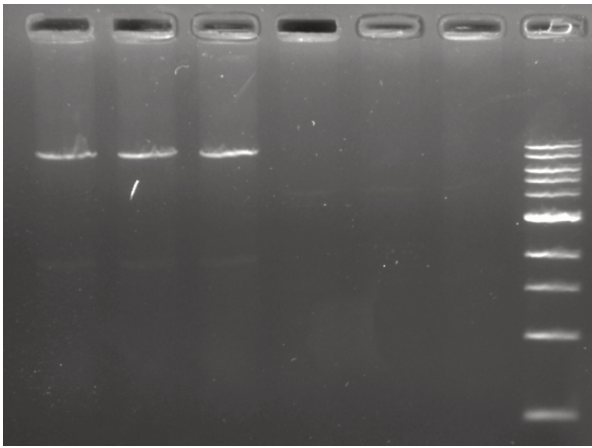

Source Data - Supplementary Figure gels/blots

Supplementary Figure 3B

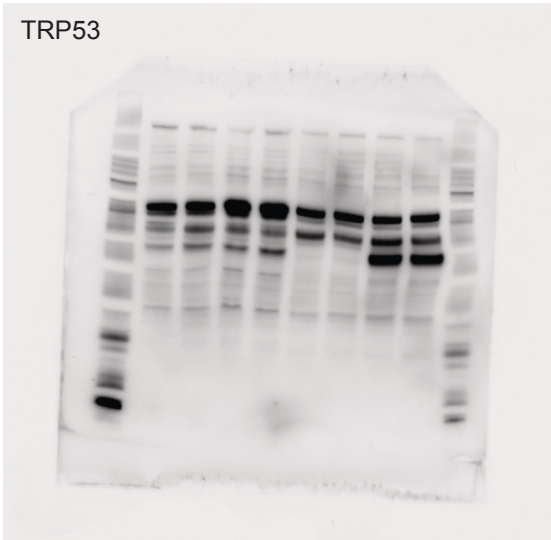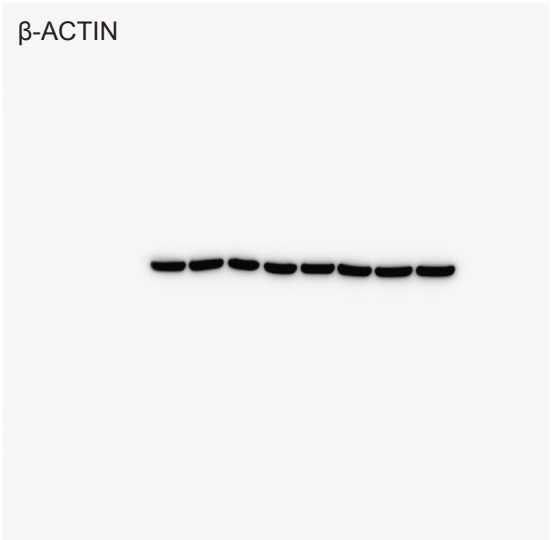

Supplementary Figure 8B

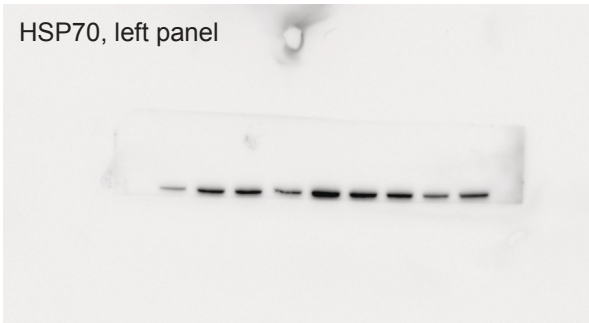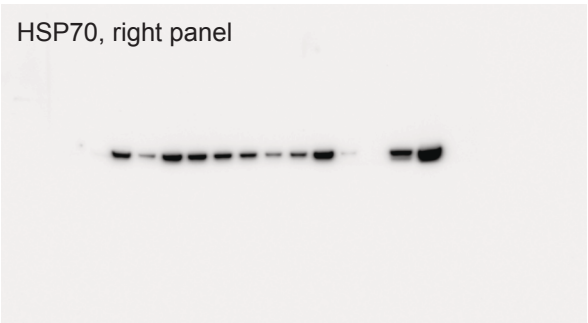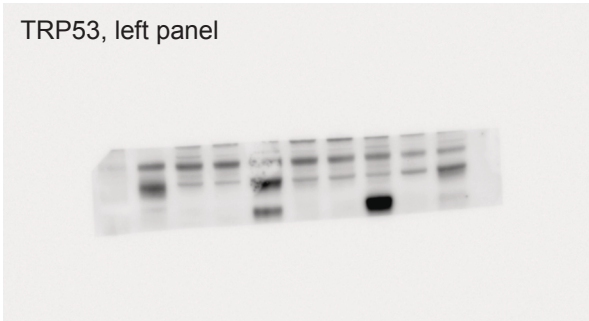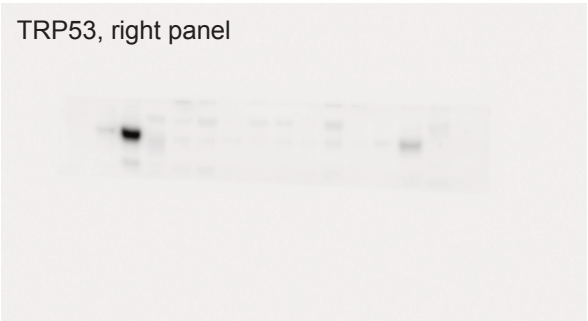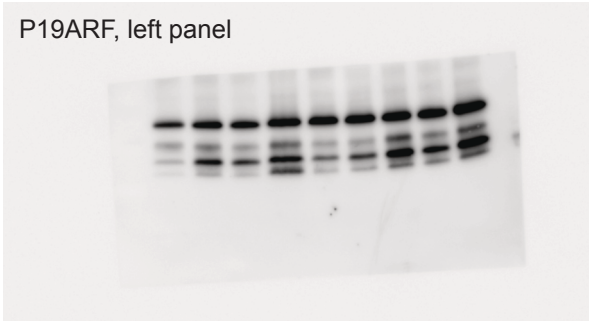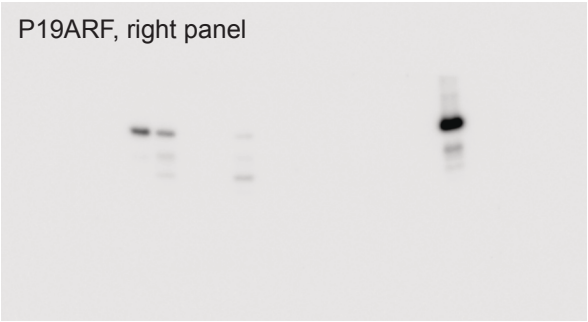

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Advancing the genetic engineering toolbox by combining AsCas12a knock-in mice with ultra-compact screening
**Source:** Nat Commun. 2025 Jan 30;16:974. doi: 10.1038/s41467-025-56282-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Supplementary File Information

**File Name:** Supplementary Data 1 - Cas12a crRNA expression libraries

**Description:** Complete information for each of the Menuetto and Scherzo Cas12a pre-crRNA libraries, including gene-specific pre-crRNA sequences.

**File Name:** Supplementary Data 2 - Lymphoma-based Menuetto/Scherzo screen analyses

**Description:** DMSO, nutlin-3a, or S63845 vs input comparisons for each of the whole-genome Cas12a screens conducted in *Eμ-Myc<sup>T/+</sup>;enAsCas12a<sup>Kl/+</sup>* lymphoma cells. For the Menuetto (dual) library, there are gRNA and gene level comparisons. For the Scherzo (quad) library, only gRNA level comparisons are shown, as this is indistinguishable from the gene level due to the design of the library. All comparisons are sorted by FDR.

**File Name:** Supplementary Data 3 - Immortalised MDF drop-out screen analyses

**Description:** T0 vs T1/T2/T3 analyses for the Menuetto library drop-out screen conducted in *enAsCas12a<sup>Kl/Kl</sup>* immortalised MDFs. Analyses of both the guide/pre-crRNAs and their target genes are included, with all comparisons sorted by FDR.

**File Name:** Supplementary Data 4 - Statistical analyses

**Description:** Analyses were performed for each NGS experiment using a two-way ANOVA with Šídák's multiple comparisons test. Only relevant comparisons are tabulated.

# Supplementary material for: Advancing the genetic engineering toolbox by combining AsCas12a knock-in mice with ultra-compact screening
**Source:** Nat Commun. 2025 Jan 30;16:974. doi: 10.1038/s41467-025-56282-2
**Supplement:** Supplementary file 6 — Supplementary Data 4

**Supplementary File 4 – Statistical analyses.**

**Fig. 1B: MDFs – constitutive individual pre-crRNAs.** NGS analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. *=p<0.05, ****=<0.0001.

| **Empty control vs. individual pre-crRNA** | | | | |
| --- | --- | --- | --- | --- |
| **Target gene** | **Cell line genotype** | **frameshift** | **in-frame indel** | **wild-type** |
| *Trp53* | *enAsCas12a^KI/KI^* | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Bim/Bcl2l11* (ex2) | *enAsCas12a^KI/KI^* | <0.0001, **** | 0.0159, * | <0.0001, **** |
| *Bim/Bcl2l11* (ex3) | *enAsCas12a^KI/KI^* | <0.0001, **** | 0.0223, * | <0.0001, **** |

**Fig. 1C: MDFs – constitutive 4-tandem-guides.** NGS analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. ****=<0.0001.

| **Empty control vs 4-tandem-guides** | | | | |
| --- | --- | --- | --- | --- |
| **Target gene** | **Cell line genotype** | **frameshift** | **in-frame indel** | **wild-type** |
| *Trp53* | *enAsCas12a^KI/KI^* | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Bim/Bcl2l11* | *enAsCas12a^KI/KI^* | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Puma/Bbc3* | *enAsCas12a^KI/KI^* | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Noxa/Pmaip1* | *enAsCas12a^KI/KI^* | <0.0001, **** | <0.0001, **** | <0.0001, **** |

**Fig. 1H, I: Reconstitution experiment using homozygous/heterozygous Cas12a.** NGS analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. **=p<0.01.

| **Heterozygous *enAsCas12a^KI/+^* vs. homozygous *enAsCas12a^KI/KI^*** | | | | |
| --- | --- | --- | --- | --- |
| **Target gene** | **Tissue** | **frameshift** | **in-frame indel** | **wild-type** |
| *Trp53* | Thymus | 0.0016, ** | 0.9998, ns | 0.0041, ** |
|  | Spleen | 0.8684, ns | >0.9999, ns | 0.7634, ns |
| *Bim/Bcl2l11* | Thymus | 0.2762, ns | 0.9943, ns | 0.6420, ns |
|  | Spleen | 0.9313, ns | 0.9966, ns | 0.9989, ns |

**Fig. 4G: BFP/CD19 sorting of *enAsCas12a^KI/+^;dCas9^KI/+^* MDFs with *sgCd19*/*crTrp53*, *sgCd19*/*crBax*/*crBak*.** NGS analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. **=p<0.01, ****=<0.0001.

| **BFP+ cells vs. BFP+CD19+ cells** | | | |
| --- | --- | --- | --- |
| **Target gene** | **frameshift** | **in-frame indel** | **wild-type** |
| *Trp53* | <0.0001, **** | 0.0024, ** | <0.0001, **** |
| *Bax* | <0.0001, **** | 0.5788, ns | <0.0001, **** |
| *Bak* | <0.0001, **** | 0.0057, ** | <0.0001, **** |

**Fig. S1G. qRT-PCR of *enAsCas12a* expression between heterozygous and homozygous tissues.** *enAsCas12a* expression analysis using a two-way ANOVA with Tukey’s multiple comparisons test. Each tissue was compared only to itself, and each p-value and significance result is shown. *=p<0.05, **=p<0.01, ***=p<0.001, ****=<0.0001.

| **Wild-type (WT) vs. *enAsCas12a^KI/+^* (HET) vs. *enAsCas12a^KI/KI^* (HOM)** | | | |
| --- | --- | --- | --- |
| **Tissue** | **WT vs. HET** | **WT vs. HOM** | **HET vs. HOM** |
| Thymus | 0.1082, ns | <0.0001, **** | 0.0135, * |
| Spleen | 0.0060, ** | 0.0002, *** | 0.4578, ns |
| Kidney | 0.6030, ns | 0.0008, *** | 0.0121, * |
| Liver | 0.4815, ns | <0.0001, **** | <0.0001, **** |
| Brain | 0.8033 | 0.0002, *** | 0.0011, ** |
| Bone marrow | 0.0536, ns | <0.0001, **** | 0.0219, * |
| Heart | 0.7278, ns | <0.0001, **** | <0.0001, **** |

**Fig. S3A: iMDFs - constitutive individual pre-crRNAs.** NGS analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. ****=<0.0001.

| **Empty control vs. individual pre-crRNA** | | | | |
| --- | --- | --- | --- | --- |
| **Target gene** | **Cell line genotype** | **frameshift** | **in-frame indel** | **wild-type** |
| *Trp53* | *enAsCas12a^KI/KI^* | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Bim/Bcl2l11* | *enAsCas12a^KI/KI^* | <0.0001, **** | <0.0001, **** | <0.0001, **** |

**Fig. S3A: iMDFs - constitutive dual-pre-crRNAs.** NGS analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. ****=<0.0001.

| **Empty control vs. dual pre-crRNAs** | | | | |
| --- | --- | --- | --- | --- |
| **Target gene** | **Dual pre-crRNAs** | **frameshift** | **in-frame indel** | **wild-type** |
| *Trp53* | *crTrp53/crBim* | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Bim/Bcl2l11* |  | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Cd9* | *crCd9/crCd81* | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Cd81* |  | <0.0001, **** | <0.0001, **** | <0.0001, **** |

**Fig. S3C: *EμMyc^T/+^* lypmphoma cells – constitutive individual pre-crRNAs.** NGS analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. *=p<0.05, ***=p<0.001.

| **Empty control vs. individual pre-crRNA** | | | | |
| --- | --- | --- | --- | --- |
| **Target gene** | **Cell line genotype** | **frameshift** | **in-frame indel** | **wild-type** |
| *Trp53* | *EμMyc^T/+^; enAsCas12a^KI/+^* | 0.0111, * | 0.3566, ns | 0.0007, *** |
| *Bim/Bcl2l11* (ex2) |  | 0.0666, ns | 0.9403, ns | 0.0255, * |
| *Bim/Bcl2l11* (ex3) |  | 0.1466, ns | 0.9212, ns | 0.0524, ns |

**Fig. S3D: *EμMyc^T/+^* lymphoma cells – constitutive 4-tandem-guides.** NGS analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. *=p<0.05, **=p<0.01, ***=p<0.001, ****=<0.0001.

| **Empty control vs. 4-tandem-guides** | | | | |
| --- | --- | --- | --- | --- |
| **Target gene** | **Cell line genotype** | **frameshift** | **in-frame indel** | **wild-type** |
| *Trp53* | *EμMyc^T/+^; enAsCas12a^KI/+^* | <0.0001, **** | <0.0001, **** | <0.0001, **** |
| *Bim/Bcl2l11* |  | 0.0016, ** | 0.9727, ns | 0.0031, ** |
| *Puma/Bbc3* |  | 0.0053, ** | 0.3366, ns | 0.0003, *** |
| *Noxa/Pmaip1* |  | 0.0165, * | 0.9916, ns | 0.0102, * |

**Fig. S10C: CD19+/CD19- percentage in *enAsCas12a^KI/+^;dCas9^KI/+^* MDFs with empty control,  *sgCd19/crTrp53*, or *sgCd19/crBax/crBak*.** Cell proportions analysis using a two-way ANOVA with Šídák's multiple comparisons test. Only the p-values and significance results for relevant comparisons are shown. **=p<0.01, ***=p<0.001.

| **Comparison** | **P value and significance** |
| --- | --- |
| Empty control vs. *sgCd19/crTrp53* | 0.0013, ** |
| Empty control vs. *sgCd19/crBax/crBak* | 0.0001, *** |
| *sgCd19/crTrp53* vs. *sgCd19/crBax/crBak* | 0.4472, ns |

# Supplementary material for: Advancing the genetic engineering toolbox by combining AsCas12a knock-in mice with ultra-compact screening
**Source:** Nat Commun. 2025 Jan 30;16:974. doi: 10.1038/s41467-025-56282-2
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Library and screening data is available in Supplementary Material. Source data are provided as a Source Data file. Raw sequencing data is available on the NCBI GEO repository (GSE285778). We believe all necessary data has been made available, but if any additional data is desired by a reader, it will be made available as quickly as possible upon request to the corresponding author, with no conditions made on access.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

### Antibodies used

FACS antibodies used were:  
 B220 (RA3-6B2-BV605; 1:200; BioLegend #103244)  
 TCR $\beta$  (H57-597-PE-Cy7; 1:400; BioLegend #109222)  
 Mac1 (M1/70-APC-Cy7; 1:400; BD Biosciences #557657)  
 Gr1 (RB68C5-Alexa Fluor 700; 1:400; made in house)  
 IgM (5-1-FITC or 5-1-PE; 1:400; made in house)  
 IgD (11-26c.2a-BV510; 1:400; BD Biosciences #563110)  
 CD4 (GK1.5-PerCP-Cy5.5; 1:800; BioLegend #100434)  
 CD8 (53.6.7-Alexa Fluor 647; 1:400; made in house)  
 CD19 (ID3-A700; 1:400; made in house)  
 Ly5.1 (A20.1-PE; 1:400; made in-house)  
 Ly5.2 (S450-Alexa Fluor 700; 1:400; made in-house)

Western blotting antibodies used were:  
 P53 (1:2000; Novocastra #NCL-p53-CM5p)  
 $\beta$ -ACTIN (1:2000; Sigma #A2228)  
 BAX (1:2000; Sigma Aldrich #B9054)  
 BAK (1:2000; Sigma Aldrich #5897)  
 HSP70 (1:10,000; gift from Dr R Anderson, ONJCR)

### Validation

Validation of commercially obtainable antibodies is available on the manufacturer's website.  
 Antibodies manufactured in-house (or by other labs) have a long history of use in a range of published manuscripts, and have been validated numerous times as binding to proteins of the appropriate size and/or intensity (in cells manipulated for the levels of these protein targets), or proteins that are present in the appropriate cell type (as evidenced by combinatorial cell surface markers staining).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

HEK293T cells were purchased from the ATCC (#CRL216; RRID: CVCL\_0063).  
 All other cell lines were generated as part of this study, as described within the manuscript.

### Authentication

HEK293T cells were authenticated via morphological and functional observations, as well as via protocols obtained from the ATCC.  
 Lymphoma cell lines were validated via immunophenotyping of the tissues from which they derive, and testing for spontaneous Trp53 mutation.  
 Other cell lines were not validated, beyond morphological observations.

### Mycoplasma contamination

Cell lines were routinely determined to be negative for Mycoplasma infection using a MycoAlert detection kit (Lonza #LT07-118).

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All mice used in this study are of the species *Mus musculus*, and were maintained on a C57BL/6 background.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Cell population abundance

Abundance varies by experiment. Representative graphs showcasing this data (where relevant) are provided in supplementary data.

Gating strategy

Gating strategies vary by experiment. For all relevant experiments, representative gating strategies are shown (e.g. Fig. S1E, S4A, S9A, S10A).

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

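Pre-crRNA constructs were counted by sequencing in 4 data sets: the Menuetto and Scherzo screens of an Eμ-Myc lymphoma line (6 input, 6 DMSO, 6 nutlin-3a and 6 S63845 samples each), the Menuetto drop-out screen of iMDFs (3 samples at each of T0, T1, T2 and T3), and lymphomas and derived cell lines of mice that received Menuetto-transduced cells (16 tumours and 9 cell lines). The authors mapped reads to the library with MAGeCK, pooled the PCR products of a sample, and deposited raw read counts per construct without normalisation; their filters are not stated. The deposited counts are whole numbers. All sample columns could be assigned (0 unmapped), and 1 duplicate tumour column with identical counts was not used. Whether that tumour belongs to the mouse of its label or to the mouse under which the paper's Source Data list the same counts is not settled, and it enters as 1 tumour without a mouse. The essential gene list and the gene ontology sets of the paper were not used here.

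For the screens, constructs with a total of at least 1 count entered 1 limma-voom fit per data set, with sample quality weights, scaling to total counts and robust empirical Bayes shrinkage. Each treated group was compared with input, and each later time with T0. Menuetto genes were tested with fry over their constructs and called at a Benjamini-Hochberg false discovery rate of 20%; Scherzo arrays were tested 1 by 1 and called at 5%, the limits the paper uses, with 2-sided tests. NTCs stayed in the fits and out of the gene-level tests of the Menuetto library. The adjustment took rises and falls together. In the reported fits of the lymphoma screens, where most genes passed as depleted, it therefore hardly corrects the p-values of rising genes. Log2 fold changes of Menuetto genes are the mean over their constructs. A gene with 3 counts or fewer in every sample of a group was treated as at the floor of counting, and its fold change is reported as a lower bound. In the lymphoma screens, where most constructs fell, gene values are compared relative to the median of all genes; this was decided after the fitted values had been found to change sign in 51 of 439 comparisons with an alternative, against 3 on the relative scale.

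Genes named are those the paper names for the screens and, per comparison, up to 3 enriched and 3 depleted genes with the largest log2 fold change among those past the limit and changed the same way in every same-numbered pair of samples, with up to 2 NTCs past the limit. Results on some genes are not reported here. In the lymphoma screens, depleted NTCs were too many to name and only an enriched one is named. Genes in lists of ribosomal proteins, the proteasome, transcription and replication, splicing with folding and translation, olfactory and vomeronasal receptors, pro-apoptotic genes and tumour suppressors were fixed by symbol beforehand. Over these lists, calls were counted with adjustment over all genes and, added after seeing the data, over the list alone. The pro-apoptotic list was compared with 10000 random lists of its size and by a 1-sided Fisher's exact test, and essential families were compared with NTCs per replicate by an exact sign-flip permutation test on CPM plus a pseudocount of 1. Without any test, Pearson's r was computed between the 2 constructs of each gene. For tumours, shares were given with Wilson 95% intervals, a share of 10% counted as present, and cell lines were compared with tumours by an exact permutation of the pairing.

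Depth limits what can be seen. The lymphoma input samples averaged 47.1 to 59.1 counts per Menuetto construct, so that a loss much larger than this number cannot be measured, while the iMDF samples averaged 1420 counts per construct or more. In tumours, the limit of 3 counts corresponds to 0.00896% of the sample with the fewest counts. PCR duplicates could not be removed, since the reads carry no molecular identifiers.

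Samples of the same number share a transduction. Correlations of the residuals show this for iMDFs, at r = 0.148 to 0.156 between T0 and T1 of the same number and from 0.0849 to 0.102 between T0 and T3, against values below 0 for other pairings. The fits reported leave the transduction out, and a fit with it as a block is among the alternatives.

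Alternatives were TMM factors, scaling to the NTCs, a mean count of at least 10, edgeR's quasi-likelihood test, DESeq2, a block for the replicate, a fit of the 2 compared groups only, DMSO in place of input, leaving out each replicate, a pseudocount of 0.1, receptors in place of NTCs, tumour shares of 5% and 20%, and overlaps of the 4 most abundant constructs or of constructs with at least 10 counts. These were set before the data were examined. The share of family constructs with at least 10 counts and the pooled counts of the families were added after seeing the data, as was the pro-apoptotic list without the genes the paper names as hits. After the fits had been run on the deposited counts, the tools were tested on simulated data: counts drawn around the means of the control samples with 200 genes changed, and, for the lymphoma screens, a loss of constructs at random without gene effects. Of the changed genes, limma-voom called 99.5% in the Menuetto lymphoma design, 97.5% in the Scherzo design and 49.0% in the iMDF design, where edgeR called 100% and 16.0% of its calls were genes that had not been changed. The true log2 change was 2 in size. The spread between replicates was the same in every design, not matched to the real replicates, and no constructs were lost. These percentages therefore do not give the recovery in the real samples. In the simulated loss without gene effects, limma-voom called 19940 of 21693 Menuetto genes and 15506 of 22766 Scherzo arrays depleted. Constructs lost in that simulation had no counts at all, whereas many constructs of the real treated samples kept a few. The sign-flip test was run on values without a difference. Up to 100 other splits of the samples of each comparison were fitted with a fixed seed; the first 40 had been seen before the number was raised.

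The work used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.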

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

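Apart from the test on NTCs with a replicate far from the others, which was chosen beforehand, the tests of this part were chosen only after the result was seen.

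In the lymphoma screens, single replicates often lay far from the other 5. On the scale of log2 CPM plus 1, this held in the Menuetto DMSO samples for Bbc3 in replicate 3 (8.54, against 1.51 or less in the others), Bcl2l11 in replicate 2 (9.23), Kmt2d in replicate 6 (9.12) and Trp53 in replicate 1 (8.73); with nutlin-3a for Bbc3 in replicate 6 (3.85, the others being 8.40 or higher) and Eef2 in replicate 2 (0.68, the others 0); and with S63845 for Bbc3 in replicate 4 (7.37) and Pmaip1 in replicate 3 (8.75). In the Scherzo DMSO samples it held for Bbc3 in replicate 2 (9.24), Naa10 in replicate 3 (2.11), Pmaip1 in replicate 4 (9.05), the total count of replicate 1 (1.58e+06) and the percentage of family constructs with at least 10 counts in replicate 4 (0.602), and with S63845 for Bbc3 in replicate 2 (8.30), Eef2 in replicate 2 (0.51) and that percentage in replicate 1 (11.4). With the cell line discussed below these are 17 of 107 groups, where chance gives 5.35. Each Eef2 value stands for 1 count, with none in the other 5 samples, so any count at all would have been listed. The Eef2 entries are thus no evidence of a distant replicate. Random loss of constructs at a bottleneck would scatter constructs without a target in the same way, and NTCs had 1 DMSO replicate far from the others in 52.4% (Menuetto) and 39.6% (Scherzo) of cases, against 9.2% and 6.6% in the input samples. Such a loss may therefore lie behind the gene values. It was not tested for the total count, and replicates share their treatment, so no biological explanation was tested.

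The cell line of mouse 1147 shared 40.5% with its tumour, far below the other 8 lines, the next being 72.2%, and it shared more, 50.4%, with the tumour of another mouse. That second overlap equals the share of Trp53 construct 1 in the line. A mislabelled sample is argued against by 2310009B15Rik, whose construct leads the line together with Trp53 and had at most 0.0136% of the counts in the 15 other tumours. Trp53 construct 2, which led the tumour with 48.1% of the counts, had 1 count in the line. Outgrowth of a part of the tumour in culture may explain the difference, but it was not tested, and there is 1 line per mouse.

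Between times, 3055 genes of the iMDF screen passed the 20% limit at both T1 and T3. Among them, 17 moved one way at T1 and the other way at T3, in every replicate each time. Opposite genes with any replicate that disagreed were not counted. False calls at this limit were not examined. The difference between T1 and T3 was not tested. Of the 17, 16 rose at T1, by small amounts, and 1 fell: Cul3 changed by -0.42 at T1 (adjusted p = 0.189, limma fry) and 1.05 at T3 (adjusted p = 0.00607). Relative to the NTCs, 8 of the 17 were still opposite, so that for the group the total-count scaling and a change of direction in time cannot be told apart, since the rises at T1, from 0.11 to 0.43, lie on both sides of the median rise of the NTCs, 0.19. For Cul3 the scaling is argued against, as it stood at -0.62 relative to the NTCs at T1. Cul3 was singled out after its values were seen, and a reversal during culture may be real for it but was not tested otherwise.

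Among the strongest rises in iMDFs, Slc10a7 and Gzf1 rose with time, from 1.32 and 1.16 at T1 to 4.46 and 4.61 at T3 (adjusted p = 3.13e-05 and 2.45e-05, limma fry; 3 of 3 replicates higher). Both constructs of each gene rose at T3, by 4.56 and 4.37 and by 4.54 and 4.68, so the rise does not rest on 1 construct. Scaled to the NTCs, Slc10a7 remained at 4.09. Cdkn2a rose by 1.03. No explanation was tested for these genes.

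NTCs were enriched in the iMDF screen: 69, 129 and 105 of 500 at T1, T2 and T3, with 0 depleted. Their median log2 fold change was 0.19, 0.25 and 0.29, against 0.04, 0.02 and -0.06 for targeting constructs. Since shares of a total must rise when essential constructs are lost, NTCs were compared with receptor constructs, which are targeted but not essential. A difference in abundance at T0 is argued against, because NTCs still lay 0.23 above receptors at T3 when matched on it (3 of 3 replicates; p = 0.25, exact sign-flip permutation test, the smallest that 3 replicates give). The difference grew by 0.14 from T1 to T3. Toxicity of DNA cleavage itself could give this, but it and other differences between the 2 kinds of construct cannot be told apart, since no other kind of construct was compared and 3 transductions give no smaller p.

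In the Scherzo screen, the array for Mycbp passed the limit with S63845 (adjusted p = 0.017, limma moderated test; 6 of 6 replicates higher). The input samples had at most 1 count for it, so its rise is known only as a lower bound: by mean CPM at least 78.7-fold higher, which rests on replicate 6 with 1087 counts, and at least 1.30-fold higher without it. Of the 6 S63845 samples, 4 had 3 counts or fewer. Without replicate 5 the adjusted p was 0.0939, without replicate 6 0.101, and against DMSO 0.891, within a range of 0.00153 to 0.891 over 13 alternatives. A start near 0 counts could let 1 or more surviving clones give such a rise; no biological explanation was tested.

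In tumours, some constructs ranked second at low shares: Cxcl2 construct 1 held 5.18% of the counts of tumour 1141, and Irf4 construct 2 held 2.99% of tumour 1126. Both had 0 counts in the cell line of the same mouse. The Cxcl2 construct is also the leading one of another tumour. Carry-over from that sample is argued against, as its next 3 constructs had 0 counts in tumour 1141, where 4955 would be expected. Whether these constructs contributed to the tumours was not tested.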

How the results depend on the processing

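The alternatives of this part were set beforehand, except the share of constructs with at least 10 counts, the pooled counts of a family, the fit of the 2 compared groups for the agreement of constructs and the pro-apoptotic list without the genes the paper names as hits, which were chosen after seeing the data. Genes behind the small counts are named after their values had been seen.

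Direction and side of the limit held under every alternative run for the number of tumours with Trp53, for the overlap of cell lines with their tumours, and, in direction, for the loss of essential families in iMDFs, where 3 transductions cannot give a p-value below 0.25. In the reported fits, the enriched genes of the pro-apoptotic list were all ones the paper names as hits. Without them the list held 0 enriched genes with nutlin-3a and 0 with S63845 in either library (p = 1, Fisher's exact test). That test decides nothing, since only 0, 1, 2 and 4 enriched genes or arrays were then left in the 4 comparisons. DESeq2 called other genes of the list enriched in each comparison. The numbers of genes past the limit moved far more. In the lymphoma screens they depend on how the samples are scaled: the median gene lay at -5.05, -4.83 and -5.40 with DMSO, nutlin-3a and S63845 in the Menuetto screen, and with TMM factors at -0.32, -0.36 and -1.11.

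With TMM factors, the Menuetto screen gave 205 enriched and 1921 depleted genes for DMSO, 161 and 1439 for nutlin-3a and 232 and 7973 for S63845, and the Scherzo screen gave 58 and 19, 190 and 213, and 215 and 250 arrays. In iMDFs, 3130 genes were enriched at T3. With DESeq2, the Menuetto counts were 5128 and 3402, 6289 and 3558, and 5202 and 5726, and the Scherzo counts 2960 and 1610, 3010 and 4613, and 3352 and 6722; iMDFs had 135 enriched and 1438 depleted genes at T1, 1326 enriched at T2 and 4368 enriched at T3. Size factors of DESeq2 rest on the 137 Menuetto genes and NTCs and 561 Scherzo arrays with counts in every lymphoma sample, against 21924 in iMDFs, and they ranged from 0.0664 to 5.05 and from 0.118 to 7.42. On simulated counts with changed genes, 29.8% of the Menuetto calls of DESeq2, 9.82% of its Scherzo calls and 40.7% of its iMDF calls were genes that had not been changed, against 17.8%, 4.74% and 19.0% for limma-voom. Those counts had the same spread between replicates in every design and no loss of constructs, so the percentages may not hold for the real samples. With edgeR, the Menuetto screen gave 20 and 11701, 26 and 7112, and 104 and 10765; enriched Scherzo arrays numbered 23, 52 and 77. For iMDFs edgeR gave 98 enriched and 969 depleted genes at T1, 1212 enriched at T2 and 3201 at T3. The cause of these shifts was not tested.

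Scaling to the NTCs gave 0 enriched Scherzo arrays with DMSO (0 also at an unadjusted p below 0.05) and 2 with nutlin-3a (Trp53 and NTC_quad52_a). In iMDFs it gave 119 enriched and 7679 depleted genes at T1, 250 and 10743 at T2 and 267 and 12168 at T3. The direction in iMDFs follows from the alternative itself, since NTCs rose relative to the median gene there and scaling to them lowers every other value. Requiring a mean count of 10 gave 2 enriched Menuetto genes with nutlin-3a (Trp53 and Olfr1180) and 5 with S63845 (Bax, Bcl2l11, Ndufb2, Kmt2d and Rtf2). Fitting the 2 compared groups only, with fewer samples, gave 2 enriched Scherzo arrays with nutlin-3a (Trp53 and NTC_quad52_a), 3 with S63845 (Bax, NTC_quad52_a and Usf2), and 1486 and 892 enriched iMDF genes at T2 and T3. With DMSO in place of input, 5 Menuetto genes were enriched with nutlin-3a (Gm11568, Trp53, Tfap2e, Cdh1 and Ndufa4l2) and 0 depleted (62 at an unadjusted p below 0.05), and with S63845 6 were enriched (Bax, Vhl, Kmt2d, Tmem208, Mtx1 and Klhl20) and 1 depleted (Olfr366). Of the Scherzo arrays, 4 were then enriched with nutlin-3a (9130409I23Rik, Atp13a3, Tbc1d17 and Bax), Trp53 not among them, and 5 with S63845 (Bax, Hspbap1, Crygs, Rnf115 and Wtap), while 3 were depleted with nutlin-3a (Ntn4, Sh2d5 and Rasl2-9) and 2 with S63845 (Ntn4 and Btbd2).

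In the lymphoma screens, residuals of input and treated samples of the same number correlated only weakly, at r between 0.00336 and 0.032. For input and nutlin-3a in the Scherzo screen, same-number pairs (0.0104 to 0.032) still lay above all others (at most 0.00684). Nutlin-3a and S63845 samples of the same number correlated at 0.0919 to 0.167, against at most 0.0247 for other pairings. The weak correlation with input does not show that the samples are unpaired. With the replicate as a block, 2 Menuetto genes were enriched with nutlin-3a (Trp53 and Tfap2e), and 5 (Prr16, Gm43302, Fabp3, Mycbp and Olfr697), 10 and 15 Scherzo arrays with DMSO, nutlin-3a and S63845. The enriched Menuetto genes with S63845 then were Bax, Adnp and Kmt2d, so that Bcl2l11 lost its call (adjusted p = 0.652, limma fry, within a range of 7.14e-09 to 0.652 over 14 alternatives). Relative to the median gene, Bbc3 with S63845 then was at -0.24 in the Menuetto screen. In iMDFs the block gave 733 enriched genes at T1 and 2630 at T3, and r between the constructs of a gene of 0.816, 0.815 and 0.820 at T1, T2 and T3. Among the iMDF genes fitted under all alternatives, Nf2 and Trp53 at T1 no longer passed the limit with it (adjusted p = 0.4 and 0.296, limma fry, each over 10 alternatives), and it changed no other call of these. The cause was not tested.

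Leaving out replicates changed counts of enriched genes as follows, with fewer samples in each fit. Across the 6 fits that each left out one replicate, the Menuetto screen gave from 0 to 1 (Olfr166, without replicate 1), from 1 to 2 (Il17ra beside Trp53, without replicate 2) and from 2 to 4 enriched genes with DMSO, nutlin-3a and S63845, and the Scherzo screen gave from 1 to 3, from 2 to 5 and from 4 to 7 arrays. The lowest Scherzo counts were 1 with DMSO without replicate 2 (Pate5), replicate 5 or replicate 6 (NTC_quad52_a), and 2 with nutlin-3a without replicate 3 (Trp53 and NTC_quad52_a). Trp53 was among those called with nutlin-3a, and Bax with S63845, in the 12 fits of the comparison. In iMDFs, from 963 to 1011 genes were enriched at T1 across the 3 fits, and r between constructs ran from 0.793 to 0.801 at T1, from 0.806 to 0.812 at T2 and from 0.814 to 0.815 at T3.

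The loss of essential families relative to NTCs in lymphoma cells, by the median over constructs set beforehand, reversed under several alternatives. From 0.19 in the Menuetto and 0.28 in the Scherzo screen, it became -0.12 (p = 0.0625, exact sign-flip permutation test) and -0.44 with TMM factors, -0.45 and -1.12 with a pseudocount of 0.1, -0.49 and -0.67 against receptors, -5.67 and -10.9 points as the share of constructs with at least 10 counts, and -3.40 and -2.18 with pooled counts, while a mean count of 10 gave -0.0143 (p = 0.594) and 0.19 (p = 0.0625). Without 1 replicate it ran from 0.18 to 0.20 and from 0.26 to 0.31, with p = 0.0625 each, the smallest that 5 replicates give. Constructs with few or no counts may hide the loss, since on CPM plus 1 the fall of a construct is bounded by its abundance at the start; this was tested with the pooled counts only, and the cause of the other reversals was not tested. Depth limits this measure, and limits fold changes of lost genes to lower bounds.

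Of the values of 91 gene results under the alternatives, 990 kept their direction and their side of the limit, 62 no longer passed it, 55 newly passed it and 6 reversed, each of these relative to the median gene in the lymphoma screens. Besides Bbc3 under the block, the reversed ones were Bbc3 with S63845 in the Menuetto screen (0.05) at -0.82 without replicate 4 (up to 0.41 across the 6 fits that each left out one replicate) and at -0.84 against DMSO, Pmaip1 in the Menuetto screen with nutlin-3a (0.49) at -0.0203 without replicate 6 (up to 0.89) and with S63845 (0.31) at -0.44 without replicate 3 (up to 0.63), and Pmaip1 with S63845 in the Scherzo screen, where every S63845 sample had 3 counts or fewer, at -1.52 against DMSO. Values that no longer passed came mainly from DMSO as the control (17), leaving out a replicate (15) and TMM factors (14), and newly passing ones from DESeq2 (25), TMM factors (13) and edgeR (11). DESeq2 gave no adjusted p for some genes, which have fewer alternatives for that reason, and edgeR and DESeq2 do not apply to the agreement of constructs or to the family measure.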

Differences from the paper's values

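No test of this part was chosen after its result was seen beyond the choice of genes, which follows the paper.

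Between the 2 constructs of a gene in iMDFs, Pearson's r was 0.826, 0.835 and 0.841 at T1, T2 and T3, against the paper's 0.85, which it gives without a time; none of the alternatives set before the data were examined closed the gap. In the Menuetto lymphoma screen, Trp53 had a log2 fold change of 6.58 with nutlin-3a, against the paper's about 8.5 in Fig. 2B, read by eye, and Bax 8.75 with S63845, against the paper's about 10 in Fig. 2B, read by eye. No alternative set before the data were examined closed either gap.

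For the Scherzo screen, the supplementary tables of the paper, held here in part, give higher values in all 3 comparisons. NTC_quad52_a had 1.17 with DMSO (the paper's value is 4.38892), 1.40 with nutlin-3a (the paper's 4.43111) and 1.92 with S63845 (the paper's 4.53956). Trp53 had 7.82 with nutlin-3a (the paper's 10.8623) and Bax 9.00 with S63845 (the paper's 11.754). For these 5, none of the alternatives set before the data were examined closed the gap. With nutlin-3a, Bax had 0.39 (the paper's 3.42215), and DMSO as the control gave 3.62, which alone came within the SD of the replicates of the paper's value. Pmaip1 had -0.54 (the paper's 2.54018), and TMM factors (4.44), edgeR (3.32) and DMSO as the control (2.55) came within an SD of 4.33 of the paper's value. Kmt2d had -1.997 (the paper's 1.28156), and TMM factors (3.04), edgeR (0.93) and DMSO as the control (2.70) came within an SD of 2.86 of it; the other alternatives did not for Pmaip1 or Kmt2d. None of the alternatives did so for all 8 values compared for nutlin-3a: the paper's minus those found here ran from -2.15 to -1.76 with TMM factors, from -0.78 to 2.87 with edgeR and from -2.94 to 4.20 with DMSO as the control. Over the 1999, 1998 and 1999 values held for DMSO, nutlin-3a and S63845, the paper's lay 3.33, 3.14 and 2.73 above those found here (median), with r of 0.955, 0.958 and 0.994 and an SD of the difference of 0.266, 0.27 and 0.243, a nearly constant shift.

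In iMDFs the paper's supplementary values lay below those found here, and scaling to the NTCs closed the gap each time. At T1, Nf1 had 1.40 (the paper's 1.20232; 1.19 scaled to the NTCs), Nf2 0.65 (the paper's 0.450645; 0.44) and Slc10a7 1.32 (the paper's 1.12588; 1.11). At T2 these were 3.11 (the paper's 2.83637; 2.82), 1.68 (the paper's 1.40434; 1.38) and 2.98 (the paper's 2.71924; 2.69). At T3 they were 4.64 (the paper's 4.28248; 4.26), 2.89 (the paper's 2.54326; 2.51) and 4.46 (the paper's 4.12422; 4.09). For Nf2, TMM factors (0.63 at T1), edgeR (0.62 at T1, 1.64 at T2) and DESeq2 (0.55 at T1, 1.60 at T2) narrowed the gap but stayed above the paper's values. So did TMM factors (1.29) and DESeq2 (1.27) for Slc10a7 at T1. The other alternatives set before the data were examined did not close it either.

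The paper names Puma (Bbc3), Bim (Bcl2l11), Naa10 and Kmt2d as hits of the lymphoma screens. Here, of these, Kmt2d and Bcl2l11 passed with S63845 in the Menuetto screen, and none passed in the other 3 drug comparisons. Several alternatives called them enriched. In the Menuetto screen with nutlin-3a, these were edgeR and DESeq2 for Bbc3, TMM factors, edgeR and DESeq2 for Bcl2l11 and Naa10, and DESeq2 for Kmt2d, and with S63845 TMM factors, edgeR and DESeq2 for Naa10. For Scherzo arrays with nutlin-3a, TMM factors and DESeq2 called Bcl2l11, TMM factors, edgeR, DESeq2 and the fits without replicate 5 and without replicate 6 called Naa10, and DESeq2 called Kmt2d and Bbc3. With S63845, TMM factors, edgeR and DESeq2 called Bcl2l11 and Naa10, and for Kmt2d so did a mean count of 10 and the fit without replicate 4. Bbc3 fell with S63845, by the limits used, in both screens (log2 fold change -5.35 in the Menuetto screen); DESeq2 put it past the limit on the enriched side.

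In DMSO-treated cells the paper sees no outstanding enrichment, whereas 2 Scherzo arrays passed here, NTC_quad52_a and Ntn4 (2.12). Neither passed with scaling to the NTCs, with the replicate as a block or without replicate 2. Ntn4 also did not pass without replicate 3, 4, 5 or 6. The paper reports a strong loss of essential genes with DMSO; by the median over constructs, the families used here stood 0.19 and 0.28 above the NTCs, although other measures gave a deeper loss. Trp53 is described as no hit in iMDFs, but passed the 20% limit as a small decrease (-0.35 at T1), which at T1 it did not under edgeR, DESeq2, the block for the transduction (-0.33), or without replicate 1 or replicate 2. The paper finds cell lines largely like their tumours in every case, while the line of mouse 1147 shared 40.5%.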

Other observations

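The tests on the fall of the NTCs and on NTCs against receptors in the lymphoma screens were chosen beforehand. The other tests of this part were chosen only after the result was seen.

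In the lymphoma screens most constructs fell, with or without a target. A difference in depth is argued against: input samples thinned to the lowest DMSO total still had 39452 to 40885 Menuetto and 20992 to 21708 Scherzo constructs with at least 10 counts. So is a takeover by a few constructs, as the highest share of 1 construct in a DMSO sample was 0.451%. The NTCs fell by medians of -5.07 (Menuetto) and -4.79 (Scherzo) with DMSO, which is consistent with random loss of constructs at a bottleneck before or during culture. Random loss as simulated does not account for the values under TMM factors, however: it gave a median gene of -9.53 and 21104 depleted genes in the Menuetto design, against -0.32 and 1921 in the data, and 15622 depleted arrays in the Scherzo design, against 19; the cause was not tested. In a DMSO sample, 1574 to 2239 Menuetto constructs held 90% of the counts, against 30733 to 32036 in an input sample, and 1131 to 1329 Scherzo arrays, against 14805 to 15548. Where in the experiment cells were lost was not tested, and a biological reason for the loss of constructs without a target was not tested either.

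Such a loss bears on what the counts of depleted genes mean: in simulated counts with such a loss and no gene effect, limma-voom had 19940 of 21693 Menuetto genes and 15506 of 22766 Scherzo arrays called depleted. In the Menuetto screen, 1 of 100 splits of the 12 samples gave as many genes past the limit as DMSO against input, 1 of 100 as S63845 and 3 of 100 as nutlin-3a, the real split included. For Scherzo samples, 8, 44 and 26 of 100 did so for DMSO, S63845 and nutlin-3a. The splits were drawn from 462 possible ones. Those that moved 1 or 2 samples of a group across, and so kept most of the real grouping, gave nearly as many calls as the real split or more (18534 to 19846 for Scherzo DMSO). Those that exchanged 3 gave at most 76, 74 and 68 Scherzo arrays for DMSO, S63845 and nutlin-3a, against 19091, 19170 and 18978. Why a partly mixed grouping gives so many calls was not tested. For iMDFs, 1 of the 10 splits of the 6 samples gave as many genes at T1, 1 of 10 at T2 and 1 of 10 at T3, namely the real one with 3974, 5749 and 5390 genes; the others gave at most 3. With 10 splits, chance cannot be put below 0.1.

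Toxicity of DNA cleavage would let NTCs rise relative to receptors in lymphoma cells as well. Unmatched, the NTCs lay 0.69 (Menuetto) and 0.95 (Scherzo) lower, in 6 of 6 replicates. At matched input abundance, the difference was 0.0106 and -0.0992 (2 of 6 replicates above 0 in each; p = 0.75 and 0.125, exact sign-flip permutation test). Whether cleavage is toxic in these cells thus cannot be told apart from no effect, since most constructs of either kind have fewer than 10 counts left and the fall that can be measured is bounded by the abundance at the start. The share of NTCs retained, at matched abundance, was 1.44 points higher in the Menuetto screen (6 of 6 replicates; p = 0.03125, the smallest that 6 replicates give, by the same permutation test) and 0.918 points higher in the Scherzo screen (3 of 6; p = 0.5625).

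That essential families fell no further than NTCs by the median over constructs may come from constructs with few or no counts left, which hide the loss. Pooling the counts of a family, which gives weight to those that remain, placed it -3.40 (Menuetto) and -2.18 (Scherzo) relative to the NTCs. The fitted median of ribosomal protein genes with DMSO was -5.80 and that of proteasome genes -5.60 in the Menuetto screen; with genes at 3 counts or fewer placed at their lower bound of loss, which most of them are, the medians were -4.63 and -4.56 and cannot be compared with the median of all genes. All 17 pro-apoptotic genes and all 16 tumour suppressor genes listed were depleted there, like most genes.

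NTC_quad52_a was enriched in the 3 comparisons of the Scherzo screen, with log2 fold changes of 1.40 with nutlin-3a (adjusted p = 0.00457, limma moderated test; 5 of 6 replicates higher) and 1.92 with S63845 (adjusted p = 0.000471; 6 of 6). It was the fourth most abundant array in the input samples, at 459 CPM against a library median of 35.8. Its abundance at the start could explain the rise with DMSO, where 5 of the next 50 arrays by abundance rose as much, but with nutlin-3a 2 did and with S63845 0 did. NTC_quad1_a, which was more abundant still in the input samples, had log2 fold changes of -2.93, -3.18 and -4.72 in the 3 comparisons (0 of 6 replicates higher in each); it was looked at after its values were seen. Abundance and a property of the array itself cannot be told apart, since only 1 array is concerned.

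Other arrays past the limit with S63845, named after their values were seen, were Gm50139_quad1_a (3.27; adjusted p = 0.0254, limma moderated test; 4 of 6 replicates higher), Usf2_quad1_a (2.84; adjusted p = 0.027; 5 of 6) and Wtap_quad1_a (2.53; adjusted p = 0.034; 4 of 6). Depleted genes are named by the lowest fitted log2 fold change among those that fell in every replicate. Their printed values are lower bounds, which do not show which genes fell furthest. With nutlin-3a they were Pip5k1c (at least 67.5-fold lower), Eno1b (31.8) and Prickle4 (26.6) in the Menuetto and Slc25a28 (114), Uqcrc1 (107) and Gad1 (96.9) in the Scherzo screen. With S63845 they were F8a (81.2), Rpl24 (78.8) and Mfap1a (44.2), and Chrna9 (177), Vars2 (119) and Mcm8 (115). No explanation was tested for these.

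In tumours, Cxcl2 and Irf4 were each among the 4 most abundant constructs of 2 tumours. A high share of their constructs in the library is argued against: a share of 0.0024 of 10000 random draws of 54 constructs gave as many recurring genes. A role in lymphoma may be behind this, but the 2 genes were noticed in the same data, and in 1 tumour of each the construct held a small share.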
